# Protective effects of macrophage-specific integrin α5 in myocardial infarction are associated with accentuated angiogenesis

**DOI:** 10.1038/s41467-023-43369-x

**Published:** 2023-11-20

**Authors:** Ruoshui Li, Bijun Chen, Akihiko Kubota, Anis Hanna, Claudio Humeres, Silvia C. Hernandez, Yang Liu, Richard Ma, Izabela Tuleta, Shuaibo Huang, Harikrishnan Venugopal, Fenglan Zhu, Kai Su, Jun Li, Jinghang Zhang, Deyou Zheng, Nikolaos G. Frangogiannis

**Keywords:** Myocardial infarction, Monocytes and macrophages, Acute inflammation, Angiogenesis

## Abstract

Macrophages sense changes in the extracellular matrix environment through the integrins and play a central role in regulation of the reparative response after myocardial infarction. Here we show that macrophage integrin α5 protects the infarcted heart from adverse remodeling and that the protective actions are associated with acquisition of an angiogenic macrophage phenotype. We demonstrate that myeloid cell- and macrophage-specific integrin α5 knockout mice have accentuated adverse post-infarction remodeling, accompanied by reduced angiogenesis in the infarct and border zone. Single cell RNA-sequencing identifies an angiogenic infarct macrophage population with high *Itga5* expression. The angiogenic effects of integrin α5 in macrophages involve upregulation of Vascular Endothelial Growth Factor A. RNA-sequencing of the macrophage transcriptome in vivo and in vitro followed by bioinformatic analysis identifies several intracellular kinases as potential downstream targets of integrin α5. Neutralization assays demonstrate that the angiogenic actions of integrin α5-stimulated macrophages involve activation of Focal Adhesion Kinase and Phosphoinositide 3 Kinase cascades.

## Abstract (web summary)

During myocardial infarction, cardiac macrophages expand, become activated and play an important role in cardiac repair and remodelling. Here the authors show that integrin α5 is upregulated in infarct macrophages and contributes to myocardial repair, triggering an angiogenic phenotype and protecting from adverse remodelling.

## Introduction

The adult mammalian heart lacks endogenous regenerative capacity and heals through the formation of a collagen-based scar. After myocardial infarction, the sudden death of hundreds of millions of cardiomyocytes generates damage-associated molecular patterns that contribute to the activation of immune and reparative cells^1–3^. Early activation of inflammatory cells plays a central role in the clearance of the infarct from dead cells and matrix debris. Subsequent suppression of inflammation is followed by stimulation of myofibroblasts, the main matrix-secreting cells in the infarct, which are critically involved in the formation of a scar, protecting from catastrophic rupture^4^. Repair of the infarcted heart is dependent on timely recruitment, activation, and de-activation of immune cells, fibroblasts, and vascular cells^5^. Defective or dysregulated cellular responses can cause adverse remodeling, fibrosis, and progression to heart failure.

A large body of evidence has demonstrated that macrophages are central cellular effectors of repair^6,7^ and adverse remodeling^8,9^ after myocardial infarction regulating a wide range of cellular processes^10^. In addition to their actions in phagocytosing necrotic and apoptotic cells and matrix fragments^11^, infarct macrophages are also implicated in initiation^12^, progression, suppression^13^, and resolution^14,15^ of the inflammatory cascade, regulate fibroblast activation^16^ and extracellular matrix (ECM) remodeling^17–19^ and stimulate angiogenesis^20^. The functional diversity of the macrophages in healing infarcts reflects their heterogeneity, and also their capacity to undergo dramatic phenotypic changes in response to a dynamic microenvironment. Alterations in the transcriptomic, proteomic, and functional profile of infarct macrophages are triggered not only by cytokines and growth factors, but also by changes in the ECM network^21^.

Cells sense mechanical cues from the ECM through the integrins, a family of heterodimeric surface receptors that bind to components of the ECM, and activate downstream signaling cascades^22,23^. Macrophages express integrin chains on their surface and respond to biophysical stimuli through integrin-mediated pathways^24^. Changes in the biochemical and mechanical properties of the ECM induce marked alterations on the integrin expression profile in macrophages^25^. Moreover, in injured and inflamed tissues, specialized matrix proteins enrich the provisional matrix network, and bind to integrins on the macrophage surface, activating downstream signaling cascades that modulate the functional properties of the cells. The α5 integrin chain (ITGA5) forms a dimer with β1 integrin (ITGB1), and transduces signals upon binding with its main ligand, fibronectin^26^, or (under certain conditions) by interacting with matricellular proteins, such as tenascin-C^27^ and osteopontin^28^. In vitro studies have demonstrated that ITGA5 may promote a pro-inflammatory and matrix-degrading^29^ phenotype in macrophages, through activation of NF-κB signaling^30^, and stimulation of the NLRP3 inflammasome^31^. However, the in vivo role of macrophage ITGA5 signaling in regulating myocardial inflammation, repair, and fibrosis has not been investigated.

We hypothesized that ITGA5 signaling plays an important role in the regulation of phenotype and function in infarct macrophages. Our RNA-sequencing data identified *Itga5* as one of the highest expressed and most upregulated members of the integrin family in macrophages infiltrating the healing infarct. Flow cytometry and immunofluorescence showed upregulation of ITGA5 in macrophages 7 days after infarction. Using 2 different Cre drivers that target myeloid cells (LyzM-Cre) and macrophages (inducible CX3CR1-Cre driver), we demonstrated that macrophage-specific ITGA5 signaling protects the infarcted heart from adverse remodeling. These protective effects are associated with the acquisition of an angiogenic macrophage phenotype. ScRNA-seq experiments identified a macrophage cluster with an angiogenic transcriptional profile that expands after infarction and expresses high levels of *Itga5*. Bioinformatic analysis of RNA-sequencing experiments in vivo and in vitro identified candidate integrin-dependent pathways involved in angiogenic macrophage conversion. Neutralization assays demonstrated that the angiogenic effects of ITGA5 are mediated through Focal Adhesion Kinase (FAK) and Phosphoinositide-3-kinase (PI-3K) signaling.

## Results

### Integrin induction in infarct macrophages

In order to study the dynamic changes in the integrin expression profile in infarct macrophages, we compared integrin gene expression between macrophages harvested from normal hearts and infarct macrophages isolated 3 and 7 days after myocardial infarction (Supplementary Fig. 1A). Infarct macrophages exhibited marked induction of *Itga5*, *Itgav* and *Itga6* that was first noted 3 days after infarction and further increased at the 7-day timepoint (Supplementary Fig. 1B–D). *Itgam* expression increased in 3-day infarct macrophages, then returned to baseline at the 7-day timepoint (Supplementary Fig. 1E). *Itgax* levels were markedly increased at both 3 and 7-day timepoints (Supplementary Fig. 1F). In contrast, *Itgb1* was highly expressed in control macrophages and did not significantly change after infarction (Supplementary Fig. 1G). *Itgb2* expression showed an early peak, 3 days after myocardial infarction (Supplementary Fig. 1H), whereas *Itgb5* mRNA levels progressively increased after 3 and 7 days (Supplementary Fig. 1J). *Itgb3* expression remained low in control and infarct macrophages (Supplementary Fig. 1I).

### ITGA5 expression in infarct macrophages peaks 7 days after myocardial infarction

Next, we examined whether the marked induction of *Itga5* mRNA in infarct macrophages is associated with increased ITGA5 protein levels. In order to assess ITGA5 expression in macrophages, we performed flow cytometry and immunofluorescence. The gating strategy for the ITGA5 flow cytometry is shown in Supplementary Fig. 2. Mean fluorescent intensity (MFI) for ITGA5 increased by ~100% in CD45 + /CD11b + /Ly6G-/CD64 + /MerTK+ macrophages infiltrating the infarct 7 days after coronary occlusion, in comparison to sham heart macrophages (Fig. 1A–C). Moreover, dual immunofluorescence was performed in infarcted CSF1R^EGFP^ macrophage reporter mice (Fig. 1D–N, Supplementary Figs. 3, 4). No significant ITGA5 immunoreactivity was noted in control mouse hearts. ITGA5+ macrophages were first noted in the infarcted myocardium 3 days after myocardial infarction, and their number markedly increased at the 7-day timepoint (Supplementary Fig. 3). Quantitative analysis showed significant infiltration of the infarcted myocardium with CSF1R+ macrophages 24–72h after infarction (inflammatory phase of infarct healing), followed by a marked increase in macrophage density after 7 days (proliferative phase) and a reduction in macrophage content after 28 days (maturation phase) (Fig. 1J). Confocal microscopy localized ITGA5 immunoreactivity on the cell surface and in the cytoplasm of infarct macrophages (Fig. 1L–N, Supplementary Fig. 4), likely reflecting de novo synthesis of ITGA5 in infarct macrophages and subsequent shuttling to the cell membrane.

**Fig. 1:**
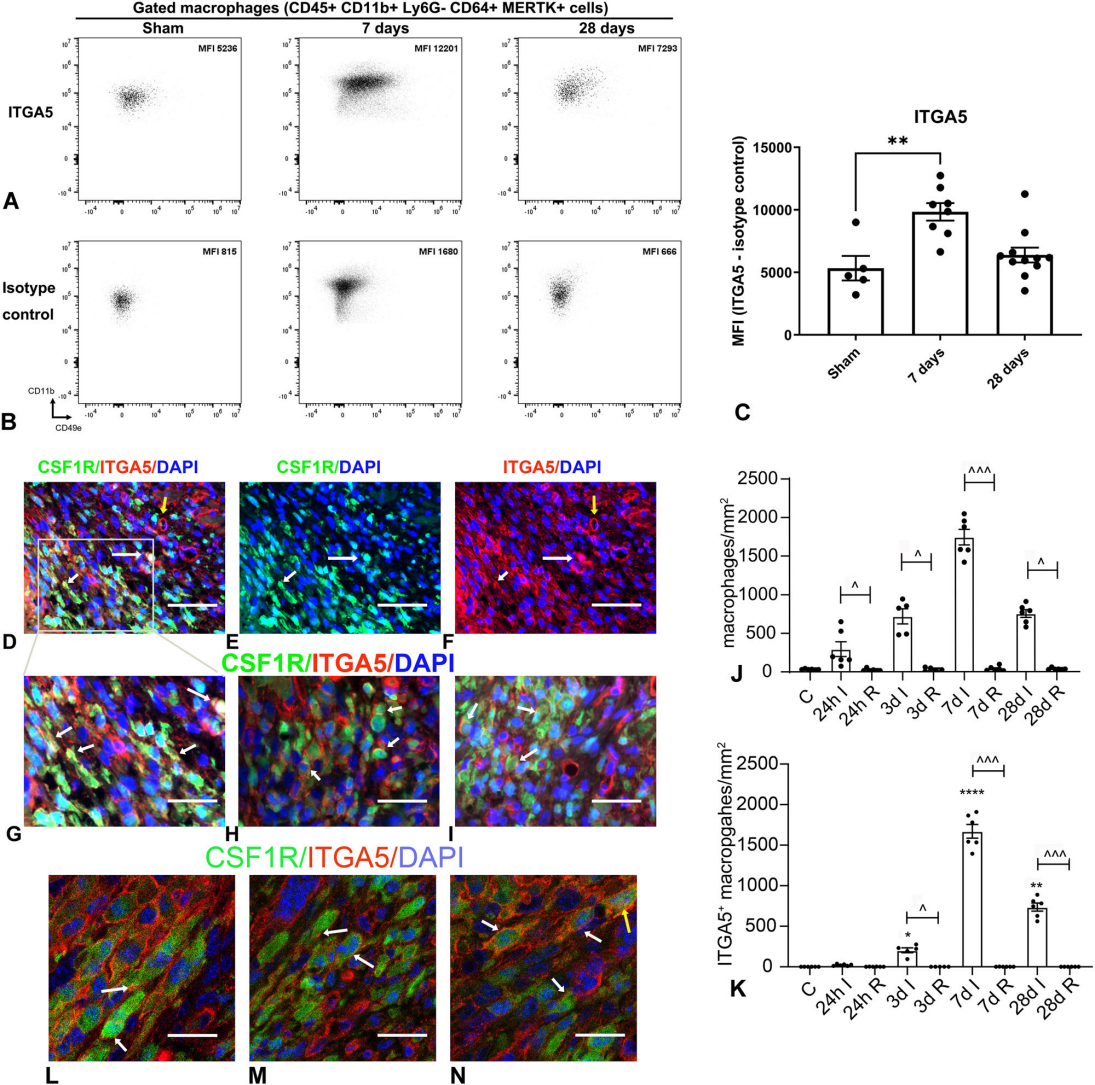
Time course of ITGA5 expression in infarct macrophages. **A**–**C** Flow cytometry was used to assess ITGA5 expression in infarct macrophages. The gating strategy is shown in Supplementary Fig. 2. Representative images show the mean fluorescent intensity (MFI) for ITGA5 antibody (**A**) and isotype control (**B**) in CD45 + /CD11b + /Ly6G-/CD64 + /MerTK+ macrophages in sham animals and in infarcts. Quantitative analysis showed a 2-fold increase in ITGA5 mean fluorescent intensity (MFI) in macrophages 7 days after infarction (**p < 0.01; Sham: *n* = 5 biologically independent experiments, 7-day: *n* = 8 biologically independent experiments, 28-day: *n* = 11 biologically independent experiments). Statistical analysis was performed using one-way ANOVA followed by Bonferroni post-hoc test. To examine the time course of ITGA5 expression in infarct macrophages, we have also performed dual immunofluorescence in myocardial sections from control and infarcted CSF1R^EGFP^ macrophage reporter mice, combining ITGA5 staining (red) and CSF1R (GFP) labeling. Abundant ITGA5+ macrophages were noted in 7-day infarcts (**D**–**I**, arrows). CSF1R-negative cells with vascular, or fibroblast morphology (**D**–**F**, yellow arrow) also expressed ITGA5. **J** Quantitative analysis showed that the density of CSF1R+ macrophages was significantly higher in infarcted segments, when compared with remote non-infarcted myocardium from the same timepoint (^*p* < 0.05, ^^^*p* < 0.001, *n* = 6 biologically independent experiments in control (C), 24-hour, 7-day and 28-day groups, *n* = 5 biologically independent experiments in the 3-day group). Statistical analysis was performed using non-parametric ANOVA (Kruskal-Wallis) followed by Dunn’s post-hoc test. No significant increase in the density of myeloid cells was noted in non-infarcted remodeling segments. **K** An increase in the density of ITGA5+ macrophages was first noted 3 days after coronary occlusion, and peaked after 7 days of coronary occlusion, but was significantly reduced at the 28-day timepoint (*p < 0.05, **p < 0.01 ****p < 0.0001 vs. C ^*p* < 0.05, ^^^*p* < 0.001, vs. corresponding remote non-infarcted myocardium, *n* = 6 biologically independent experiments in control (C), 24-hour, 7-day and 28-day groups, *n* = 5 biologically independent experiments in 3-day group). Statistical analysis was performed using non-parametric ANOVA (Kruskal–Wallis) followed by Dunn’s post-hoc test. **L**–**N** Confocal microscopy showed that ITGA5 was localized not only on the macrophage surface (white arrows), but also in the cytoplasm (yellow arrow), likely reflecting de novo synthesis of ITGA5, followed by subsequent shuttling to the cell membrane. Representative images were selected from 50 different scanned fields from 6 biologically independent experiments. Scalebar = 50 μm (for panels **D**–**F**), =30 μm (panels **G**–**I**), = 10 μm (panels **L**–**N**). All data are shown as mean values +/- SEM. Source data are provided as a Source Data file.

### Myeloid cell-specific ITGA5 KO (Myα5KO) mice have no baseline defects

Mice with myeloid cell-specific ITGA5 loss were generated using the LyzM-Cre driver (Supplementary Fig. 5A). Loss of ITGA5 was demonstrated in bone marrow macrophages isolated from Myα5KO mice using western blotting (Supplementary Fig. 5B, C). Moreover, qPCR showed that CD11b + Ly6G- macrophages isolated from Myα5KO infarcts after 7 days of coronary occlusion had marked reduction in *Itga5* mRNA expression (Supplementary Fig. 5D). Young Myα5KO mice were healthy and had normal body weight (Supplementary Fig. 6A–C). The echocardiographic analysis demonstrated that myeloid cell-specific ITGA5 loss had no significant effects on cardiac systolic function, chamber dimensions and left ventricular mass (Supplementary Fig. 6D–O).

### Myeloid cell-specific ITGA5 loss accentuates adverse remodeling after myocardial infarction

Non-reperfused myocardial infarction in mice is associated with significant mortality during the first week after coronary occlusion, which is higher in male mice, and is caused by left ventricular rupture in ~50% of animals^32^. Myeloid cell-specific ITGA5 loss did not have a significant effect on post-infarction mortality in male or female mice (*n* = 33–35/group, Fig. 2A–C). Echocardiographic analysis showed that myeloid cell-specific ITGA5 deletion accentuated adverse remodeling after infarction, increasing LVEDV (Fig. 2D) and LVESV (Fig. 2E), 28 days after coronary occlusion. The effects of myeloid cell-specific ITGA5 loss on ejection fraction did not reach statistical significance (Fig. 2F). Thus, myeloid cell-specific ITGA5 signaling protects the infarcted heart from adverse dilative remodeling.

**Fig. 2:**
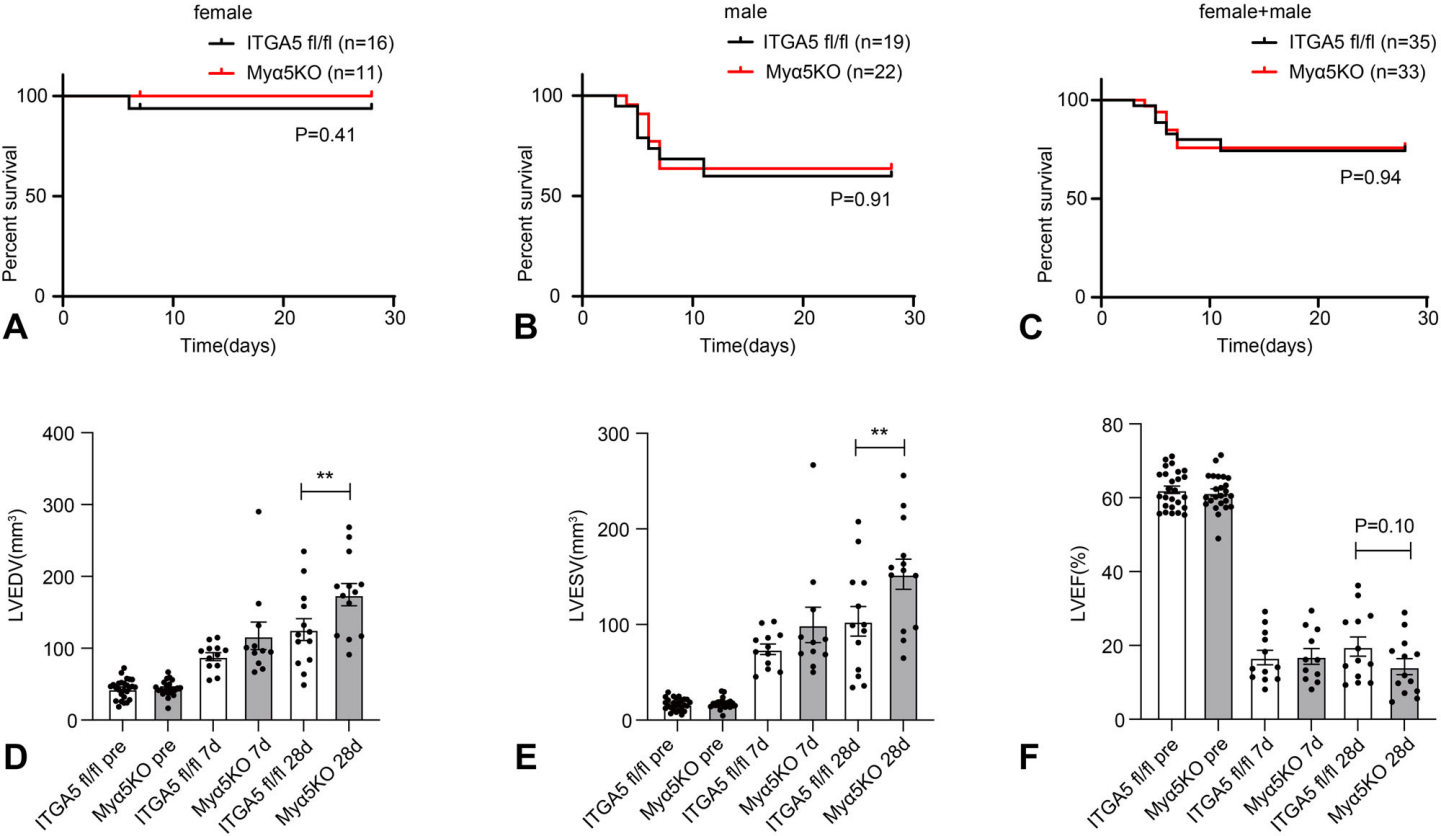
Myeloid cell-specific ITGA5 loss accentuates dilative post-infarction remodeling. Comparison of the survival curves between ITGA5 fl/fl and Myα5KO (myeloid cell–specific ITGA5 knockout) mice after 7-28 days of permanent coronary occlusion (**A**–**C**). **A**–**C**, no significant differences in mortality were noted between ITGA5 fl/fl and Myα5KO mice (ITGA5 fl/fl: *n* = 35, Myα5KO: *n* = 33) in male and female groups. Please note that male mice (**B**) have higher mortality than females (**A**) after myocardial infarction in both genotypes. Statistical analysis was performed using the log-rank test. **D**–**F** Echocardiographic analysis showed that Myα5KO mice had accentuated dilative remodeling evidenced by increased left ventricular end-diastolic volume (LVEDV; **D**) and left ventricular end-systolic volume (LVESV; **E**) after 28 days. F: Although Myα5KO mice had a trend towards worse systolic dysfunction at the 28-day timepoint, the effects of myeloid cell-specific ITGA5 loss on left ventricular ejection fraction (LVEF; **F**) did not reach statistical significance (**p < 0.01, ITGA5 fl/fl pre: *n* = 26, Myα5KO pre: *n* = 24, ITGA5 fl/fl 7d: *n* = 12, Myα5KO 7d: *n* = 11, ITGA5 fl/fl 28d: *n* = 13, Myα5KO 28d: *n* = 13 biologically independent experiments). Statistical analysis was performed using one-way ANOVA, followed by the Sidak post-hoc test. Data are shown as mean values +/- SEM. Source data are provided as a Source Data file.

### Myeloid cell-specific α5 integrin loss is associated with late scar expansion

Next, we examined whether the accentuated post-infarction remodeling in Myα5KO mice is due to effects on the size of the infarct, or on scar remodeling. In order to accurately measure scar size we sectioned the entire heart from base to apex at 300 μm partitions, thus reconstructing the geometry of the ventricle, using previously published methodology (Fig. 3A)^33,34^. Although at the 7-day timepoint, scar size was comparable between Myα5KO mice and corresponding ITGA5 fl/fl controls, Myα5KO exhibited significantly larger scars 28 days after myocardial infarction (Fig. 3B). The finding reflects impaired scar remodeling in Myα5KO mice that perturbs the contraction of the scar typically noted in WT infarcts. Myα5KO mice also had trends towards lower infarct wall thickness (Fig. 3C) and larger infarct volume (Fig. 3D) at the 28-day timepoint, that did not reach statistical significance.

**Fig. 3:**
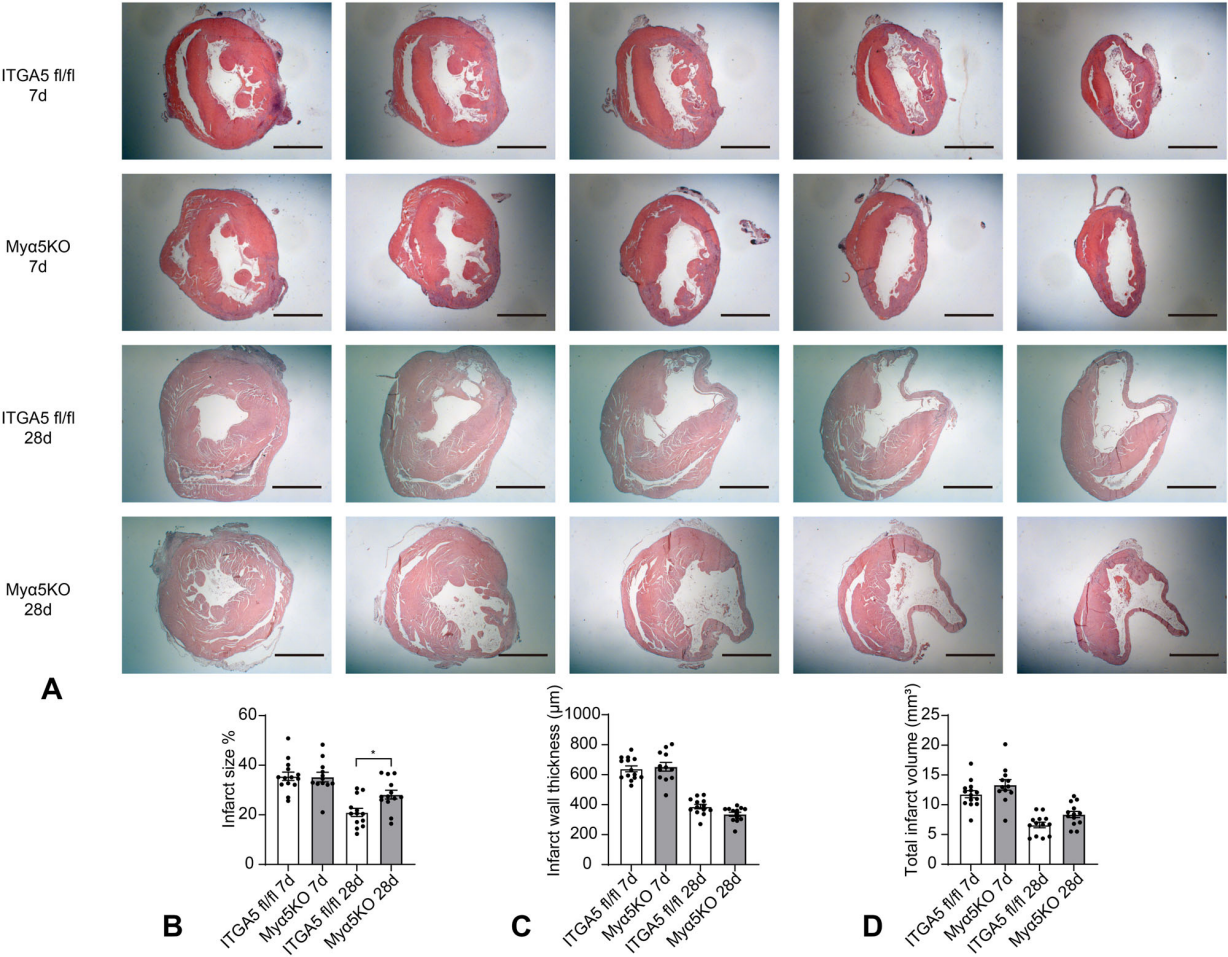
Myeloid cell-specific ITGA5 loss perturbs scar remodeling after myocardial infarction. **A** In order to assess scar size after 7-28 days of coronary occlusion, systematic quantification of morphometric parameters was performed by sectioning and staining the entire heart from base to apex. **B** The area of infarcted myocardium was comparable between groups at the 7-day timepoint; however, Myα5KO mice exhibited significantly larger scars 28 days after infarction (*p < 0.05, ITGA5 fl/fl 7d: *n* = 14, Myα5KO 7d: *n* = 12, ITGA5 fl/fl 28d: *n* = 13, Myα5KO 28d: *n* = 13 biologically independent experiments). **C**, **D** Myα5KO mice had trends towards lower infarct wall thickness and larger infarct volume at the 28-day timepoint that did not reach statistical significance. Statistical analysis was performed using one-way ANOVA, followed by the Sidak post-hoc test. Data are shown as mean values +/- SEM. Source data are provided as a Source Data file. Scale bar = 2 mm.

### Myeloid cell-specific α5 integrin loss does not affect infiltration of the infarct with macrophages

In order to explore the cellular mechanism responsible for the protective effects of myeloid cell-specific ITGA5 signaling, we compared the cellular composition of Myα5KO and ITGA5 fl/fl infarcts. First, we examined the effects of myeloid cell-specific ITGA5 loss on infiltration of the infarcted heart with macrophages using flow cytometry and immunofluorescence. The gating strategy for flow cytometry is shown in Supplementary Fig. 7. Flow cytometry demonstrated that myeloid cell-specific ITGA5 loss did not affect infiltration of the infarct with myeloid cells, neutrophils, macrophages and T cells 7 days after myocardial infarction (Fig. 4). Moreover, immunofluorescent staining demonstrated that Myα5KO and ITGA5 fl/fl animals had comparable macrophage infiltration after 7–28 days of coronary occlusion (Supplementary Fig. 8).

**Fig. 4:**
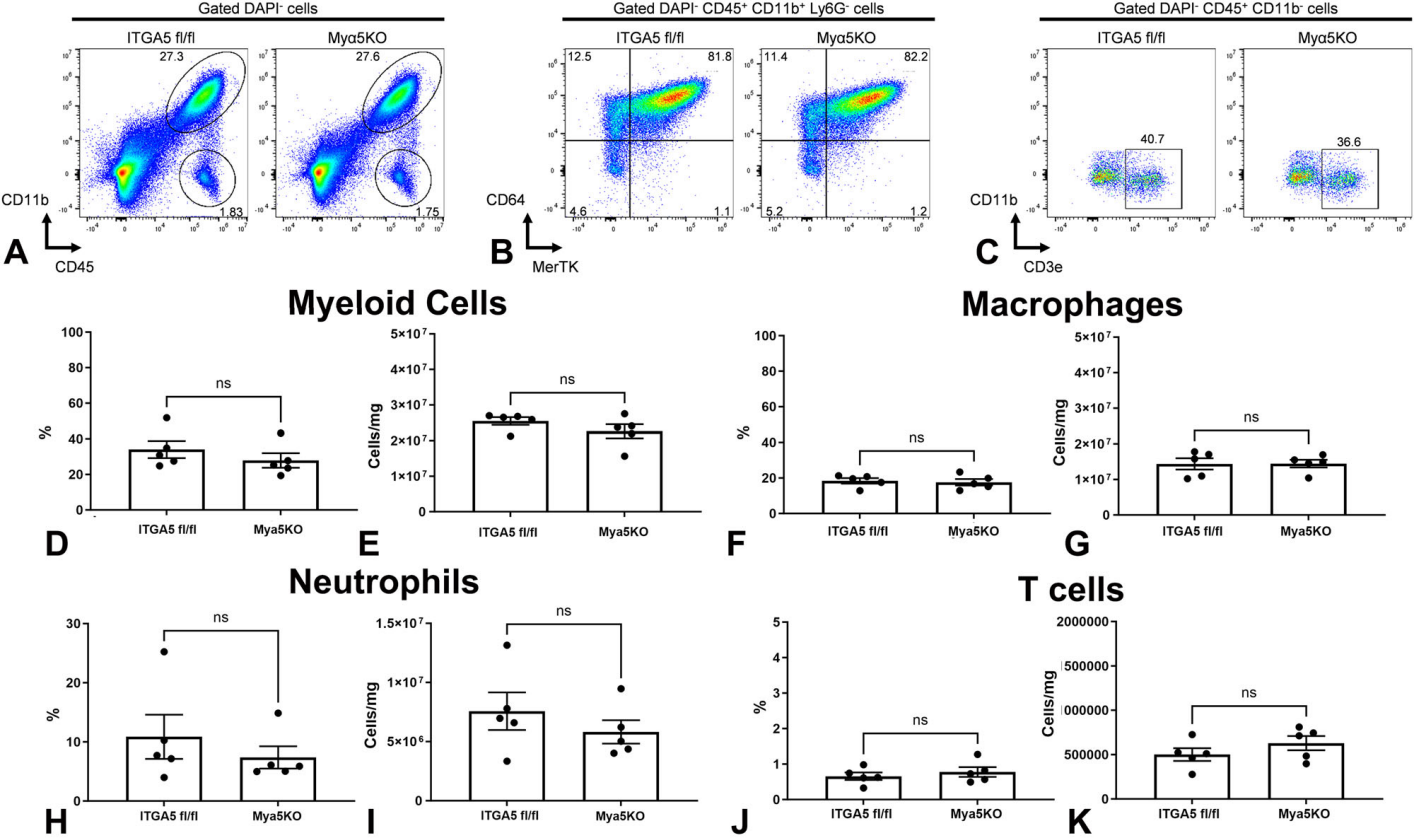
Myeloid cell-specific ITGA5 loss does not affect infiltration of the infarcted heart with myeloid cells, macrophages, neutrophils, and T lymphocytes. Flow cytometry was used to compare the percentage and absolute number of cells in the infarct, 7 days after myocardial infarction. The gating strategy is shown in Supplementary Fig. 7. DAPI was used to label live cells (DAPI-cells). Myeloid cells were identified as DAPI-/CD45 + /CD11b+ cells (**A**), macrophages were labeled as DAPI-/CD45 + /CD11b + /Ly6G-/CD64 + /MerTK+ cells (**B**), whereas T cells were identified as DAPI-/CD45 + /CD11b-/CD3e+ cells (**C**). Quantitative analysis showed no significant effects of myeloid cell-specific ITGA5 loss on myeloid cell (**D**, **E**), macrophage (**F**, **G**), neutrophil (**H**, **I**), and T cell (**J**, **K**) numbers in the infarct (p = NS, *n* = 5 biologically independent experiments/group). Panels **D**, **F**, **H**, and **J** show the percentage of each population in relation to all live cells (DAPI-cells), whereas panels **E**, **G**, **I**, and **L** show the absolute number of cells per mg of myocardial tissue. Data are shown as mean values +/- SEM, Statistical analysis was performed using unpaired two-tailed Student’s t test. Source data are provided as a Source Data file. NS no significance.

### Myeloid cell-specific ITGA5 loss does not affect myofibroblast infiltration and collagen deposition in the healing infarct

Next, we examined whether myeloid cell-specific ITGA5 loss affects the reparative and fibrotic response after myocardial infarction. We used α-SMA immunofluorescence to label infarct myofibroblasts, as α-SMA immunoreactive cells located outside the vascular media (Supplementary Fig. 9A). Infarct myofibroblast density in healing infarcts peaks during the proliferative phase of cardiac repair^35,36^ (7-day timepoint) and is significantly reduced as the scar matures (28-day timepoint), as myofibroblasts become deactivated and convert to matrifibrocytes^37^. Quantitative analysis showed that myeloid cell-specific ITGA5 loss does not affect myofibroblast density in the infarcted (Supplementary Fig. 9B) and non-infarcted remodeling myocardium (Supplementary Fig. 9C) after 7–28 days of coronary occlusion.

In order to examine whether myeloid cell-specific ITGA5 loss affects collagen deposition in the healing infarct, we performed picrosirius red staining to label collagen fibers (Supplementary Fig. 10). Activated myofibroblasts produce large amounts of collagen in the infarcted heart during the proliferative phase of infarct healing (7-day timepoint). Collagen content in the infarct zone progressively increases as the scar matures (28-day timepoint). Quantitative analysis showed no significant effects of myeloid cell-specific ITGA5 loss on collagen content in the infarct zone and in the remote remodeling myocardium 7–28 days after coronary occlusion (Supplementary Fig. 10B, C).

### Myeloid cell-specific ITGA5 loss perturbs angiogenesis in the infarct and in the border zone

Macrophages are central regulators of the angiogenic response in healing and remodeling tissues^20,38^. In order to examine whether myeloid cell-specific ITGA5 loss affects infarct angiogenesis, we performed immunohistochemical staining for CD31 to identify microvessels (Fig. 5A). Myα5KO mice had significantly reduced microvascular density in the infarct zone at the 7-day timepoint (Fig. 5B), and in the border zone (Fig. 5C) after 28 days of coronary occlusion. Microvascular density in the remote remodeling myocardium was comparable between Myα5KO mice and corresponding ITGA5 fl/fl controls (Fig. 5D). During the maturation phase of infarct healing, microvascular endothelial cells recruit mural cells, resulting in the formation of mature coated vessels^39,40^. In order to identify mature coated vessels in healing infarcts we performed immunofluorescence for α-SMA (Fig. 5E). Quantitative analysis showed that the density of mature coated α-SMA+ microvessels was lower in Myα5KO infarcts after 28 days of coronary occlusion (Fig. 5F). In contrast, the density of mature vessels in the remote remodeling myocardium was not affected by myeloid cell-specific ITGA5 loss (Fig. 5G).

**Fig. 5:**
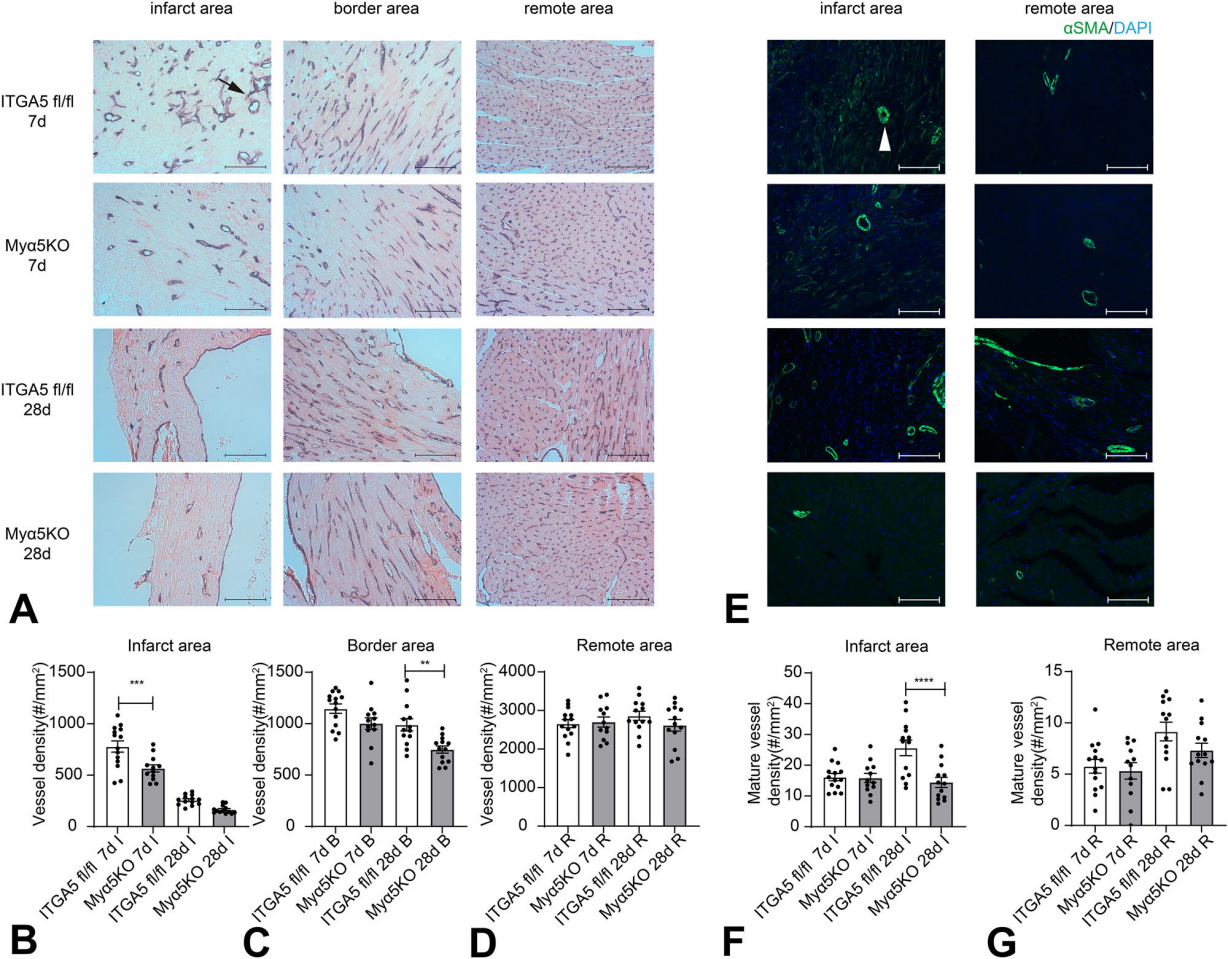
Myeloid cell-specific ITGA5 loss reduces microvascular density and perturbs formation of coated mature vessels in the healing infarct. **A** CD31 immunohistochemistry was used to label endothelial cells. Representative images show CD31 staining of the infarcted area, border zone and remote remodeling myocardium from ITGA5 fl/fl and Myα5KO mice after 7 and 28 days of coronary occlusion. The arrow identifies a typical CD31+ microvessel. Quantitative analysis showed that Myα5KO mice have significantly reduced microvascular density in the infarct zone at the 7-day timepoint (**B**), and in the border zone (**C**) after 28 days of coronary occlusion. Microvascular density in the remote remodeling myocardium was comparable between Myα5KO mice and corresponding ITGA5 fl/fl controls (**D**) (**p < 0.01, ***p < 0.001, ITGA5 fl/fl 7d: *n* = 14, Myα5KO 7d: *n* = 12, ITGA5 fl/fl 28d: *n* = 13, Myα5KO 28d: *n* = 13 biologically independent experiments). Scalebar = 100um. **E** In healing infarcts, microvessels undergo maturation acquiring a coat comprised of α-SMA-expressing mural cells (arrowheads). Representative images show α-SMA immunofluorescence staining of infarcted and remote areas from ITGA5 fl/fl and Myα5KO mice after 7 and 28 days of coronary occlusion. The arrow identifies a typical α-SMA+ vessel. Myα5KO mice had significantly reduced density of mature α-SMA+ microvessels in the infarct zone at the 28-day timepoint (**F**). The density of α-SMA+ vessels in the remote remodeling myocardium was comparable between Myα5KO and ITGA5 fl/fl mice (**G**). (****p < 0.0001, ITGA5 fl/fl 7d: *n* = 14, Myα5KO 7d: *n* = 12, ITGA5 fl/fl 28d: *n* = 13, Myα5KO 28d: *n* = 13 biologically independent experiments). Data are shown as mean values +/- SEM. Statistical analysis was performed using one-way ANOVA, followed by Sidak post-hoc test. Source data are provided as a Source Data file. Scalebar = 100um. I infarct area, R remote area.

In order to exclude the possibility that the functional and pathologic perturbations in infarcted LyzMCre; ITGA5 fl/fl mice are due to Cre effects, we compared dysfunction and infarct angiogenesis between LyzMCre mice and Cre-negative littermates 7 days after infarction. No significant differences were noted in ejection fraction, LVEDV, the density of microvessels, and mature coated vessels between groups (Supplementary Fig. 11). Thus, myeloid cell-specific ITGA5 loss accentuates adverse remodeling and inhibits infarct angiogenesis.

### Conditional macrophage-specific ITGA5 knockdown using the inducible CX3CR1-Cre driver also accentuates adverse remodeling and inhibits angiogenesis after infarction

LyzM-Cre is a highly effective and widely used Cre driver, but targets all myeloid cells. In order to examine whether the effects of myeloid cell-specific ITGA5 loss are related to abrogation of integrin α5 signaling specifically in macrophages, we used a second Cre driver for inducible macrophage-specific targeting. CX3CR1-CreER mice were used to generate tamoxifen-inducible macrophage-specific ITGA5 KOs (iMaα5KO mice, Supplementary Fig. 12). Loss of ITGA5 was confirmed using immunofluorescent staining of infarct sections from iMaα5KO and ITGA5 fl/fl mice after 7 days of coronary occlusion (Supplementary Fig. 13). iMaα5KO mice were healthy and exhibited no baseline defects. Conditional macrophage-specific ITGA5 loss did not have any effects on body weight and cardiac geometry and function (Supplementary Fig. 14).

After myocardial infarction, iMaα5KO mice exhibited accentuated dilative remodeling, in comparison to ITGA5 fl/fl mice, evidenced by increased LVEDV (Fig. 6A) and LVESV (Fig. 6B) 28 days after coronary occlusion. The effects of macrophage-specific ITGA5 loss on ejection fraction did not reach statistical significance (Fig. 6C). Assessment of microvascular density using CD31 immunohistochemistry (Fig. 6D) showed that inducible macrophage-specific loss of ITGA5 attenuated infarct angiogenesis in the infarct (Fig. 6E) and in the border zone (Fig. 6F) at the 28-day timepoint, without affecting the number of microvessels in the remote non-infarcted myocardium (Fig. 6G). Assessment of vascular maturation using α-SMA immunofluorescence (Fig. 6H) showed that macrophage-specific ITGA5 loss perturbed formation of mature coated vessels in the infarct zone after 28 days of coronary occlusion (Fig. 6I), without affecting the density of mature α-SMA+ microvessels in the remote remodeling myocardium (Fig. 6J).

**Fig. 6:**
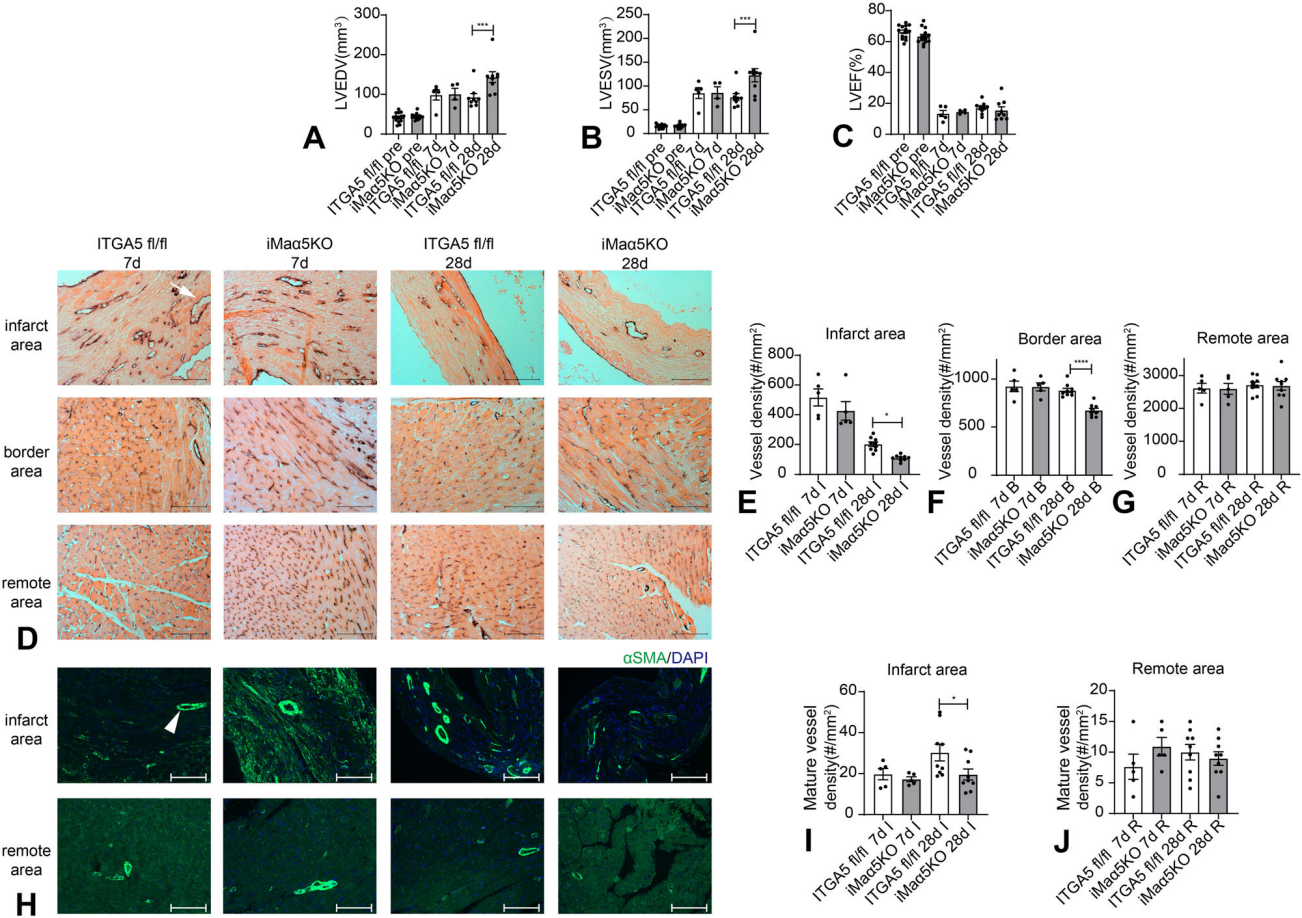
Conditional ITGA5 deletion in CX3CR1+ macrophages accentuates dilative post-infarction remodeling, perturbing infarct angiogenesis and vascular maturation. Echocardiographic assessment showed that inducible macrophage–specific ITGA5 knockout mice (iMaα5KO) had accentuated dilative remodeling after myocardial infarction, evidenced by increased left ventricular end-diastolic volume (LVEDV; **A**) and left ventricular end-systolic volume (LVESV; **B**) after 28 days of coronary occlusion. **C** The effects of macrophage-specific ITGA5 loss on left ventricular ejection fraction (LVEF; C) did not reach statistical significance (***p < 0.001, ITGA5 fl/fl pre: *n* = 14, iMaα5KO pre: *n* = 14, ITGA5 fl/fl 7d: *n* = 5, iMaα5KO 7d: *n* = 4, ITGA5 fl/fl 28d: *n* = 9, iMaα5KO 28d: *n* = 9 biologically independent experiments). **D** Representative images show CD31 immunohistochemical staining of infarcted area, border zone, and remote remodeling myocardium in ITGA5 fl/fl and iMaα5KO mice after 7 and 28 days of coronary occlusion. The arrow identifies a typical microvessel. iMaα5KO mice had significantly reduced microvascular density in the infarct zone (**E**) and in the border zone (**F**) after 28 days of coronary occlusion. Microvascular density in the remote remodeling myocardium was comparable between iMaα5KO mice and corresponding ITGA5 fl/fl controls (**G**). **H** In healing infarcts, microvessels undergo maturation acquiring a coat comprised of α-SMA-expressing mural cells (arrowheads). Representative images of α-SMA immunofluorescence staining from infarcted area and remote area of ITGA5 fl/fl and iMaα5KO mice after 7 and 28 days of coronary occlusions are shown. The arrow identifies a typical α-SMA+ microvessel. iMaα5KO mice had significantly reduced density of mature α-SMA+ microvessels in the infarct zone at the 28-day timepoint (**I**). The density of α-SMA+ vessels in the remote remodeling myocardium was comparable between groups (**J**) (****p < 0.0001, *p < 0.05, ITGA5 fl/fl 7d: *n* = 5, iMaα5KO 7d: *n* = 5, ITGA5 fl/fl 28d: *n* = 9, iMaα5KO 28d: *n* = 9 biologically independent experiments). Statistical analysis was performed using one-way ANOVA followed by post-hoc Sidak tests. Data are shown as mean values +/- SEM. Source data are provided as a Source Data file. Scale bar = 100um. I infarct area, R remote area.

In order to exclude the possibility that the functional and pathologic perturbations in infarcted iMaα5KO mice are due to Cre effects, we compared dysfunction and infarct angiogenesis between tamoxifen-treated CX3CR1^CreER^ mice and Cre-negative littermates 28 days after infarction. No significant differences were noted in ejection fraction, LVEDV, microvessel and mature coated vessel density between groups (Supplementary Fig. 15). Thus, macrophage-specific ITGA5 loss accentuates adverse remodeling and inhibits infarct angiogenesis.

In contrast, macrophage-specific ITGA5 loss had no significant effects on post-infarction mortality (Supplementary Fig. 16A, B), and on collagen content in the infarct zone and remote remodeling segments (Supplementary Fig. 16C–E). Moreover, macrophage-specific disruption of ITGA5 signaling did not affect infiltration of the infarcted myocardium with macrophages (Supplementary Fig. 17), but transiently increased myofibroblast density at the 7-day timepoint (Supplementary Fig. 18).

Thus, our in vivo experiments using 2 different Cre drivers demonstrated that macrophage-specific ITGA5 signaling protects the infarcted heart from adverse remodeling, by stimulating infarct angiogenesis.

### Single cell transcriptomic analysis identifies reparative and pro-inflammatory clusters of infarct macrophages

Infarct macrophages exhibit remarkable heterogeneity. In order to examine the potential relation between integrin expression and the profile of macrophage subpopulations infiltrating the infarct, we performed scRNA-seq in CSF1R+ myeloid cells sorted from control CSF1R^EGFP^ reporter mice, or after 7 days of coronary occlusion. 8,751 CSF1R+ cells from 3 normal hearts and 27,184 cells from 3 different infarcted hearts were analyzed. The summary metrics are shown in Supplementary Table 1.

12 distinct clusters of cells were identified (Supplementary Table 2, Fig. 7A). In control hearts, the predominant cluster of resident macrophages (CMp cells) expressed high levels of *Timd4*, *Lyve1,* and *Siglec1*, consistent with the previously reported phenotypic characteristics of the self-renewing subset of resident cardiac macrophages^7^. CMp cells were abundant in control hearts, representing more than half of CSF1R+ cells; however, their number was significantly reduced in infarcts (accounting for ~1% of CSF1R+ cells in 7-day infarcts). Two additional minor clusters of resident macrophages were identified. Mp12 cells were characterized by high *Ccr2* expression and lower *Cx3cr1* levels and may represent the CCR2+ macrophage subpopulation, known to reside in normal myocardium^12,41^. Another subset of resident macrophages (Mp11) expressed high levels of *Cx3cr1, Lyve1,* and *Timd4* and virtually disappeared after infarction.

**Fig. 7:**
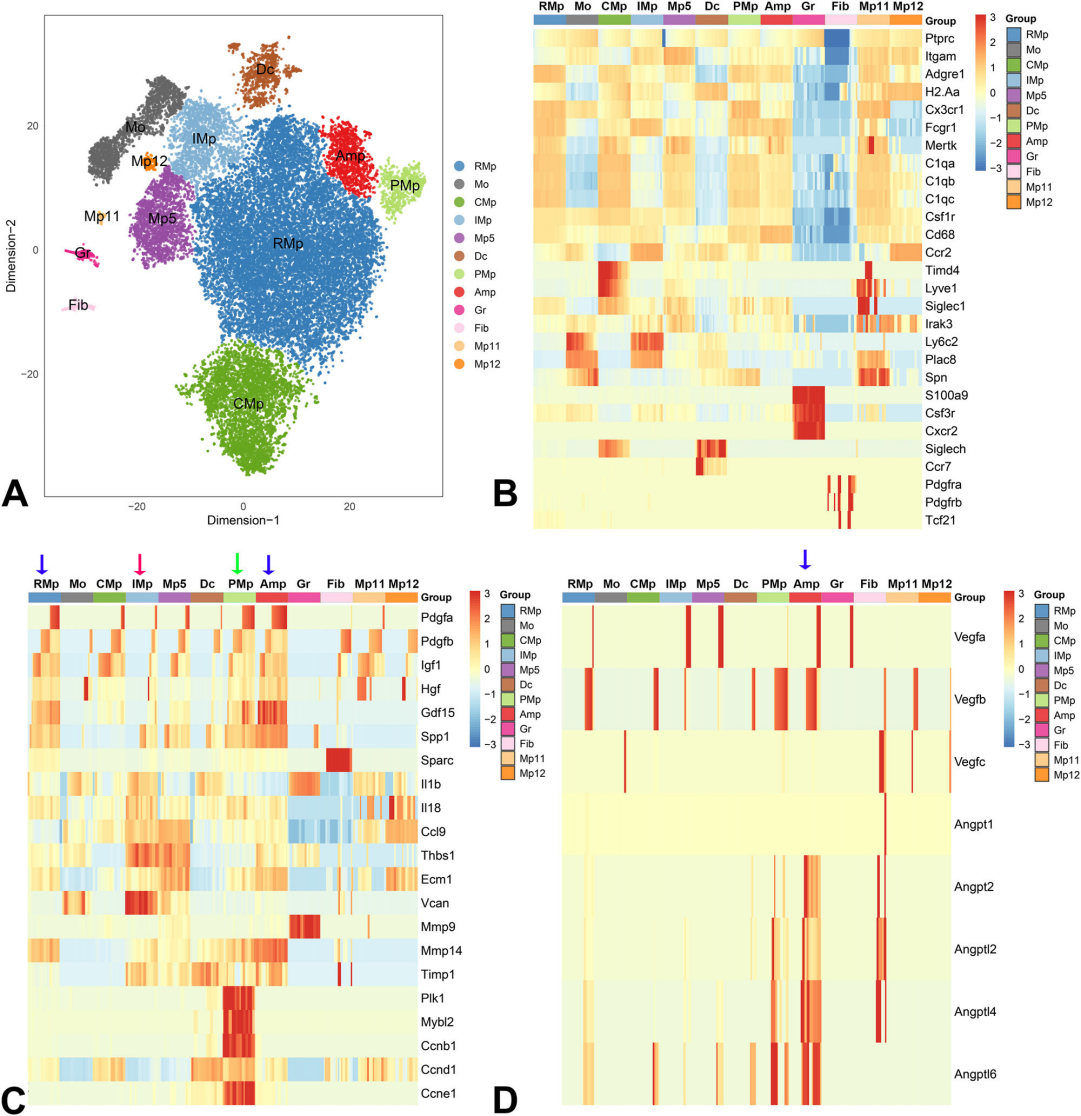
Clusters of CSF1R+ cells in control and infarcted hearts. ScRNA-seq was used to characterize the transcriptional profile of CSF1R+ cells harvested from control and infarcted hearts. 12 distinct clusters were identified (UMAP, **A**). **B** The heatmap illustrates relative expression of marker genes for various clusters. A cluster of reparative macrophages (RMp) was abundant in infarcted hearts after 7 days of coronary occlusion. Several additional macrophage clusters were identified (see text). In addition, cells with monocyte (Mo), granulocyte (Gr), and dendritic cell profiles (Dc) were also noted. A small cluster exhibited transcriptional characteristics of fibroblasts (Fib). **C** Relative expression of growth factors, inflammatory cytokines, matricellular genes, and proliferation-associated genes by various clusters. RMp and angiogenic macrophages (Amp) exhibited high levels of growth factor expression (blue arrows). In contrast, inflammatory macrophages (IMp) expressed high levels of inflammatory cytokines (red arrow). A cluster with high expression of proliferation-associated genes (such as *Ccnb1*, *Ccne1*, and *Plk1*) was also noted and may represent proliferative macrophages (PMp, green arrow). **D** Expression of angiogenic growth factors across macrophage clusters. Amp cells (which had high levels of *Itga5*) exhibited high expression of angiogenic genes (blue arrow). PMp proliferative macrophages, CMp resident cardiac macrophages, Mp macrophages. Source data are provided as a Source Data file. Raw scRNA-seq data were deposited in the NCBI’s Gene Expression Omnibus under accession number GSE227251.

Several other macrophage clusters were found predominantly in infarcted hearts. 7 days after myocardial infarction, a marked expansion of macrophages with reparative properties (RMp cluster) was noted. These cells became the predominant population of macrophages in the infarct, accounting for approximately two-thirds of the CSF1R+ cells at the 7-day timepoint (Supplementary Table 2). RMp cells had high expression of macrophage markers, such as *Adgre1* (encoding F4/80), *H2-Aa*, *Mertk*, *C1qa, C1qb, C1qc, Cd68* and *Cx3cr1* (Fig. 7B). The reparative phenotype of these cells was evidenced by high expression of growth factor genes (such as *Pdgfa, Pdgfb, Igf1, Hgf, Vegfb,* and *Gdf15*), and genes encoding matricellular proteins, such as *Spp1* (encoding osteopontin) and *Sparc* (Fig. 7C). RMp cells also expressed high levels of *Mmp14* (the gene encoding the matrix-bound metalloproteinase MMP-14) suggesting a migratory phenotype (Fig. 7C)^17^.

Several additional macrophage clusters expanded following myocardial infarction. A pro-inflammatory macrophage cluster (IMp) expressed high Ccr2 levels and high levels of cytokines, including *Il1b, Il18, Ccl9*, and *Vegfa* (Fig. 7B, C). A cluster of macrophages expressing *Irak3* (encoding the anti-inflammatory protein IRAK-M^42^) had high expression of *Hmox* and matrix remodeling genes, including *Thbs1, Ecm1, Vcan, Mmp9* and *Timp1* (Mp5 cluster, Fig. 7A–C). Consistent with the previously reported proliferative activity of macrophages in infarcted and remodeling hearts^9,43^, we identified a macrophage cluster with high expression of proliferation-associated genes, such as *Plk1, Mybl2, Ccnb1, Ccnd1* and *Ccne1* (Proliferative Macrophages/PMp, Fig. 7A–C). A cluster with high expression of angiogenic genes, including *Vegfa, Vegfb, Angpt2, Angptl2, Angptl4* and *Angptl6* was also identified (Angiogenic macrophages/Amp, Fig. 7A–D), representing ~5% of the CSF1R+ cells in the infarct. A cell population with a monocyte gene expression profile (Mo, monocyte) was also noted, expressing high levels of *Ly6c2, Plac8*, and *Spn* (the gene encoding CD43, which is highly expressed in monocytes and downregulated in macrophages^44^). These cells had relatively low expression of the macrophage genes *Adgre1, H2-Aa, Mertk, C1qa, C1qb* and *C1qc*, consistent with their monocyte identity (Fig. 7A, B). In addition, clusters with granulocyte (Gr) and dendritic cell profiles (Dc) were also identified and they expressed low levels of macrophage genes (Fig. 7A, B). Gr cells expressed high levels of the granulocyte markers *S100a9, Csf3r, Cxcr2*, and *Lcln2* and were found in low numbers in the infarcted heart, reflecting the reduced neutrophil infiltration of the infarcted heart at the timepoint examined (7 days after infarction)^35^. Although granulocytes do not express CSF1R protein, they exhibit some expression of *Csf1r* mRNA and can be labeled in the CSF1R^EGFP^ reporter line we used for macrophage identification^45^. Dc cells expressed high levels of the dendritic cell markers *cd209, Siglech* and *Ccr7* (Fig. 7A, B) Finally, a small population of cells with fibroblast characteristics (Fib) was identified in the control heart, expressing *Pdgfra, Pdgfrb* and *Tcf21*, all markers of fibroblast-like interstitial cells (Fig. 7A, B). These cells expressed low levels of macrophage genes and likely represent a small population of resident cardiac fibroblasts.

### Macrophages with an angiogenic transcriptional profile exhibit high expression of *Itga5*

Integrin gene expression was assessed across the clusters of CSF1R+ cells (Fig. 8A). Supplementary Fig. 19 shows the integrin genes that were upregulated or downregulated in specific clusters of CSF1R+ cells (in comparison to all other clusters). *Itga5* expression was significantly higher in angiogenic AMp macrophages (Fig. 8B), when compared with cells from all other clusters (padj=1E-142, log2FC = 2.82). Proliferative macrophages (PMp) also had significantly higher *Itga5* levels than other clusters (log2FC = 1.27, padj=2.3E-15). Moreover, comparison of expression levels between infarcted and control hearts showed significant *Itga5* upregulation in reparative macrophages following infarction (RMp, log2(Infarct/control)=0.54, padj=4.15E-0.6). The partner chain for ITGA5, ITGB1 was broadly expressed by the majority of cells in all clusters, with significantly higher expression levels in the CMp, PMp, Amp, Mp11, and Mp12 clusters (Fig. 8C). The *Itgam* (encoding ITGAM/CD11b), *Itgb2* and *Itgb5* were also broadly expressed in cells from all macrophage and monocyte clusters (Fig. 8D–F). Other integrins were predominantly expressed by specific clusters. Inflammatory IMp cells had high expression of *ItgaL* and *Itgb7*, in comparison to other clusters. Resident CMp exhibited higher expression of *Itga9* in comparison to other clusters. *Itgax* was predominantly expressed by dendritic cells, by the angiogenic macrophage cluster (Amp) and by the minor resident macrophage clusters (Mp11 and Mp12), whereas *Itga6* was expressed at higher levels in reparative macrophages (Supplementary Fig. 20). *Itgav* was expressed by subpopulations of cells from all clusters (Supplementary Fig. 20G). *Itgb4, Itgae, Itga2, Itga2b, Itga3, Itga7, Itga8, Itga10*, and *Itga11* expression was very low in all clusters (Supplementary Fig. 21).

**Fig. 8:**
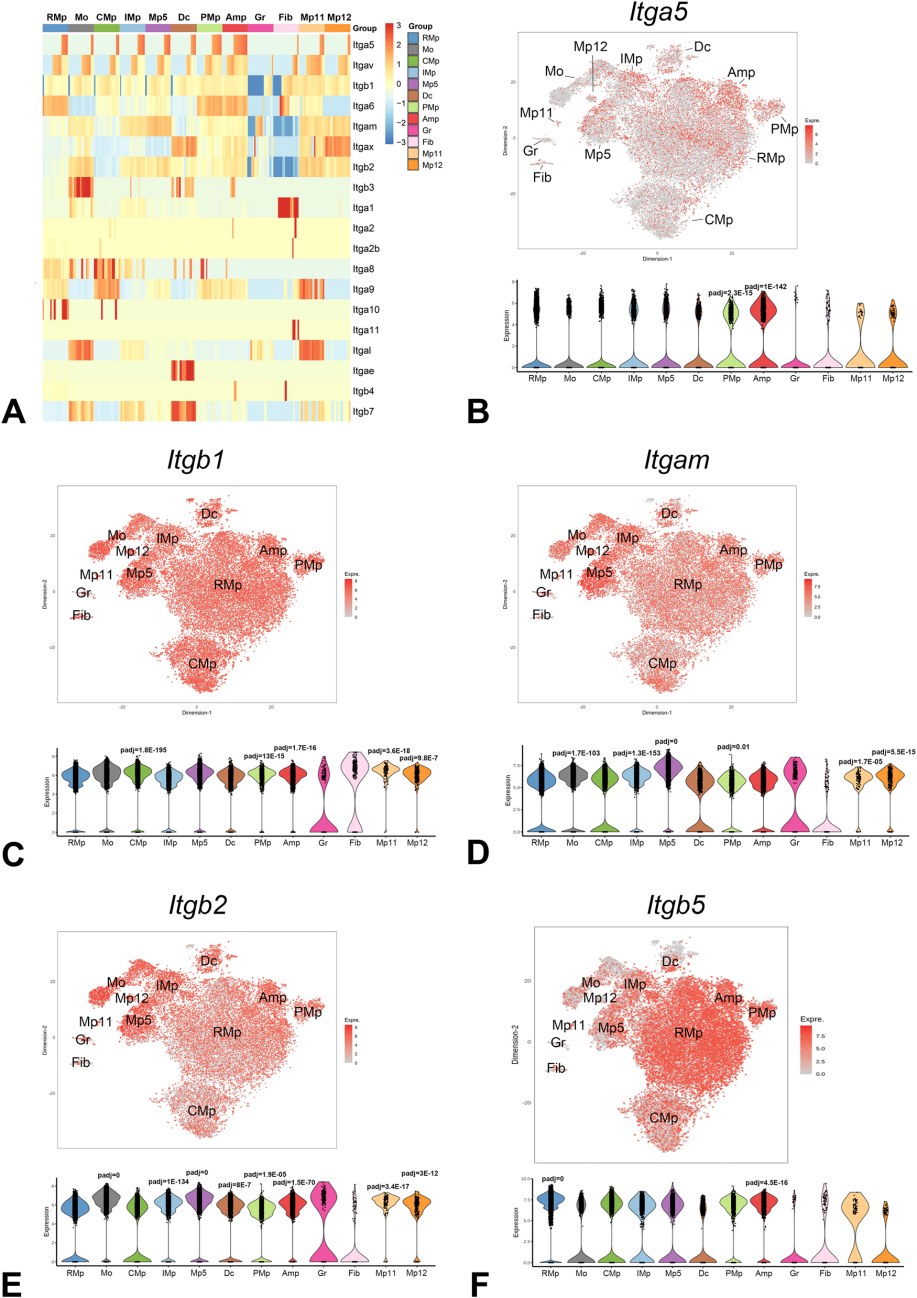
Cluster-specific patterns of integrin expression in infarct macrophages. **A** The heatmap shows the patterns of integrin gene expression across various clusters of CSF1R+ cells. **B** Although *Itga5* was broadly expressed by subsets of cells from all clusters, angiogenic macrophages (Amp) had higher levels of *Itga5* than other clusters (log2FC = 2.82, padj=1E-142). Amp also had higher expression of *Itgb1* (**C**), encoding the ITGA5 partner chain ITGB1 (log2FC = 0.77, padj=1.7E-16). *Itgb1* (**C**), *Itgam* (**D**), *Itgb2* (**E**), and *Itgb5* (**F**) were broadly expressed by cells from all clusters. Differentially regulated integrin genes in specific macrophage clusters are shown in Supplementary Fig. 19. PMp proliferative macrophages; CMp resident cardiac macrophages, RMp reparative macrophages, Dc dendritic cells, IMp inflammatory macrophages, Mo monocytes, Gr granulocytes, Fib fibroblasts, Mp macrophages, padj adjusted *p*-value. Source data are provided as a Source Data file. Raw scRNA-seq data were deposited in the NCBI’s Gene Expression Omnibus under accession number GSE227251.

### ITGA5 signaling in macrophages induces synthesis of angiogenic mediators, in vivo and in vitro

Next, we asked which macrophage-derived mediators are responsible for ITGA5-induced angiogenic activity. In order to identify the molecular mediators responsible for the angiogenic effects of ITGA5 in macrophages, we first performed an angiogenesis PCR array using mRNA from macrophages harvested from Myα5KO and ITGA5 fl/fl infarcts (at the 7-day timepoint). Supplementary Fig. 22 shows a heatmap and a volcano plot, illustrating the effects of myeloid cell-specific α5 integrin loss on the angiogenic profile of infarct macrophages. The data identified several secreted angiogenesis regulators that were modulated by ITGA5. Infarct macrophages from Myα5KO mice had significantly lower expression of the potent angiogenic growth factor *Vegfa* (Fig. 9A), and the angiogenic chemokines *Cxcl1* (Fig. 9B) and *Cxcl2* (Fig. 9C). Moreover, levels of *Csf3* (Fig. 9D) and *Tgfb2* (Fig. 9E) were also significantly decreased in Myα5KO infarct macrophages. In contrast, loss of ITGA5 did not affect synthesis of several other angiogenic mediators, such as *Vegfb*, *Vegfd* and *Igf1* (Fig. 9F–H), the angiopoietins, *Fgf1*, *Fgf2* and *Hgf* (Supplementary Fig. 22).

**Fig. 9:**
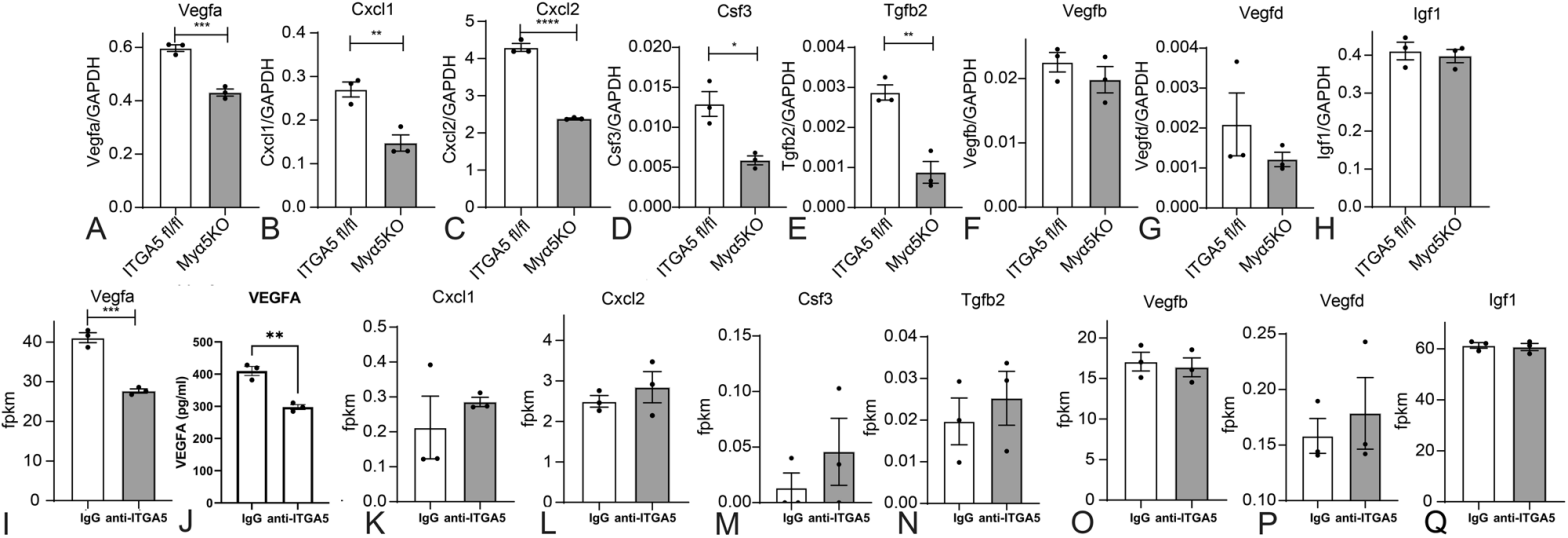
ITGA5 signaling mediates synthesis of angiogenic mediators in infarct and in bone marrow macrophages. In order to identify specific angiogenic mediators regulated by ITGA5 integrin, we performed an angiogenesis PCR array using RNA extracted from CD11b + /Ly6G- macrophages harvested from ITGA5 fl/fl and Myα5KO infarcts (7 days after infarction) **A**–**H** Of the 84 angiogenesis regulators assessed, *Vegfa* (**A**), *Cxcl1* (**B**), *Cxcl2* (**C**), *Csf3* (**D**), *Tgfb2* (**E**), were significantly decreased in Myα5KO infarct macrophages. In contrast, the expression of other critical angiogenesis mediators, including *Vegfb* (**F**), *Vegfd* (**G**), and *Igf1* (**H**) was not significantly affected by ITGA5 loss. **I**–**P** In order to examine whether ITGA5 directly modulates macrophage synthesis of angiogenic mediators, we studied the effects of an anti-ITGA5 neutralizing antibody (clone HMa5-1, Biolegend) in bone marrow macrophages. RNA-seq showed that only *Vegfa* was markedly downregulated in bone marrow macrophages upon ITGA5 neutralization (**I**). Reduced *Vegfa* mRNA levels upon ITGA5 blockade were associated with a decrease in VEGFA protein levels, assessed through an ELISA (**J**). In contrast the angiogenesis regulators *Cxcl1* (**K**)*, Cxcl2* (**L**)*, Csf3* (**M**)*, Tgfb2* (**N**)*, Vegfb* (**O**)*, Vegfd* (**P**) and *Igf1* (**Q**) were not significantly affected by ITGA5 blockade (****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, *n* = 3 biologically independent experiments/group). Thus, the in vitro and in vivo experiments suggest that the angiogenic actions of ITGA5 in macrophages involve VEGFA synthesis. Data are shown as mean values +/- SEM Statistical analysis was performed using unpaired two-tailed Student’s t test. Source data are provided as a Source Data file. Fpkm fragments per Kilobase Million, IgG immunoglobulin G.

Although assessment of gene expression in infarct macrophages provides insights into the role of ITGA5 signaling, the observed changes may not necessarily be due to abrogation of direct actions of ITGA5 on macrophages but may also reflect secondary effects related to the accentuation of adverse remodeling. In order to identify mediators and pathways directly modulated by ITGA5 in macrophages, we performed an in vitro study, examining the in vitro effects of ITGA5 neutralization in isolated macrophages. 

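Bone marrow macrophages of wild-type C57BL/6J mice were differentiated with CSF-1 and cultured on uncoated or fibronectin-coated dishes. They were incubated for 24 h with 10 µg/ml of an anti-ITGA5 neutralizing antibody or with 10 µg/ml of isotype-matched IgG. RNA-seq was performed on 3 libraries from each of the 4 groups, and all 12 libraries were analysed. The authors aligned the reads to the mouse genome (GRCm38, Ensembl genes) and deposited the number of reads counted on each gene in each library, without normalization. The authors also deposited FPKM, in which each count is divided by the length of the gene and by a scaled total of the library. Between 12954342 and 22075432 reads per library were counted on genes. The median total was 17609784 in IgG and 17285216 upon ITGA5 neutralization without fibronectin, and 18922623 in IgG and 18411089 upon ITGA5 neutralization with fibronectin. Of the 54532 genes in the count table, 27574 had a count in at least 1 library. ITGA5 neutralization was compared with IgG separately without and with fibronectin. Differential expression was tested on the counts with edgeR's quasi-likelihood test after TMM normalization and filtering of low counts, and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The test covered 12924 genes without fibronectin and 12916 genes with fibronectin. Replicates varied beyond counting error by a biological coefficient of variation of 0.0811 without fibronectin and 0.0583 with fibronectin. FPKM were compared with a 2-sided exact permutation test, in which 3 libraries against 3 cannot reach a p-value under 0.10.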

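Vegfa (ENSMUSG00000023951) lies on the minus strand of chromosome 17 of GRCm38 from 46016993 to 46032369, where it overlaps no other annotated gene. Its count was between 1629 and 4049 in every library of the 4 groups. Without fibronectin, Vegfa expression was 41.1 ± 2.18 FPKM (SD, n = 3) in IgG and 27.6 ± 0.92 FPKM (SD, n = 3) upon ITGA5 neutralization. The log2 fold change was -0.57 (standard error 0.0566, adjusted p = 7.6e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With fibronectin, Vegfa expression was 41.4 ± 1.99 FPKM (SD, n = 3) in IgG and 26.5 ± 1.34 FPKM (SD, n = 3) upon ITGA5 neutralization, a log2 fold change of -0.65 (standard error 0.0514, adjusted p = 4.2e-06). Every library of the anti-ITGA5 groups had a lower FPKM than every IgG library on the same coating (2-sided exact permutation test, p = 0.10 in each comparison, the smallest that this design allows). Apart from left-out libraries, normalization by total counts in place of TMM moved the log2 fold change without fibronectin most, to -0.53.

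**Figure D1:**
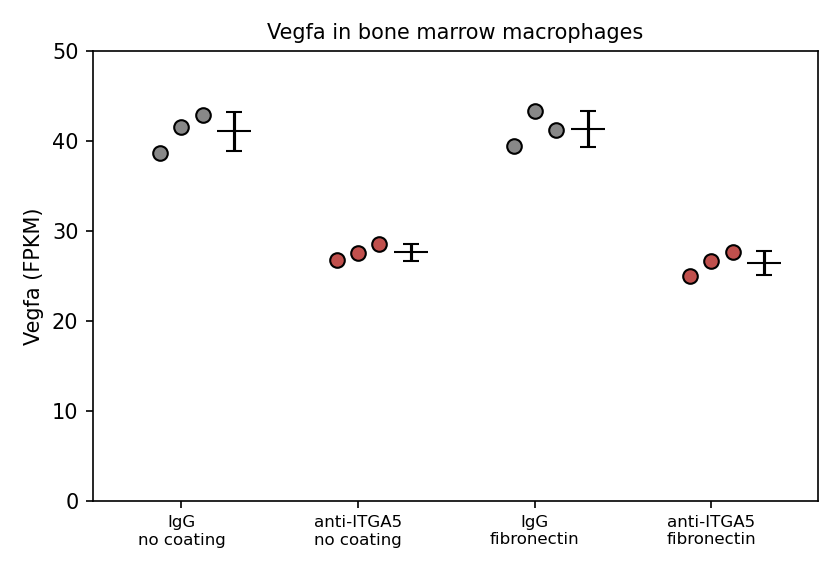
Vegfa expression in FPKM on the vertical axis for the 12 libraries of bone marrow macrophages, by antibody and coating. Points are libraries and bars are the mean and SD of 3 libraries. The anti-ITGA5 means of 27.6 and 26.5 FPKM lie below the IgG means of 41.1 and 41.4 FPKM.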

RNA-seq analysis showed that of the angiogenesis regulators differentially regulated in vivo, *Vegfa* was also markedly downregulated in bone marrow macrophages upon ITGA5 neutralization (Fig. 9I). Reduced *Vegfa* mRNA levels upon ITGA5 blockade were associated with a reduction in VEGFA protein levels in the macrophage supernatant, assessed with ELISA (Fig. 9J). In contrast, expression of the other angiogenesis regulators that were modulated in infarct macrophages (*Cxcl1, Cxcl2, Csf3, Tgfb2*) was not significantly affected by ITGA5 neutralization (Fig. 9K–N). Moreover, consistent with the in vivo data, expression of *Vegfb*, *Vegfd,* and *Igf1* by isolated macrophages was comparable in the presence or absence of ITGA5 signaling (Fig. 9O–Q). Thus, taken together the in vivo and in vitro data suggest that ITGA5 signaling promotes an angiogenic VEGFA-expressing macrophage phenotype.

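Cxcl2, on chromosome 5 from 90903871 to 90905938, was the member of these 4 genes with enough counts to be tested, at 81 to 196 counts per library. Its log2 fold change upon ITGA5 neutralization was 0.19 (standard error 0.189, adjusted p = 0.541, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) without fibronectin. Cxcl2 expression there was 2.50 ± 0.248 FPKM (SD, n = 3) in IgG and 2.84 ± 0.667 FPKM (SD, n = 3) upon ITGA5 neutralization (2-sided exact permutation test, p = 0.50). With fibronectin the log2 fold change of Cxcl2 was -0.03 (standard error 0.122, adjusted p = 0.88), and FPKM were 4.10 ± 0.391 (SD, n = 3) and 4.03 ± 0.409 (SD, n = 3). This small difference changed sign, to 0.0092 with total counts in place of TMM, to 0.0095 without IgG with fibronectin replicate 2 and to 0.0374 without anti-ITGA5 with fibronectin replicate 1. Cxcl1, on chromosome 5 from 90891241 to 90893115, had 2 to 14 counts per library and did not pass the filter on low counts. Its expression was 0.212 ± 0.156 FPKM (SD, n = 3) in IgG and 0.286 ± 0.0229 FPKM (SD, n = 3) upon ITGA5 neutralization without fibronectin, and 0.199 ± 0.132 and 0.300 ± 0.0732 FPKM (SD, n = 3 each) with fibronectin (2-sided exact permutation test, p = 0.40 in both comparisons). Csf3, on chromosome 11 from 98701263 to 98703629, had at most 2 counts in any library, so that a difference was not detectable at this depth. Without fibronectin its FPKM were 0.0133 ± 0.0231 (SD, n = 3) in IgG and 0.0458 ± 0.0523 (SD, n = 3) upon ITGA5 neutralization. In the IgG libraries with fibronectin Csf3 was listed at 0. Tgfb2, on chromosome 1 from 186622792 to 186705989, overlaps the annotated genes Gm26169 and Gm29491 and had at most 5 counts in any library. Tgfb2 expression was 0.0197 ± 0.00972 FPKM (SD, n = 3) in IgG and 0.0252 ± 0.0112 FPKM (SD, n = 3) upon ITGA5 neutralization without fibronectin (2-sided exact permutation test, p = 0.50). With fibronectin Tgfb2 was at 0.0319 ± 0.0114 and 0.00645 ± 0.00564 FPKM (SD, n = 3 each). The libraries of these last groups did not overlap (exact permutation test, p = 0.10), but most of these values rest on counts at or under 3.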

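Vegfb, on chromosome 19 from 6982473 to 6987651, had 321 to 630 counts per library. Its log2 fold change was -0.05 (standard error 0.105, adjusted p = 0.77, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) without fibronectin, where expression was 17.1 ± 1.99 FPKM (SD, n = 3) in IgG and 16.4 ± 2.02 FPKM (SD, n = 3) upon ITGA5 neutralization. The sign of this difference changed to 0.0347 without IgG without fibronectin replicate 2 and to 0.0133 without anti-ITGA5 without fibronectin replicate 2. With fibronectin the log2 fold change of Vegfb was 0.15 (standard error 0.0913, adjusted p = 0.255), and FPKM were 16.5 ± 1.65 and 18.3 ± 1.81 (SD, n = 3 each). Vegfd, on chromosome X from 164373378 to 164402650, had 5 to 12 counts per library and did not pass the filter on low counts. Vegfd expression was 0.158 ± 0.0272 and 0.179 ± 0.0559 FPKM (SD, n = 3 each) in IgG and upon ITGA5 neutralization without fibronectin, and 0.167 ± 0.0496 and 0.188 ± 0.0726 FPKM (SD, n = 3 each) with fibronectin. Neither difference exceeded the spread between replicates (2-sided exact permutation test, p = 0.60 and p = 0.70). Igf1, on chromosome 10 from 87858265 to 87937042, overlaps the annotated gene Igf1os and had 8359 to 14067 counts per library. Without fibronectin Igf1 expression was 61.4 ± 1.93 FPKM (SD, n = 3) in IgG and 60.7 ± 2.42 FPKM (SD, n = 3) upon ITGA5 neutralization, with a log2 fold change of -0.0098 (standard error 0.054, adjusted p = 0.922). That value changed sign with total counts in place of TMM (0.0314), without IgG without fibronectin replicate 1 (0.0059) and without anti-ITGA5 without fibronectin replicate 3 (0.0207). With fibronectin Igf1 was lower upon ITGA5 neutralization, at 57.2 ± 1.93 FPKM (SD, n = 3) against 64.8 ± 2.51 FPKM (SD, n = 3) in IgG, a log2 fold change of -0.18 (standard error 0.0422, adjusted p = 0.00636). The 3 anti-ITGA5 libraries lay below the 3 IgG libraries (2-sided exact permutation test, p = 0.10, the smallest possible). Adjusted p-values for Igf1 with fibronectin ranged from 0.000255 to 0.0535 over the alternatives, the highest with limma on log2(FPKM + 1) without a filter. The interaction between antibody and coating for Igf1 was -0.18 on the log2 scale (standard error 0.0675, adjusted p = 0.9997).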

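The antibody effect on Vegfa did not differ detectably between coatings, with an interaction of -0.08 on the log2 scale (standard error 0.0781, adjusted p = 0.9997, edgeR's quasi-likelihood test over all 12 libraries with Benjamini-Hochberg adjustment). Fibronectin did not change Vegfa in IgG-treated macrophages (log2 fold change 0.0049, adjusted p = 0.983). With each library left out in turn, the log2 fold change of Vegfa stayed between -0.61 and -0.53 without fibronectin and between -0.68 and -0.60 with fibronectin. The adjusted p-values of these fits ranged from 1.3e-06 to 0.00157 without fibronectin and from 4.1e-08 to 9.2e-05 with fibronectin. From the lower Vegfa expression upon ITGA5 neutralization, and from the data on infarct macrophages, the paper proposes that ITGA5 signaling promotes a macrophage phenotype that is angiogenic and expresses VEGFA.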

### Bioinformatic analysis of RNA-seq data from in vivo and in vitro experiments identifies candidate intracellular pathways regulated by ITGA5

In order to identify integrin-mediated molecular pathways involved in the induction of angiogenic mediators in macrophages, we performed 2 different RNA-seq experiments: a) in vivo comparing the transcriptomic profile in infarct macrophages from Myα5KO and ITGA5 fl/fl infarcts and b) in vitro comparing gene expression in isolated bone marrow macrophages in the presence or absence of an anti-ITGA5 blocking antibody.

In infarct macrophages, 1506 genes were downregulated and 1177 genes were upregulated upon ITGA5 loss (Supplementary Fig. 23). Ingenuity Pathway Analysis (IPA) identified a wide range of canonical pathways, that were differentially modulated by ITGA5 loss in infarct macrophages (Supplementary Fig. 24), and upstream regulator analysis identified a long list of mediators that were predicted to be inhibited (Supplementary Table 3) or activated (Supplementary Table 4) in ITGA5KO infarct macrophages.

In vitro, ITGA5 inhibition was associated with marked alterations in the macrophage transcriptome in the presence or absence of fibronectin (without fibronectin: 1736 downregulated genes and 1873 upregulated genes; with fibronectin: 1993 downregulated genes and 2196 upregulated genes) (Supplementary Fig. 25). 

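The paper's counts equal those of DESeq2 here with an unadjusted p-value of at most 0.05, a setting chosen after seeing the values. The counts that follow may therefore rest on a stricter threshold than the paper's. Upon ITGA5 neutralization, 1265 genes were lower and 1419 genes were higher without fibronectin at an adjusted p-value of 0.05 or less, which is 20.8% of the genes tested. With fibronectin, 1699 genes were lower and 1866 genes were higher, 27.6% of those tested. Most changes were small: the median size of the log2 fold change of these genes was 0.362 without fibronectin and 0.326 with fibronectin. A log2 fold change of at least 1 in size was reached by 76 lower and 171 higher genes without fibronectin and by 138 lower and 186 higher genes with fibronectin, the alternative that moved these counts most. The counts without fibronectin changed when single libraries were left out, which also leaves fewer replicates to test. The highest counts in these fits were 1842 lower and 1992 higher genes. The counts fell to 627 lower and 846 higher genes without IgG without fibronectin replicate 1 and to 674 and 893 without IgG without fibronectin replicate 3. The lower genes fell to 786 without IgG without fibronectin replicate 2 and to 754 without anti-ITGA5 without fibronectin replicate 1. With fibronectin, the lower genes fell to 1113 without anti-ITGA5 with fibronectin replicate 1. Across the 12681 genes tested on both coatings, the antibody effects correlated with Pearson's r = 0.728 and Spearman's rho = 0.726, where genes are not independent replicates. Among the genes past the threshold on both coatings, 2076 changed in the same direction, 917 lower and 1159 higher, and 1 changed in opposite directions. The shared genes in the same direction numbered 1310 without IgG without fibronectin replicate 1 and 1373 without IgG without fibronectin replicate 3. The gene with opposite directions was Lpl, named after its values were seen. Of the genes past the threshold on both coatings with separated groups, those with the largest mean fall were Olfr920, Arg1, Mmp9, Tsku and Pla2g7, with log2 fold changes from -2.18 to -1.55 without fibronectin and from -2.17 to -1.32 with fibronectin. Arg1 expression fell from 51.7 ± 7.10 FPKM in IgG to 12.9 ± 2.49 FPKM without fibronectin and from 63.6 ± 10.0 to 19.6 ± 6.19 FPKM with fibronectin (SD, n = 3 each). The adjusted p-value of Tsku without fibronectin was 0.016, and it rose to 0.0996 without IgG without fibronectin replicate 3 and to 0.0538 without anti-ITGA5 without fibronectin replicate 1 (range 1.5e-05 to 0.171 over all alternatives). Those with the largest mean rise were Pif1, Cdkn3, Sapcd2, Cdc25c and Ube2c, with log2 fold changes from 2.15 to 3.16 without fibronectin and from 2.44 to 3.15 with fibronectin. Pla2g7, Cdc25c and Ube2c overlap other annotated genes (1700071M16Rik, Gm3550 and Tnnc2).

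**Figure D2:**
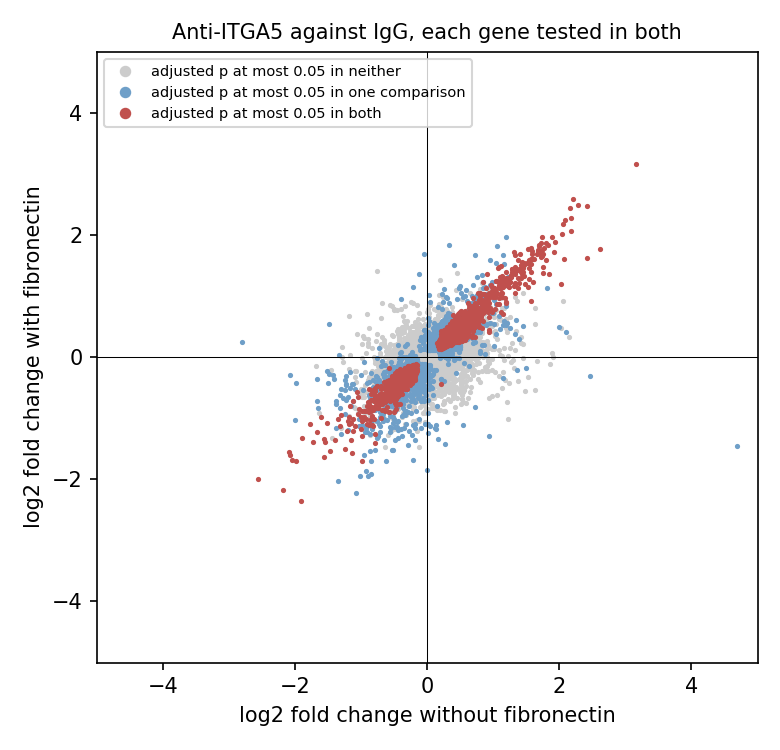
Log2 fold change upon ITGA5 neutralization without fibronectin on the horizontal axis and with fibronectin on the vertical axis, for the 12681 genes tested on both coatings. Points are genes, colored by whether the adjusted p-value was 0.05 or less in neither comparison, in one or in both. The 2076 genes past the threshold on both coatings with the same direction lie in the lower left and upper right.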

Ingenuity Pathway Analysis (IPA) identified numerous canonical pathways, that were differentially modulated by ITGA5 blockade (Supplementary Fig. 26), and upstream regulator analysis identified a long list of mediators that were predicted to be inhibited or activated upon ITGA5 blockade (Supplementary Tables 5–8).

In order to determine which intracellular pathways are directly regulated by ITGA5 in macrophages, and are also modulated in vivo by ITGA5 we identified intracellular mediators predicted to be modulated by ITGA5 in both in vivo and in vitro studies. These pathways (PI-3K/Akt, Erk5, VEGF signaling, MAPK signaling, p38 signaling, HIF1a, Nrf2) were all predicted to be inhibited upon ITGA5 blockade/loss (Supplementary Table 9) and were considered candidate downstream mechanisms responsible for the effects of ITGA5 in macrophages.

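The upstream regulator predictions rest on a licensed knowledge base and were not repeated. The transcripts of 15 mediators of these pathways were all tested. A transcript level does not measure the pathway activity that the predictions concern. The paper assessed the activation of PI-3K/Akt and FAK by western blotting. Without fibronectin, Pik3ca was the only mediator past the threshold, with a log2 fold change of -0.20 (standard error 0.0546, adjusted p = 0.0248, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p-value lay between 0.00333 and 0.126 over the alternatives, the highest without IgG without fibronectin replicate 1. Mapk7, Mapk3 and Nfe2l2 passed the threshold without fibronectin under some alternatives, with lowest adjusted p-values of 0.0417 without anti-ITGA5 without fibronectin replicate 3 for Mapk7 and of 0.0210 and 0.0203 with all 12 libraries in one fit for Mapk3 and Nfe2l2. With fibronectin, Pik3cb (log2 fold change -0.15), Mapk7 (-0.20), Mapk3 (-0.12) and Nfe2l2 (-0.17) were lower and Pik3cg (0.14) was higher, with adjusted p-values of 0.0469, 0.0262, 0.0344, 0.00866 and 0.0209. Leaving out single libraries took each of these except Nfe2l2 past 0.05, with highest adjusted p-values of 0.181 for Pik3cb and 0.106 for Mapk7 without IgG with fibronectin replicate 3, 0.101 for Mapk3 without anti-ITGA5 with fibronectin replicate 1 and 0.0996 for Pik3cg without IgG with fibronectin replicate 3. None of the 15 passed without fibronectin when p-values were adjusted over the list alone, and 4 lower and 1 higher passed with fibronectin. For no mediator did the interaction between antibody and coating pass the threshold (adjusted p = 0.9997 for the 6 genes named). A list of 26 targets of HIF-1 without Vegfa, of which 25 were tested, had a median log2 fold change of -0.34 without fibronectin and -0.32 with fibronectin. Of these, 18 were lower and 0 higher without fibronectin, where 24 had a negative log2 fold change, and 20 were lower and 1 higher with fibronectin. Adjusted over the list alone, 22 were lower without fibronectin, and 22 lower and 1 higher with fibronectin. A competitive set test against all other genes (camera, inter-gene correlation 0.01) gave adjusted p-values of 1.6e-08 and 8.5e-09 for this list. A list of 20 targets of Nrf2 had a median log2 fold change of -0.30 without fibronectin, with 10 genes lower and 0 higher, and of -0.40 with fibronectin, with 13 lower and 1 higher. Adjusted over the list alone, 10 were lower without fibronectin, and 15 lower and 1 higher with fibronectin. The camera adjusted p-values were 3.7e-05 and 1.3e-06. Fry is a rotation test that estimates the correlation between genes from the residuals. It asks whether the genes of a list change, not whether they change more than other genes. Under fry both lists passed the threshold on both coatings, with adjusted p-values from 0.00435 to 0.0164. With the inter-gene correlation estimated by camera, neither list passed it (adjusted p = 0.274 for both lists on both coatings). The mediators as a list had a camera adjusted p-value of 0.0353 without fibronectin and 0.266 with fibronectin, and the first rose to 0.0621 without IgG without fibronectin replicate 2, to 0.0576 without anti-ITGA5 without fibronectin replicate 2 and to 0.0766 without anti-ITGA5 without fibronectin replicate 3. With replicate numbers as a block it was 0.0547, and with an estimated inter-gene correlation it was 0.274.

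**Figure D3:**
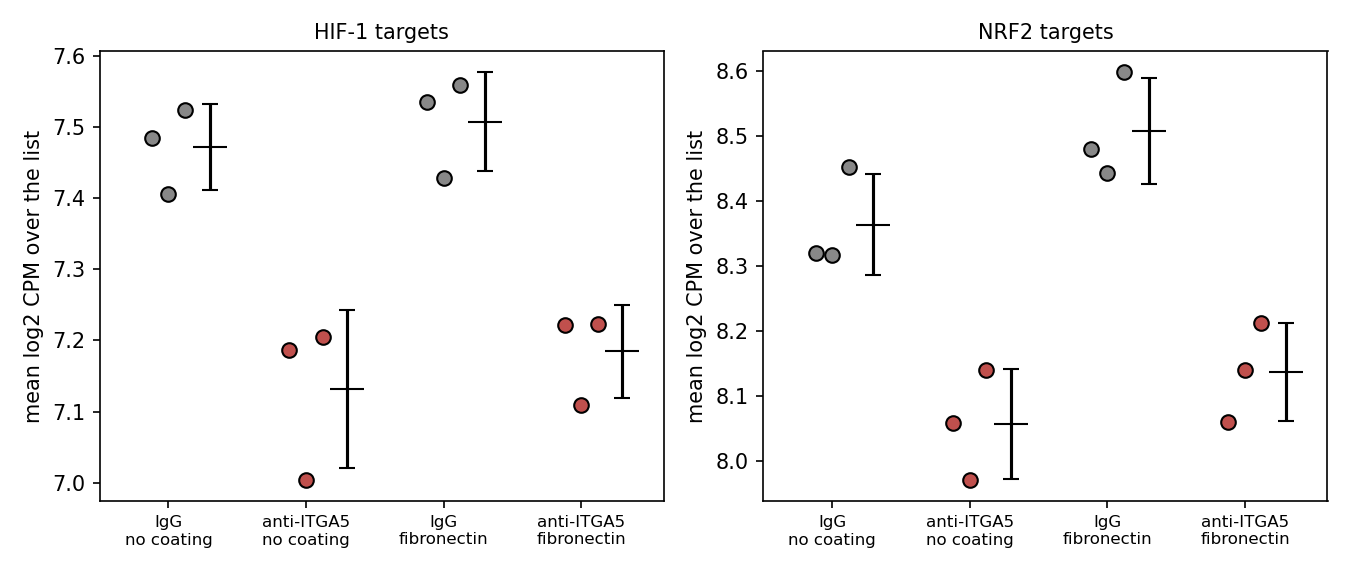
Mean log2 CPM over the targets of HIF-1 and over those of Nrf2 on the vertical axes for the 12 libraries, by antibody and coating, with points for libraries and bars for the mean and SD of 3 libraries. The targets of HIF-1 averaged 7.47 and 7.51 in IgG and 7.13 and 7.18 upon ITGA5 neutralization, and those of Nrf2 8.36 and 8.51 against 8.06 and 8.14.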

### The effects of ITGA5 on macrophage-derived *Vegfa* synthesis are independent of p38, Erk1/2 and Erk5 signaling

We next dissected the intracellular pathways involved in ITGA5-mediated acquisition of an angiogenic phenotype in macrophages. First, we examined the role of p38 MAPK, Erk1/2 MAPK, and Erk5 (all identified as candidate pathways through bioinformatic analysis of RNA-seq data), in mediating ITGA5-induced *Vegfa* synthesis in isolated bone marrow macrophages. ITGA5 neutralization markedly reduced *Vegfa* synthesis; however, incubation with the p38 MAPK inhibitor SB203580 did not affect *Vegfa* expression levels in ITGA5 antibody or IgG-treated macrophages (Supplementary Fig. 27A). Thus, ITGA5-mediated *Vegfa* induction in macrophages does not involve p38 MAPK signaling. Moreover, treatment with 2 different Erk1/2 inhibitors (U0126 and PD98059) and incubation with 2 different Erk5 inhibitors (XMD8-92 and BIX02189) did not affect *Vegfa* expression in cells with intact ITGA5 signaling (Supplementary Fig. 27B, C), suggesting that Erk1/2 and Erk5 are not implicated in mediating the pro-angiogenic effects of ITGA5 in macrophages.

### ITGA5 signaling stimulates *Vegfa* induction in macrophages through PI-3K and FAK-mediated pathways

Next, we examined the role of PI-3K/Akt signaling (one of the candidate pathways identified through RNA-seq) in mediating the ITGA5-induced angiogenic stimulation in macrophages. Treatment with the PI-3K inhibitor LY294002 markedly reduced *Vegfa* synthesis in cells with intact ITGA5 signaling (Fig. 10A). FAK signaling has been extensively implicated in integrin signaling^46^ and has been involved in the stimulation of angiogenesis^47^. Thus, we examined the role of FAK in mediating ITGA5-induced *Vegfa* synthesis. Treatment with the FAK inhibitor PF-573228 markedly attenuated *Vegfa* expression in macrophages with intact ITGA5 signaling (Fig. 10B). Thus, ITGA5-induced angiogenic stimulation in macrophages is dependent on PI-3K and FAK signaling. Western blotting showed that expression and activation of PI-3K/Akt are markedly reduced upon ITGA5 inhibition (Fig. 10C–F). Moreover, ITGA5 blockade also had a significant effect on FAK activation without affecting the levels of FAK (Fig. 10C, G–I). In order to examine whether PI3K activation in ITGA5-stimulated macrophages is dependent on FAK, we examined the effects of the FAK inhibitor on PI-3K/Akt expression and activation. The FAK inhibitor had no significant effects on PI-3K/Akt expression and activation in the presence or absence of ITGA5 signaling (Fig. 10J–M). Taken together (Supplementary Fig. 27 and Fig. 10), our findings demonstrate that ITGA5-mediated angiogenic conversion of macrophages does not involve p38 MAPK, Erk MAPK and Erk5, but requires activation of independent PI-3K and FAK cascades.

**Fig. 10:**
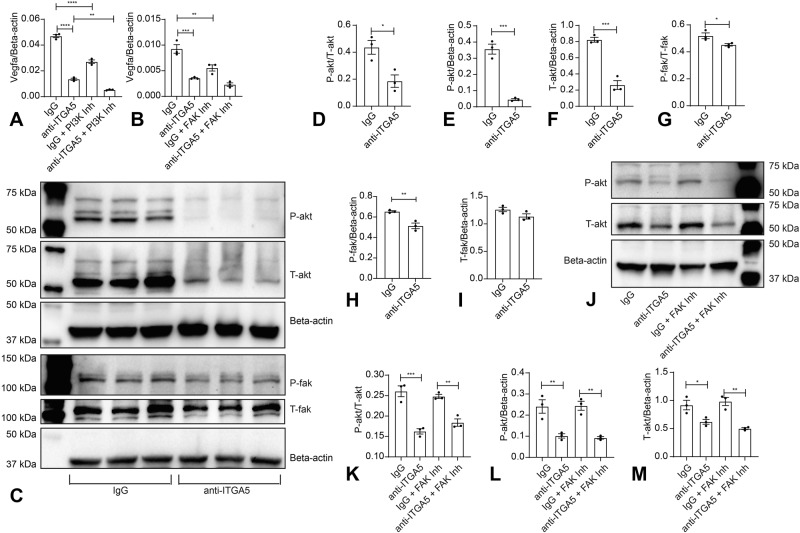
ITGA5-mediated angiogenic stimulation of macrophages is dependent on PI-3K/Akt and FAK signaling. **A**, **B** We used treatment of bone marrow macrophages (BMMs) with pharmacologic inhibitors to examine the role of Phosphoinositide-3 Kinase (PI-3K)/Akt (**A**) and Focal Adhesion Kinase (FAK) (**B**) signaling in ITGA5-mediated *Vegfa* synthesis. ITGA5 blockade markedly reduced *Vegfa* expression in BMMs (**A**, **B**). Treatment with the PI-3K/Akt inhibitor LY294002 (20 µM, **A**), or with the FAK inhibitor PF-573228 (5 µM, **B**) markedly attenuated *Vegfa* synthesis in macrophages with intact ITGA5 signaling (IgG group), but had no significant effects on *Vegfa* levels upon ITGA5 blockade (**A**, **B**). **C**–**I** Western blotting experiments (**C**) were used to examine the role of ITGA5 signaling on PI-3K/Akt and FAK activation in fibronectin-treated BMMs. PI-3K/Akt expression and activation (**C**, **D**–**F**) were markedly attenuated upon ITGA5 blockade. Moreover, ITGA5 blockade modestly but significantly attenuated FAK activation, without significantly affecting total FAK levels (**C**, **G**–**I**). In order to examine whether PI-3K/Akt activation in ITGA5-stimulated macrophages is dependent on FAK, the effects of the FAK inhibitor PF-573228 on PI-3K/Akt expression and activation were examined. Western blotting showed the FAK inhibitor had no significant effects on PI-3K/Akt expression and activation, in the presence or absence of ITGA5 blockade (**J**–**M**) (****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, *n* = 3 biologically independent experiments/group). Thus, ITGA5-mediated angiogenic activation of macrophages is dependent on independent FAK and PI-3K pathways. Data are shown as mean values +/- SEM. Statistical analysis was performed using one-way ANOVA, followed by Sidak post-hoc test. Source data are provided as a Source Data file. Inh inhibitor.

### ITGA5 mediates the expression of the angiogenic genes *Emilin2* and *Ecm1* in vivo and in vitro

Next, we identified additional secreted mediators that may be induced by ITGA5 in macrophages, and may contribute to angiogenesis and scar maturation. RNA-seq comparing the transcriptomic profile of myeloid cells harvested from Mya5KO and ITGA5 fl/fl infarcts showed that a significant number of proinflammatory genes (including *Il1a, Il1b, Il6, Cxcl3* and *Cxcl5*), anti-inflammatory genes (such as *Il10* and *Tgfb2*), and angiogenic mediators (such as *Nrg1, Hbegf*, and *Areg*) were downregulated in infarct macrophages upon ITGA5 disruption (Supplementary Table 10). Moreover, expression of *Lox* and *Tgm2* (encoding the matrix-crosslinking enzymes lysyl-oxidase and transglutaminase-2 respectively) were also markedly reduced in ITGA5 KO infarct macrophages. However, these genes were not consistently modulated by ITGA5 inhibition in vitro, suggesting that their downregulation in vivo may reflect secondary consequences of myeloid cell-specific ITGA5 loss. In contrast, expression of *Emilin2*, encoding the angiogenic matricellular protein EMILIN2 (elastin microfibril interface located protein 2)^48^, and *Ecm1* (which encodes the matrix protein Extracellular matrix protein 1 (ECM1), a potent stimulus of endothelial cell proliferation^49^) was consistently suppressed upon ITGA5 disruption in vivo and in vitro. 

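Of the 12 genes named for infarct macrophages, 5 had enough counts to be tested on each coating. Without fibronectin these were Il1a, Il1b, Cxcl3, Hbegf and Tgm2, and none passed the threshold (0 of 5, and 0 of 5 adjusted over the list alone). The largest change was that of Il1b, with a log2 fold change of 0.96 (standard error 0.485, adjusted p = 0.192, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcl3 had a log2 fold change of -0.33 (adjusted p = 0.508), which changed sign to 0.0153 without IgG without fibronectin replicate 3. With fibronectin the genes tested were Il1a, Cxcl3, Hbegf, Lox and Tgm2, and 1 of the 5 passed the threshold, also when adjusted over the list alone. This was Tgm2, on chromosome 2 from 158116402 to 158146436, which overlaps the annotated genes Rprd1b and Gm20412. Tgm2 expression was 95.5 ± 1.61 FPKM (SD, n = 3) in IgG and 85.8 ± 5.54 FPKM (SD, n = 3) upon ITGA5 neutralization with fibronectin, a log2 fold change of -0.16 (standard error 0.0472, adjusted p = 0.0272). Its adjusted p-value was 0.0712 without IgG with fibronectin replicate 1, 0.0899 without IgG with fibronectin replicate 3, 0.103 without anti-ITGA5 with fibronectin replicate 1 and 0.101 without anti-ITGA5 with fibronectin replicate 2, and ranged from 0.00115 to 0.140 over all alternatives. Without fibronectin the log2 fold change of Tgm2 was -0.06 (standard error 0.0739, adjusted p = 0.638), with a change of sign to 0.0041 without IgG without fibronectin replicate 3 and to 0.0022 without anti-ITGA5 without fibronectin replicate 2. The interaction between antibody and coating for Tgm2 was -0.10 on the log2 scale (adjusted p = 0.9997). With fibronectin, Il1a had a log2 fold change of -0.28 against 0.26 without it, Cxcl3 of -0.24, Hbegf of 0.15 against -0.20 and Lox of 0.18, with adjusted p-values from 0.301 to 0.772 over both coatings. Cxcl3 with fibronectin changed sign to 0.0087 without IgG with fibronectin replicate 3, and Lox to -0.0431 without anti-ITGA5 with fibronectin replicate 3. Il6, Cxcl5, Il10, Nrg1, Areg and Tgfb2 did not pass the filter on low counts on either coating, with at most 12 counts in any library, and differences in them were not detectable at this depth. Il1a, Il1b, Tgfb2 and Nrg1 overlap other annotated genes.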

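Emilin2, on chromosome 17 from 71252172 to 71311978, overlaps the annotated gene Gm26561 and had 6618 to 14466 counts per library. Without fibronectin, Emilin2 expression was 119 ± 5.28 FPKM (SD, n = 3) in IgG and 95.8 ± 7.50 FPKM (SD, n = 3) upon ITGA5 neutralization, a log2 fold change of -0.31 (standard error 0.0626, adjusted p = 0.00591, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With fibronectin it was 125 ± 3.94 FPKM (SD, n = 3) and 103 ± 4.37 FPKM (SD, n = 3), a log2 fold change of -0.29 (standard error 0.0426, adjusted p = 0.000357). Ecm1, on chromosome 3 from 95734147 to 95739569, overlaps the annotated gene Mir7014 and had 1073 to 2783 counts per library. Its expression without fibronectin was 48.6 ± 3.70 FPKM (SD, n = 3) in IgG and 35.8 ± 4.68 FPKM (SD, n = 3) upon ITGA5 neutralization, a log2 fold change of -0.43 (standard error 0.087, adjusted p = 0.00553). With fibronectin Ecm1 expression was 52.5 ± 1.54 FPKM (SD, n = 3) and 41.7 ± 4.19 FPKM (SD, n = 3), a log2 fold change of -0.33 (standard error 0.0633, adjusted p = 0.00187). For both genes the anti-ITGA5 and IgG libraries did not overlap on either coating (2-sided exact permutation test, p = 0.10, the smallest possible). With limma on log2(FPKM + 1) without a filter, the adjusted p-value was 0.0716 for Emilin2 and 0.0927 for Ecm1 without fibronectin and 0.0540 for Ecm1 with fibronectin. Over all alternatives these 3 adjusted p-values ranged from 3.5e-05 to 0.0716, from 1.3e-07 to 0.0927 and from 2.2e-08 to 0.0540.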

ScRNA-seq demonstrated high expression of *Ecm1* and *Emilin2* in macrophage clusters (Supplementary Fig. 28). The angiogenic macrophage cluster (Amp) expressed significantly higher levels of both *Ecm1* and *Emilin2* than other clusters, supporting the notion that ITGA5 may be involved in upregulation of these angiogenic genes. *Ecm1* was also highly expressed in RMp, Mp5, and Mp12 clusters, whereas monocytes, granulocytes, and the macrophage clusters Imp, CMp, Mp11, and Mp5 also expressed higher levels of *Emilin2* than other clusters (Supplementary Fig. 28). Thus, ECM1 and EMILIN2 may be additional ITGA5-dependent angiogenic mediators secreted by infarct macrophages.

## Discussion

We report for the first time, a crucial role for macrophage-specific ITGA5 signaling in tissue repair. Using 2 distinct macrophage-specific loss-of-function models, we demonstrated that ITGA5 activation promotes an angiogenic phenotype in infarct macrophages, stimulating neovessel formation in the infarct and in the border zone, and protecting the infarcted heart from adverse remodeling. ScRNA-seq identified a subpopulation of infarct macrophages expressing angiogenic genes and exhibiting high levels of *Itga5*. Using whole transcriptome sequencing approaches in vitro and in vivo, followed by bioinformatic analysis, we dissected the downstream angiogenic molecular signals activated by ITGA5 in macrophages. Neutralization experiments demonstrated that independent PI-3K and FAK pathways mediate the angiogenic effects of ITGA5 in macrophages, by stimulating VEGFA synthesis. Our findings highlight the critical role of matrix-driven integrin cascades in the activation of a reparative macrophage phenotype in healing tissues.

The adult mouse heart contains a population of resident macrophages, derived predominantly from the yolk sac and fetal monocyte progenitors^50,51^. Following myocardial infarction, massive and sudden necrosis of cardiomyocytes in the ischemic zone stimulates innate immune pathways that activate chemokine synthesis in resident cardiac macrophages and endothelial cells. This local inflammatory reaction triggers a marked expansion of the cardiac macrophage population, mediated initially through the recruitment of circulating monocytes^52^. Induction of CSF-1 stimulates a proliferative program, further increasing the number of macrophages in the healing infarct^9,43^. In response to the changes in the infarct environment, macrophages undergo dynamic phenotypic transitions. Activation of pro-inflammatory and phagocytic macrophages during the early stages of infarct healing is followed by anti-inflammatory transition and by the emergence of angiogenic and fibrogenic subpopulations during the proliferative phase of cardiac repair. Soluble secreted mediators, including neurohumoral factors, inflammatory cytokines, and growth factors have been extensively implicated in the regulation of the functional properties and phenotypic profile of infarct macrophages^13,53–55^. Direct effects of hypoxia on HIF-1 activation may also regulate the inflammatory activity of macrophages in the infarct^56^.

In addition to the effects of hypoxia and soluble mediators, infarct macrophages also respond to changes in the ECM network^57^. The infarcted heart is enriched with a wide range of matricellular macromolecules and specialized matrix proteins. These components of the matrix do not play a major structural role but serve as modulators of cytokine and protease activity, and as transducers of signaling cascades that link the cells to their extracellular milieu^58^. During the inflammatory and proliferative phases of healing, sequential deposition of plasma and cellular fibronectin in the infarct zone contributes to the formation of a provisional matrix network, which regulates inflammation and repair^59^. Matricellular proteins, such as tenascin-C^60^, thrombospondins^61^, osteopontin^62^ and periostin^63^ are also induced in the healing infarct and modulate phenotype and function of immune cells, vascular cells and fibroblasts^64^.

Much like other cell types, macrophages sense changes in the ECM environment through integrins. In the healing infarct, matrix fragments generated by activated proteases, provisional matrix components (such as fibronectin and fibrin), and matricellular proteins transduce integrin-dependent signals on macrophages, modulating their inflammatory and reparative properties. Our systematic study of integrin gene expression by macrophages (Supplementary Fig. 1) suggests that the responsiveness of macrophages to the provisional ECM may be accentuated by increased expression of several members of the integrin family (including *Itga5*, *Itgav, Itga6, ItgaM, Itgax, Itgb2, and Itgb5*). ITGA5 is one of the highest-expressed integrin chains in infarct macrophages. Flow cytometry and immunofluorescence showed that ITGA5 protein expression is markedly upregulated in infarct macrophages during the proliferative phase of cardiac repair (Fig. 1). ITGA5 associates with the ITGB1 subunit, forming a receptor which transduces fibronectin-mediated signals through the short sequence Arg-Gly-Asp (RGD)^65^. In addition to fibronectin, the best-characterized α5β1 ligand, several other components of the ECM, including fibrin^66^, fibulin-5^67^, vitronectin^68^ and the matricellular proteins osteopontin^28^, SPARC^69^, and periostin^70^ have been suggested to interact with the ITGA5/ITGB1 complex.

Published evidence suggests an important role for ITGA5 in the regulation of inflammatory responses. In vascular remodeling, ITGA5 has been implicated in transducing fibronectin-mediated pro-inflammatory signals^71^. Moreover, in a model of atherosclerosis α5β1 was found to mediate inflammation^30^. However, these pro-inflammatory actions were attributed to integrin-dependent effects on the endothelium that trigger NF-κB activation and subsequent Vascular Cell Adhesion Molecule (VCAM)-1 upregulation, thus promoting macrophage recruitment^30^. Direct evidence demonstrating a role for macrophage-specific ITGA5 signaling in the regulation of inflammation is lacking. Associative data from a model of sepsis have suggested that expression of ITGA5 may correlate with a pro-inflammatory macrophage phenotype^72^. Moreover, in vitro studies have demonstrated that in peripheral blood mononuclear cells and in HL-60 cells, α5β1 signaling was implicated in cytokine-mediated regulation of matrix metalloproteinase (MMP) production^29,73^. Our experiments did not show any significant effects of myeloid cell-specific ITGA5 loss on recruitment of macrophages and lymphocytes in the healing infarct (Fig. 4). Although in vivo, infarct macrophages harvested from myeloid cell-specific ITGA5 KOs had lower expression of both pro- and anti-inflammatory genes, in vitro ITGA5 inhibition did not modulate the inflammatory profile of cultured macrophages, in the presence or absence of fibronectin (Supplementary Table 10). Thus, the in vivo consequences of ITGA5 loss on the inflammatory phenotype of macrophages may reflect secondary effects, rather than direct actions of ITGA5 signaling on macrophages.

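A part of the inflammatory profile in vitro was measured with a list of 27 genes that respond to NF-kB or endotoxin. Of these, 23 were tested without fibronectin and 22 with fibronectin. As a list they did not move in one direction: the median log2 fold change was 0.05 without fibronectin and -0.03 with fibronectin, with camera adjusted p-values of 0.762 and 0.986. The direction of this set test changed without IgG without fibronectin replicate 1 (median 0.0067, adjusted p = 0.861), and with fibronectin without IgG with fibronectin replicate 1 (median -0.067), without anti-ITGA5 with fibronectin replicate 2 (median 0.0006) or replicate 3 (median -0.018), and with replicate numbers as a block (median -0.03). Single members changed in both directions. Without fibronectin 4 were lower and 5 higher, and with fibronectin 4 were lower and 6 higher, over all genes tested and also adjusted over the list alone. Ccl2 expression rose from 605 ± 29.9 FPKM in IgG to 824 ± 91.1 FPKM without fibronectin and from 653 ± 60.7 to 961 ± 18.6 FPKM with fibronectin (SD, n = 3 each). The log2 fold changes of Ccl2 were 0.45 (standard error 0.0742, adjusted p = 0.00185, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.56 (standard error 0.0566, adjusted p = 2.0e-05), and the gene overlaps the annotated gene Gm17268. Ccl3, Ccl4 and Ccl7 were also higher on both coatings, with log2 fold changes of 0.43, 0.61 and 0.51 without fibronectin (adjusted p = 0.00859, 0.000147 and 0.00395) and of 0.54, 0.64 and 0.75 with fibronectin (adjusted p = 0.000185, 6.0e-05 and 2.9e-05). Ccl3 without fibronectin did not pass the threshold without IgG without fibronectin replicate 1 (adjusted p = 0.0519, range 1.2e-06 to 0.117 over the alternatives). With limma on log2(FPKM + 1) without a filter, Ccl2, Ccl3 and Ccl7 did not pass it without fibronectin (adjusted p = 0.177, 0.117 and 0.166). Sod2 was higher by 0.19 and 0.23 on the log2 scale, and Tnf by 0.24 and 0.21, the last 2 with adjusted p-values of 0.0879 without fibronectin and 0.0207 with fibronectin. Under 2 alternatives Tnf passed the threshold without fibronectin. These were the replicate number as a block (adjusted p = 0.0410) and all 12 libraries in one fit (adjusted p = 0.0334). Tnfaip3 was lower on both coatings (log2 fold changes -0.28 and -0.37), as was Marco (-0.76 and -0.47). Nfkbia and Socs3 were past the threshold with fibronectin, with log2 fold changes of -0.39 and -0.73. Ccl5 (-2.80) and Saa3 (-1.98) were past the threshold without fibronectin. The call of Sod2, Tnfaip3, Marco and Saa3 without fibronectin and of Tnf, Marco and Socs3 with fibronectin was lost without single libraries, with highest adjusted p-values of 0.120 for Sod2 (without IgG without fibronectin replicate 1), 0.139 for Tnfaip3 and 0.0953 for Marco (both without IgG without fibronectin replicate 3), 0.219 for Saa3 (without IgG without fibronectin replicate 2), and, with fibronectin, 0.0752 for Tnf (without IgG with fibronectin replicate 1), 0.0746 for Marco and 0.139 for Socs3 (both without IgG with fibronectin replicate 2). With fibronectin, Ccl5 had a log2 fold change of 0.25 (adjusted p = 0.832) and of -1.94 (adjusted p = 0.00437) without anti-ITGA5 with fibronectin replicate 3. Il6, Nos2, Il12b and Cxcl1 did not pass the filter on low counts on either coating. The genes of the list other than those the paper names were singled out after their values were seen. A separate interferon response list had a median of -1.09 without fibronectin, with 16 of 20 genes lower. That set test did not pass with an inter-gene correlation estimated by camera (adjusted p = 0.274). With fibronectin the median of the interferon list was -0.24, with 0 genes past the threshold, and -1.22 without anti-ITGA5 with fibronectin replicate 3.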

Our experiments, using both constitutive and inducible macrophage-specific loss-of-function models demonstrated a critical role for ITGA5 in stimulating angiogenic macrophage activation. The angiogenic actions of macrophage ITGA5 protected the infarcted heart from adverse remodeling, highlighting the central role of macrophage-driven formation of reparative neovessels in the repair of the infarcted heart. α5β1 integrin has been previously suggested to stimulate angiogenesis and lymphangiogenesis; however, these actions have been attributed to direct effects on endothelial cells^74–76^. Our findings demonstrate for the first time that macrophage ITGA5 plays a crucial role in mediating angiogenic effects in healing tissues.

Which macrophage-derived molecular signals trigger ITGA5-induced angiogenesis in the healing infarct? A systematic study of the levels of angiogenesis regulators in vitro and in vivo identified VEGFA, as a central mediator involved in ITGA5-stimulated angiogenic conversion of macrophages (Fig. 9). This finding is consistent with published observations, suggesting that myeloid cells are a major source of VEGFA in the infarcted myocardium, serving as key cellular effectors of infarct angiogenesis^20^. Two additional ECM-related angiogenic mediators, ECM1^49^ and EMILIN2^48^ were also found to be suppressed upon ITGA5 disruption in both in vivo and in vitro experiments and may contribute to the angiogenic actions of ITGA5 signaling.

To dissect the integrin-mediated cascades responsible for ITGA5-induced angiogenic conversion, we used unbiased whole genome transcriptomic analysis in vitro and in vivo. The candidate pathways identified through bioinformatic analysis were then tested using pharmacologic inhibition strategies. We demonstrated that ITGA5-stimulated angiogenic macrophage activation is independent of p38 MAPK, Erk1/2, and Erk5 activation (Supplementary Fig. 27) but involves FAK and PI-3K signaling pathways (Fig. 10). A large body of evidence shows that, upon activation, integrins undergo conformational changes that induce cytoplasmic protein binding, and downstream signaling through cytosolic kinases^77^. In macrophages ITGA5/ITGB1-induced activation of FAK has been implicated in regulation of cell motility^78^. Our findings demonstrate that integrin-stimulated FAK activation in macrophages also has prominent effects on their functional profile, stimulating an angiogenic phenotype.

The data also suggest a potential link between integrin expression and macrophage heterogeneity in the healing infarct. Our scRNA-seq experiments identified a macrophage subpopulation with an angiogenic transcriptional profile that expands following infarction and expresses high levels of *Itga5* (Fig. 8, Supplementary Fig. 19). This cluster of angiogenic macrophages expressed high levels of *Vegfa, Ecm1* and *Emilin2*, the 3 angiogenic genes found to be induced through ITGA5-dependent pathways in vitro and in vivo. Thus, stimulation of angiogenesis through macrophage-specific ITGA5 signaling may reflect integrin activation in a specific subpopulation of macrophages with angiogenic potential. Additional functions of macrophages may be regulated by other integrins. Thus, spatial and temporal changes in growth factor and matrix content may induce cluster-specific patterns of integrin upregulation and activation, thus playing a central role in the functional and phenotypic diversification of macrophages in the infarcted heart.

We demonstrate for the first time a crucial role for macrophage-specific activation of ITGA5 in cardiac repair, associated with stimulation of an angiogenic macrophage phenotype. Our findings suggest an integrin-mediated macrophage-dependent mechanism that stimulates angiogenesis in tissue repair. Considering their critical role in reparative cellular responses, and their localization on the cell surface, which facilitates pharmacologic interventions, integrins are attractive therapeutic targets in a wide range of diseases. Macrophage-specific ITGA5 activation through the administration of activating peptides may be a promising strategy to enhance angiogenesis in myocardial infarction and in ischemic cardiomyopathy.

## Methods

### Generation of myeloid cell-specific and macrophage-specific ITGA5 KO mice and breeding of macrophage reporter mice

All animal studies were approved by the Institutional Animal Care and Use Committee at Albert Einstein College of Medicine. All animals were housed in the Albert Einstein College of Medicine animal institute (Ullman Building), a disease-free rodent facility. Animal care was in strict accordance with AAALAC and NIH guidelines. In order to study the role of α5 integrin (ITGA5) in macrophages in vivo, we generated 2 lines of macrophage-specific ITGA5 knockout mice. First, we used the lysozyme-M Cre driver (Jackson #004781)^79^, an effective and widely used tool for gene deletion in myeloid cells^13^ to generate myeloid cell-specific ITGA5 KO mice (Myα5KO). LyzM-Cre mice were bred with ITGA5 fl/fl (Jackson #032299) mice^80^ to generate LyzM-Cre; ITGA5 fl/fl mice (Myα5KO) and ITGA5 fl/fl littermates. Next, we used the CX3CR1-CreER driver (Jackson #020940)^81^ to generate mice with inducible loss of ITGA5 in CX3CR1+ macrophages. CX3CR1-CreER mice were bred with ITGA5 fl/fl animals to generate tamoxifen-inducible CX3CR1-CreER; ITGA5 fl/fl mice (inducible macrophage-specific ITGA5 knockouts, iMaα5KO) and corresponding ITGA5 fl/fl control littermates. Tamoxifen (Sigma, T5648) was dissolved in 5% ethanol and 95% corn oil to make a 20 mg/mL stock solution. Tamoxifen was administered intraperitoneally every 24 h for 5 consecutive days (100 mg/kg/day) in iMaα5KO mice and corresponding ITGA5 fl/fl animals. Mice were 10 weeks old during initiation of tamoxifen treatment. In order to study the time course of ITGA5 activation in macrophages we used the “MacGreen” CSF1R-EGFP reporter mice^82^. These transgenic mice (Jackson labs #018549) express the enhanced green fluorescent protein (EGFP), under the control of the mouse *Csf1r*. 81 ITGA5 fl/fl mice, 46 Myα5KO mice, 33 iMaα5KO mice, and 29 CSF1R-EGFP reporter mice (both male and female) underwent non-reperfused myocardial infarction protocols.

Mice were maintained in a controlled environment with a 12:12 light-dark cycle, room temperature of 21–23 °C and humidity of 55% ± 10 and had ad libitum access to dry laboratory food and water. All mice were transferred to clean cages once weekly. Mice were fed with Laboratory Rodent Diet 5001 (LabDiet Catalogue Number #00006505). Food and clean water were available ad libitum for the mice at all times. Feed and water were available on a free-choice basis in wire feeders above the floor of the cage.

### Mouse model of non-reperfused myocardial infarction

Animal studies were approved by the Institutional Animal Care and Use Committee at Albert Einstein College of Medicine and conform with the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health. A model of non-reperfused myocardial infarction was induced by permanent ligation of the left anterior descending coronary artery, as previously described by our group^13^. ITGA5 fl/fl mice, Myα5KO mice, iMaα5KO mice, and CSF1R^EGFP^ mice were used for the in vivo study. 3-4-month-old male and female mice were anesthetized using inhaled isoflurane (3% for induction, 2% for maintenance). Intraoperatively, heart rate, respiratory rate, and electrocardiogram were continuously monitored, and the depth of anesthesia was assessed using the toe pinch method. The left anterior descending coronary artery was occluded for 24 h, 3 days, 7 days, or 28 days. To assess cardiac function and remodeling following myocardial infarction, animals underwent echocardiographic analysis at baseline and after 7 and 28 days of myocardial infarction. At the end of the experiment, euthanasia was performed using 2% inhaled isoflurane followed by cervical dislocation. Early euthanasia was performed with the following criteria, indicating suffering of the animal: weight loss>20%, vocalization, dehiscent wound, hypothermia, signs of heart failure (cyanosis, dyspnea, tachypnea), lack of movement, hunched back, ruffled coat, lack of food or water ingestion. At the end of the experiment, the animals were sacrificed, and the hearts and lungs were excised and weighed. Hearts were fixed in zinc-formalin (Z-fix, Anatech, Battle Creek, MI) and embedded in paraffin for histological studies (7 days group: ITGA5 fl/fl *n* = 19, Myα5KO *n* = 12, iMaα5KO *n* = 5; 28 days group: ITGA5 fl/fl *n* = 22, Myα5KO *n* = 13, iMaα5KO *n* = 9). CSF1R^EGFP^ mice were used for histological studies (control group: *n* = 6; 24 h group: *n* = 6; 3 days group: *n* = 5; 7 days group: *n* = 6, 28 days group: *n* = 6). Additional experiments were performed to exclude the effects of Cre on the echocardiographic endpoints and on angiogenesis. LyzM Cre mice and corresponding Cre-negative controls underwent 7-day coronary occlusion protocols. Echocardiography was performed at baseline and prior to sacrifice; at the end of the experiments, the hearts were used for histological processing (*n* = 6-11/group). Moreover, we compared function and infarct angiogenesis between tamoxifen-injected CX3CR1^CReER^ animals and corresponding Cre-negative controls undergoing 28 days of coronary occlusion (*n* = 10-11/group). The surgical protocols were performed by an investigator (R.L.) blinded to the genotype of the animals.

### Echocardiography

Echocardiographic studies were performed at baseline and after 7 and 28 days of permanent coronary occlusion to assess cardiac function and remodeling following myocardial infarction using the Vevo 2100 system (VisualSonics. Toronto ON). Baseline echocardiographic parameters were compared between male and female ITGA5 fl/fl and Myα5KO (or iMaα5KO) mice at 3-4 months of age (ITGA5 fl/fl *n* = 41, Myα5KO *n* = 25, iMaα5KO *n* = 14). Because male mice had very high mortality in both ITGA5 fl/fl and iMaα5KO groups after tamoxifen injection, a comparison of echocardiographic parameters in iMaα5KO mice following coronary occlusion was performed in female mice (7-day group: ITGA5 fl/fl *n* = 19, Myα5KO *n* = 12, iMaα5KO *n* = 5; 28-day group: ITGA5 fl/fl *n* = 22, Myα5KO *n* = 13, iMaα5KO *n* = 9). Long-axis B-mode was used to assess the geometric characteristics of the LV after myocardial infarction. Short-axis and long-axis M-mode were used for the measurement of systolic and diastolic ventricular and wall diameters. The left ventricular end-diastolic diameter (LVEDD), left ventricular end-systolic diameter (LVESD), left ventricular end-systolic volume (LVESV), and left ventricular end-diastolic volume (LVEDV) were measured as indicators of dilative remodeling. LV mass was measured as an indicator of hypertrophic remodeling. The echocardiographic off-line analysis was performed by an investigator (R.L.) blinded to the study groups.

### Quantitative morphometry, scar size measurements and Artificial Intelligence (AI)-based assessment of collagen content

For histopathological analysis, murine hearts were fixed in zinc-formalin (Z-fix; Anatech, Battle Creek, MI), and embedded in paraffin. Infarcted hearts were sectioned from base to apex at 250 µm intervals, thus reconstructing the whole heart, as previously described^33^. 20 sections (5 µm thick) were cut at each level. In order to assess scar size, the first section at each partition was stained with hematoxylin and eosin (H&E) (HE staining: 7 days group: ITGA5 fl/fl *n* = 19, Myα5KO *n* = 12; 28-day group: ITGA5 fl/fl *n* = 22, Myα5KO *n* = 13). Morphometric parameters were quantitatively assessed using Zen 2.6 Pro software (Carl Zeiss). The infarcted and non-infarcted areas were measured at each level and the volume of the infarct and of the non-infarcted remodeling myocardium at each level was calculated as: Infarct volume = infarct area x 350 µm (250 µm + 20 sections x 5 µm = 350 µm) and non-infarcted myocardium volume =non-infarcted area x 350 µm. The total volume of the infarcted and non-infarcted myocardium was calculated as the sum of the volumes of each partition. Scar size was measured by dividing the volume of the infarct by the total volume of the left ventricle (infarct volume + volume of non-infarcted myocardium) and was expressed as a percentage. Picrosirius red staining was used to label the collagen-based scar, and collagen content was quantitatively assessed in the infarct and remote myocardium using Intellesis and Image Analysis modules of Zen 2.6 Pro software. An artificial intelligence (AI) model was trained to segment and measure the surface areas of collagen fibers. At least 10 different fields from two non-adjacent stained sections per mouse at 2 different levels (mid-myocardial, and apical levels) were scanned and analyzed per heart sample (Picrosirius red: 7 days group: ITGA5 fl/fl *n* = 19, Myα5KO *n* = 12, iMaα5KO *n* = 5; 28-day group: ITGA5 fl/fl *n* = 22, Myα5KO *n* = 13, iMaα5KO *n* = 9).

### Immunohistochemistry and assessment of microvascular density

For histopathological analysis, murine hearts were fixed in 10% aqueous buffered zinc-formalin (Z-fix, Anatech, 170) and embedded in paraffin. Hearts were sectioned from base to apex at 250-µm intervals, thus reconstructing the whole heart, as previously described^33^. Ten sections (5 µm thick) were cut at each interval, corresponding to an additional 50-µm segment. Antibodies used for immunohistochemical studies are listed in Supplementary Table 11. Microvessels in the infarct, border zone, and remote remodeling myocardium after 7 and 28 days of coronary occlusion were identified by using immunohistochemistry with an anti-CD31 antibody (Cell Signaling Technology, #77699). Staining was performed with the use of a biotinylated secondary antibody against rabbit (Vectorlabs, 1:500 BA-1000) followed up by a streptavidin peroxidase-based technique with the Vectastain ELITE ABC-HRP kit, Peroxidase (Vector Laboratories Inc., PK6100). In brief, sections were deparaffinized in Xylene (Sigma-Aldrich, 534056), rehydrated in consecutive graded washes of ethanol and followed up with heat-mediated antigen retrieval with citrate buffer, pH 6.0 (Sigma-Aldrich, C9999) for 30 min. Sections were pretreated with a solution of 3% hydrogen peroxide (Sigma-Aldrich, H1009) to inhibit endogenous peroxidase activity and incubated with 2% bovine serum albumin (Sigma-Aldrich, A8531) to block nonspecific protein binding. Sections were incubated overnight at 4 °C with anti-CD31 antibody prepared in 1X Tris Buffered Saline (TBS, Boston Bioproducts, BM-300X). Sections were then washed three times (5 mins each) with 1X TBS and incubated with biotinylated anti-rabbit for 1 h at room temperature. Sections were washed three times with TBS (5 mins each) to proceed with secondary antibody detection by the streptavidin-peroxidase-based technique Vectastain ELITE rabbit kit, following manufacturer protocol. Peroxidase activity was detected with diaminobenzidine with nickel. Slides were counterstained with eosin (Sigma-Aldrich, HT1102128) and mounted with Cytoseal medium (Thermofisher, 23-244257). At least 10 different fields from two non-adjacent stained sections at 2 different levels (mid-myocardial, and apical levels) were scanned and analyzed from each heart sample (CD 31 staining: 7 days group: ITGA5 fl/fl *n* = 19, Myα5KO *n* = 12, iMaα5KO *n* = 5; 28-day group: ITGA5 fl/fl *n* = 22, Myα5KO *n* = 13, iMaα5KO *n* = 9). Scar maturation following infarction is associated with the formation of mature neovessels, coated with α-smooth muscle actin (α-SMA) + mural cells^39^. Mature vessels in the infarct and remote remodeling myocardium were identified by using a similar immunofluorescent staining protocol as described above, with an antibody to α-SMA (Sigma, F3777) after 7 and 28 days of coronary occlusion. At least 10 different fields from two non-adjacent stained sections per mouse at 2 different levels (mid-myocardial, and apical levels) were scanned and analyzed per heart sample. (α-SMA staining: 7 days group: ITGA5 fl/fl *n* = 19, Myα5KO *n* = 12, iMaα5KO *n* = 5; 28-day group: ITGA5 fl/fl *n* = 22, Myα5KO *n* = 13, iMaα5KO *n* = 9). Negative controls were performed to confirm the specificity of the antibodies using sections in which the primary antibody was substituted by isotype-matched IgG (Rat: R&D, 6-001-A; Rabbit: Merck Millipore, NI01-100UG) at the same concentration. Quantitative histological studies were performed by an investigator (R.L. or H.V.) blinded to the study groups.

### Immunofluorescence and assessment of ITGA5 expression, macrophage, and myofibroblast density

Immunofluorescence was used to study the time course of ITGA5 localization in infarct macrophages and to assess the effects of myeloid and macrophage-specific ITGA5 loss on macrophage and myofibroblast density and on the number of mature coated vessels In order to study the time course, and cellular localization of ITGA5 activation in infarct macrophages, ITGA5 (Abcam, ab150361), and anti-GFP (Abcam, ab6662), or Wheat Germ Agglutinin, Alexa Fluor™ 633 (WGA AF633, Thermo Fisher Scientific, Waltham, MA) staining was performed on sections from infarcted CSF1R-EGFP hearts at baseline, and after 24 h, 3 days, 7 days and 28 days of coronary occlusion (control: *n* = 6; 24 h: *n* = 6; 3 days, *n* = 5; 7 days, *n* = 6; 28 days, *n* = 6). Sections were deparaffinized in Xylene, rehydrated in consecutive graded washes of ethanol, and exposed to heat-mediated antigen retrieval for 30 min with citrate buffer, pH 6.0. Sections were washed three times with TBS (5 min each) and then permeabilized with 0.1% Triton (Sigma-Aldrich, T8787) in TBS (T-TBS) for 10 min, followed up with non-specific protein blocking via incubation for 1 h in 10% donkey serum (Sigma Aldrich, D9663) in TBS. Slides were then incubated overnight at 4 °C with anti-ITGA5 and anti-GFP primary antibodies. Sections were then washed with TBS and incubated with fluorescently labeled secondary antibodies for 1 h at room temperature. Antibodies dilutions were prepared in TBS. Autofluorescence quenching was performed using TrueBlack Lipofuscin Autofluorescence Quencher (Biotium, #3007) and mounted using Fluoro-Gel II with DAPI (EMS, 50-246-93). Fluorescently stained sections were scanned using Zen 2.6 Pro software and the Zeiss Imager M2 microscope (Carl Zeiss, White Plains, NY). In addition, Leica SP8 confocal microscope (Leica Microsystems, Wetzlar, Germany) was employed for the acquisition of high-resolution images. The microscope is housed in a controlled environment to minimize vibrations in the Analytical Imaging facility of Albert Einstein College of Medicine. Leica LAS X software was utilized to control the microscope settings and for image acquisition. Laser power and gain settings were optimized to ensure minimal photobleaching, while maintaining adequate signal-to-noise ratios. Quantitative analysis was performed by counting the number of ITGA5-positive and GFP-positive macrophages in 15 fields from 2 different sections from each animal. To assess the number of macrophages in the infarcted and remodeling myocardium, sections were stained with Mac-2 antibody (Cedarlane, CL8942AP) in the infarcted ITGA5 fl/fl, Myα5KO and iMaα5KO hearts (Mac-2 staining: 7 days group: ITGA5 fl/fl *n* = 19, Myα5KO *n* = 12, iMaα5KO *n* = 5; 28-day group: ITGA5 fl/fl *n* = 22, Myα5KO *n* = 13, iMaα5KO *n* = 9). Macrophage quantitation was performed, using an AI model (Zen 2.6 Pro software) in which macrophages were identified as the DAPI-positive nuclei surrounded by Mac2+ profiles. In order to assess myofibroblast density, we performed immunofluorescent staining with an anti-α-SMA antibody (Sigma, F3777). Myofibroblasts were identified as spindle-shaped α-SMA-positive cells located outside the vascular media. An AI-based model (Zen 2.6 Pro software) was trained on multiple fields of different regions of the myocardium to identify myofibroblasts. Objects of interest were defined as the DAPI-positive nuclei surrounded by α-SMA profiles, excluding vascular smooth muscle cells. Quantitative analysis was performed using 10 fields from 2 different sections from each animal (α-SMA staining: 7 days group: ITGA5 fl/fl *n* = 19, Myα5KO *n* = 12, iMaα5KO *n* = 5; 28-day group: ITGA5 fl/fl *n* = 22, Myα5KO *n* = 13, iMaα5KO *n* = 9). Negative controls were performed to confirm the specificity of the antibodies using sections in which the primary antibody was substituted by species-specific IgG at the same concentration. Quantitative histological studies were performed by an investigator (R.L.) blinded to the study groups. Cell density was expressed as cells/mm^2^.

### Isolation of infarct macrophages from Myα5KO and ITGA5 fl/fl mice

Infarcted Myα5KO, and ITGA5 fl/fl mice were sacrificed to harvest myeloid cells, 7 days after coronary occlusion. Myocardial tissue from control or infarcted hearts of individual mice was finely minced and placed into a digestion buffer cocktail of 0.25 mg/ml Liberase Blendzyme 3 (Roche Applied Science), 20 U/ml DNase I (Sigma-Aldrich), 10 mmol/l HEPES (Invitrogen), and 0.1% sodium azide in HBSS with Ca2^+^ and Mg2^+^ (Invitrogen), and shaken at 37 °C for 20 min. Cells were then passed through a 40-μm nylon mesh. The cell suspension was then centrifuged (10 min, 500 g, 4 °C) and up to 10^8^ cells were resuspended in 200 μL of MACS buffer (Miltenyi Biotec, 130-091-376). Cells in MACS buffer were incubated with 50 µL of Anti-Ly-6G MicroBeads UltraPure (Miltenyi Biotec, 130-120-337) for 10 min at 4 °C, washed once and centrifuged. Cells were resuspended in MACS buffer and passed through a MS column (Miltenyi Biotec, 130-042-201) in a MACS separator (Miltenyi Biotec, 130-090-312). The magnetically labeled Ly-6G+ cells were retained on the column. The unlabeled cells (Ly-6G- flow through) were collected, washed with MACS buffer (Ly-6G- cells), and centrifuged at 500 g for 10 min. Subsequently, the cell pellet (per 10^8^ Ly-6G- cells) was again resuspended in 90 μL of MACS buffer, incubated with 10 µL of CD11b microBeads (Miltenyi Biotec, 130-049-601) at 4 °C for 15 min, washed with MACS buffer and centrifuged as previously. Cells resuspended in 500 µL MACS buffer went through an MS column placed in a MACS separator. The magnetically labeled CD11b+ cells were retained on the column. Ly6G-CD11b+ cells (macrophages) were flushed out and collected for RNA isolation. The RNA extracted from these cells was used for PCR array and RNA-seq experiments.

### Isolation, culture, and stimulation of mouse bone marrow macrophages

Femoral and tibial BMMs were obtained from 2- to 3-month-old Wild-type C57BL/6 J mice, as previously described^83^. Briefly, bone marrow cells were incubated for 24 h in DMEM/F-12 medium (ThermoFisher) supplemented with 15% fetal bovine serum (GIBCO), and 12 ng/ml CSF-1 (R&D systems). Non-adherent primitive mononuclear phagocytes were reseeded in media containing 15% fetal bovine serum and CSF-1 (120 ng/ml) for 48 h, in order to allow their differentiation to adherent mononuclear phagocytes. The resulting adherent macrophages were passaged once into new plates. Cells used for experiments were cultured until confluent. In order to examine the effects of ITGA5 signaling on macrophage phenotype, bone marrow macrophages were cultured for 24 h in the presence or absence of a neutralizing anti-ITGA5 antibody (10 µg/ml, Biolegend, 103910), or isotype-matched IgG control (10 µg/ml, Biolegend, 400902). After 24 h of stimulation, RNA was harvested from the cells. PCR array and RNA-seq were performed to explore the effects of ITGA5 on the transcriptomic profile of the macrophages. The antibodies used for the in vitro integrin neutralization experiments are listed in Supplementary Table 12.

In order to investigate signaling pathways responsible for ITGA5-induced *Vegfa* synthesis in macrophages, confluent macrophages were passaged into fibronectin (Sigma, F1141) pre-coated plates, then incubated with IgG (10 µg/ml, Biolegend, 400902) or anti-ITGA5 neutralizing antibody (10 µg/ml, Biolegend, 103910), in the presence or absence of a P38 inhibitor (SB203580 20 µM, Selleckchem, S1076), or one of two different ERK1/2 inhibitors (U0126 5 µM, Cell Signaling Technology, 9903; PD98059 50 µM, Cell Signaling Technology, 9900), or one of two different ERK5 inhibitors (XMD8-92 5 µM, Selleckchem, S7525; BIX02189 5 µM, Selleckchem, S1531), or a PI-3K/Akt inhibitor (LY294002 20 µM, Selleckchem, S1105), or a FAK inhibitor (PF573228 5 µM, Sigma, PZ0117) for 24 h. RNA was extracted from the macrophages and used for *Vegfa* qPCR.

### RNA extraction, qPCR, and PCR array

Total RNA was extracted from cells and mouse hearts using QIAzol Lysis Reagent (Qiagen, 79306) and reverse transcription was performed using iScript™ Reverse Transcription Supermix kit (Bio-Rad Laboratories, 1708840), according to the manufacturer’s instructions. Quantitative real-time PCR was performed in a CFX384 Touch™ Real-Time PCR Detection System (Bio-Rad Laboratories) with SsoFast EvaGreen Supermix reagent (Bio-Rad Laboratories, 1725204). The following primer pairs were used: *β-Actin* forward 5’- CTACCTCATGAAGATCCTGACC-3’, *β-Actin* reverse 5’- CACAGCTTCTCTTTGATGTCAC-3’; ITGA5 forward 5’- CTTCAACCTAGACGCGGAG-3’, ITGA5 reverse 5’- CGGTAAAACTCCACGGAGAAG-3’; *Vegfa* forward 5’- TAGAGTACATCTTCAAGCCGTC -3’, *Vegfa* reverse 5’- CTTTCTTTGGTCTGCATTCACA -3’. The housekeeping gene β-Actin was used as an internal control. The qPCR procedure was repeated three times in independent runs; gene expression levels were calculated using the ΔΔCT method. For PCR array, total RNA was extracted using the RNeasy mini kits (Qiagen, 74104). A total of 0.5 μg of RNA was transcribed into cDNA using the RT^2^ first strand kit (Qiagen, 330404). Quantitative PCR was then performed using the RT^2^ Profiler mouse angiogenesis PCR array (PAMM-024ZE-4) from Qiagen according to the manufacturer’s protocol. The same thermal profile conditions were used for all primers sets: 95 °C for 10 min, 40 cycles at 95 °C for 15 s, and 60 °C for 1 min. The data obtained were exported to the SABiosciences PCR array web-based template where it was analyzed using the ΔΔCt method.

### Library preparation for transcriptome sequencing

RNA isolated from bone marrow macrophages stimulated in the presence or absence of anti-ITGA5 antibody, and from macrophages harvested from Myα5KO and ITGA5 fl/fl infarcts (7-day timepoint) was used for RNA-sequencing. RNA was sent to Novogene (Sacramento, California) for the construction of a total of eighteen cDNA libraries by using NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, Ipswich, MA, USA). In brief, the process of library construction consisted of i) mRNA purification and enrichment from total RNA using oligo(dt)-attached magnetic beads, ii) fragmentation of purified mRNA using divalent cations exposed to elevated temperatures in NEBNext First Strand Synthesis Reaction Buffer, iii) double-stranded cDNA synthesis, using Rnase H- reverse transcriptase (first strand) and DNA polymerase I, dNTP and RNase H (second strand); iv) terminal cDNA ends reparation by exonucleases/polymerases; and poly adenylation of the 3’ ends of the DNA fragments, v) Sequencing adaptors ligation and finally vi) cDNA fragments size selection (150–200 bp in length) which underwent PCR. PCR was performed using Phusion High-Fidelity DNA Polymerase, universal PCR primers, and Index (X) Primer. PCR products were purified (AMPure XP system), and the library concentration (>2 nM) and quality were assessed using a Bioanalyzer 2100 system (Agilent, Santa Clara, CA, USA).

### Quality analysis, mapping, and assembly

The library preparations were sequenced on Illumina Novaseq 6000 devices, generating 150 bp paired-end reads. Adapters, poly-N, and low-quality reads from the raw data were excluded to purify the data analysis. Quality Phred Scores, Q20%, Q30%, and GC contents of the clean data were calculated, showing high accuracy of reads (>99%, with 0.02 error rate). Filtered reads were aligned to the C57BL/6 J reference genome (Mus Musculus reference genome release December 2011 (*mm10*; GRCm38.p6) from Ensembl) using TopHat2 algorithm alignment program v.2.0.9^84^. Mapped reads were assembled using both Scripture (beta2) and Cufflinks v.2.1.1 algorithm^85^.

### Gene expression, differential expression, enrichment, and co-expression analysis

HTSeq software v.0.6.1^86^ was used to count the number of reads mapped to each gene. The read count of fragments per kilobase of transcript sequence per millions base pairs sequenced (FPKM) was used to calculate gene expression level, which considered the effects of both sequencing depth and gene length^85^. Read counts obtained from the gene expression analysis were used for differential expression analysis. Cluster differential expression analysis for every gene in the above different conditions was performed using the DESeq2 R software package (v.1.10.1)^87^. Genes with an adjusted *P*-value  ≤  0.05 were considered to be differentially expressed. The List of genes was ranked by differential gene expression as log2 (fold change) between each comparison group. Positive values were upregulated genes, whereas negative values were downregulated genes. Ingenuity pathway analysis (IPA) was used to identify the pathways which are regulated by α5 integrin in macrophages. All RNA-seq processed data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO SuperSeries accession number GSE190837 (GSE190835 in vitro study and GSE190836 in vivo study).

### Analysis of integrin gene expression in infarct macrophages

RNA-seq data from an experiment comparing gene expression between macrophages from sham hearts and infarcted hearts after 3 and 7 days of coronary occlusion were used to determine the time course of integrin gene expression in infarct macrophages (GSE187701) In this experiment, CD11b + /Ly6G- macrophages were harvested from infarcted Smad7 fl/fl animals (Jackson Laboratory, stock No: 017008)^88,89^. These animals served as control mice in a study examining the role of macrophage Smad7 in myocardial infarction. The following genes were analyzed: *Itga1, Itga2, Itga3, Itga4, Itga5, Itga6, Itga7, Itga8, Itga9, Itga10, Itga2b, Itgad, Itgae, Itgal, Itgam, Itgav, Itgax, Itgb1, Itgb2, Itgb3, Itgb4, Itgb5, Itgb6, Itgb7, and Itgb8*. A comparison of gene expression levels between groups was performed using FPKM normalized counts.

### Flow cytometry

Flow cytometry was used to study the time course of ITGA5 expression in infarct macrophages. Male and female WT C57Bl6/J mice underwent non-reperfused infarction protocols (7 or 28 days of coronary occlusion). Sham controls underwent thoracotomy without coronary occlusion (Sham; *n* = 5, Myocardial Infarction (MI) 7 days; *n* = 8, MI 28 days; *n* = 11). Mice were sacrificed and intracardially perfused with 25 mL of ice-cold phosphate-buffered saline to remove blood cells. Whole hearts were quickly minced and digested by shaking the tissue fragments (15 min at 37 °C water bath, repeated 3 times) in 3.0 ml of digestion buffer (RPMI 1640-medium (Sigma-Aldrich) containing 120 μg/ml of Liberase TH (Roche, 5401151001) and 70 μg/ml of DNase I (Roche, 10104159001). After digestion, single-cell suspensions were incubated in hemolytic buffer (pH 7.4; 0.15 M Ammonium Chloride, 0.01 M Potassium bicarbonate, 0.0001 M EDTA) for 2 min at room temperature to remove red blood cells and washed with ice-cold phosphate-buffered saline containing 0.5% BSA and 0.002 M EDTA. After red blood cell removal, cells were harvested by passing through a 30-μm cell strainer and by washing with ice-cold phosphate-buffered saline. After Fc receptors were blocked with anti-CD16/32 antibody (BD Pharmingen, 553142) at room temperature for 15 min, cells collected from each heart were used for assessment of ITGA5 expression in macrophages. Half the cells from each heart were incubated with an anti-CD49e/ITGA5 antibody along with antibodies necessary to identify macrophages (Supplementary Table 13) at 4 °C for 15 min. The other half of the cells were incubated with a mixture of antibodies containing isotype control (instead of the anti-CD49e/ITGA5 antibody), along with the antibodies needed for macrophage identification. Subsequently, cells were incubated with DAPI (300 nM, Thermo Fisher Scientific, MP01306) for 5 min at 4 °C to identify live cells (as DAPI-negative). After staining, cells were analyzed by flow cytometry (Aurora, Cytek) with FlowJo software (BD Biosciences). After removing doublets and identifying DAPI- live cells, we calculated the MFI for CD49e/ITGA5 and isotype control in macrophages, which were identified as CD45 + CD11b + Ly6G- CD64+ MerTK+ cells. Finally, CD49e expression in macrophages was assessed by subtracting the isotype control MFI from the MFI for CD49e/ITGA5.

Flow cytometry was also used to compare infiltration of the infarct with leukocytes between Mya5KO mice and corresponding ITGA5 fl/fl controls. Male and female Mya5KO mice and ITGA5 fl/fl animals (Mya5KO mice; *n* = 5, ITGA5 fl/fl mice; *n* = 5) underwent non-reperfused infarction protocols (7 days coronary occlusion). Single-cell suspensions were harvested as described above. Isolated cells were incubated with anti-CD16/32 antibody (BD Pharmingen, 553142) at room temperature for 15 min to block Fc receptors. After staining with a mixture of antibodies (Supplementary Table 14) at 4 °C for 15 min, cells were incubated with DAPI (Thermo Fisher Scientific, MP01306) for 5 min at 4 °C, to identify live cells (as DAPI-negative cells). Subsequently, the cells were analyzed by flow cytometry (Aurora, Cytek) with FlowJo software (BD Biosciences) to evaluate the percentage and the number of immune cells. After removing doublets and identifying DAPI- live cells, we evaluated the percentage and the absolute number of DAPI- CD45 + CD11b+ cells (myeloid cells), DAPI-CD45 + CD11b + Ly6G- CD64+ MerTK+ cells (macrophages), and DAPI- CD45 + CD11b- CD3e+ cells (T cells).

### Fluorescence-activated cell sorting (FACS) of infarct macrophages and single cell RNA-sequencing (scRNA-seq)

The transcriptome of isolated macrophages from 12–16 week-old CSF1R^EGFP^ mice was studied using scRNA-seq. Macrophage suspensions were obtained from 3 control CSF1R^EGFP^ hearts (pooled in one sample) and from 3 infarcted CSF1R^EGFP^ hearts after 7 days of coronary occlusion (as independent samples). Briefly, infarcted heart tissue was minced and placed into a cocktail of Liberase TH (125 µg/mL) (Roche) and DNase (20 U/ml) (Sigma) in HBSS + + solution (Hanks balanced salt solution, Gibco) for 10 min at 37 °C in an orbital shaker. After enzymatic incubation, tissue was mechanically digested by slowly pipetting to reach a single-cell suspension. The supernatant was filtered through a cell strainer (40 μm, nylon; Falcon), the digestion was repeated once or twice with the remaining pieces, and the supernatants were pooled together. The total time for enzymatic digestion was around 30–45 min. Cell suspension was centrifuged for 20 min at 200 *g* with centrifuge brakes deactivated to remove cell debris. Erythrocytes were removed using RBC lysis buffer (eBioscience). The cell suspension was then centrifuged at 500 *g* for 5 min at 4 °C and resuspended in 100 µL of PBS containing 2% FBS and 2.5 mM EDTA (sorting buffer). Cells in single-cell suspensions were blocked with anti-mouse CD16/CD32 (1:250, BD Biosciences) for 15 min at 4 °C. In order to identify neutrophils, the cell suspension was incubated for 30 min at 4 °C in the dark with anti-Ly6G- PerCP/Cyanine5.5 (1:100, BioLegend). The cell suspension was washed twice with PBS/5% FBS, centrifuged at 500 *g* for 5 min at 4 °C, and the final pellet was resuspended in 200 µL of sorting buffer. Standard, strict forward scatter width *versus* area criteria were used to discriminate doublets and gate-only singleton cells. Non-neutrophils (Ly6G-) were gated to identify EGFP+ macrophages, which were sorted with the FACSAria Sorter (BD Biosciences).

The isolated cells were prepared for sequencing using Single Cell 3’ Reagent Kits v3.1 (10X Genomics) according to the manufacturer’s instructions. Briefly, the total of EGFP^+^/Ly6G^-^ events were sorted in 1X PBS/2% FBS, and the number of cells was quantified in a Neubauer chamber. A maximum of 17,000 cells were loaded at a concentration of 1000 cells/µL on a Chromium Controller instrument (10X Genomics) to generate single-cell gel bead-in-emulsions (GEMs). In this step, each cell was encapsulated with primers containing a fixed Illumina Read 1 sequence, followed by a cell-identifying 16 bp 10X barcode, a 12 bp Unique Molecular Identifier (UMI) and a poly-dT sequence. A subsequent reverse transcription yielded full-length, barcoded cDNA. This cDNA was then released from the GEMs, PCR-amplified and purified with magnetic beads (SPRIselect, Beckman Coulter). Enzymatic Fragmentation and Size Selection was used to optimize cDNA size prior to library construction. Illumina paired-end adaptor sequences (P5 beginning and P7 end) were added and the resulting library was amplified via end repair, A-tailing, adaptor ligation and PCR. Library quality control and quantification was performed using Qubit 2.0 Fluorometer (ThermoFisher Scientific) and Agilent’s 4200 TapeStation System (Agilent), respectively. The libraries were also quantified by real time PCR (KAPA biosystems). Sequencing was performed in an Illumina HiSeq at the recommended configuration (Read1: 150 bp; Index i7: 8 bp each; Read2: 150 bp) at an average depth of 50,000 reads/cell. Raw sequence data (.bcl files) generated from the sequencer were converted into fastq files and de-multiplexed using the 10X Genomics’ cellranger mkfastq command.

### Single cell RNA-seq data analysis

The 10X scRNA-seq data were processed with the CellRanger software (v3.1.0, 10X Genomics) with the mouse mm10 reference genome, using the default setting. The subsequent analysis was performed with the RISC package (v1.0)^90^. The gene expression matrices were first filtered for each of the four samples independently, selecting cells with 500 to 40000 unique molecular identifiers (UMIs) and expressing >200 genes. Genes expressed in <3 cells were also removed, and mitochondrial genes were excluded for data normalization across cells. The integration of the four sets of scRNA-seq data used the control sample as the reference and the top 20 principal components (PCs). Dimension reduction and clustering used top 20 PCs and 25 nearest neighbors. Differential expression for defining cluster markers (selected clusters versus all other clusters) or comparison of gene expression between normal and infarcted heart macrophages was performed with the Wilcoxon Rank Sum test, or the QuasiPoisson model for statistical testing using adjusted *p*-value (padj) <0.01. Genes expressed in <10% of cells and <10 cells of the targeted clusters were not subject to statistical test. Single-cell RNA-seq data are available in the NCBI’s Gene Expression Omnibus under accession number GSE227251.

### Protein extraction and western blotting

Protein from macrophages was extracted in RIPA lysis buffer (Thermofisher, 89900) along Halt™ Protease Inhibitor Cocktail (Thermofisher, 78429). An equal amount of protein from each experimental group was fractionated by 10% Mini-PROTEAN® TGX™ Gel (Bio-Rad Laboratories, 456–1036) and transferred onto a PVDF membrane (Bio-Rad Laboratories, 1620177). Membranes were incubated with anti-ITGA5 (Abcam, ab150361), p-AKT (Cell Signaling Technology, 4060), AKT (Cell Signaling Technology, 9272), p-P38 (Cell Signaling Technology, 4511), P38 (Cell Signaling Technology, 8690), p-ERK1/2 (Cell Signaling Technology, 4370), ERK1/2 (Cell Signaling Technology, 4695), p-FAK (Cell Signaling Technology, 3283), FAK (Cell Signaling Technology, 3285), beta Actin (Cell Signaling Technology, 4970) antibodies in the appropriate dilution, followed by the application of appropriate horse radish peroxidase (HRP)-conjugated secondary antibodies. Proteins were developed using Pierce™ ECL Western blot detection reagents (Thermofisher, 32106) and imaged by the ChemiDoc™ MP System (Bio-Rad Laboratories). Bands were densitometrically quantified by Image Lab 3.0 software (Bio-Rad Laboratories) and normalized to appropriate loading controls. The antibodies used for Western blotting experiments are listed in Supplementary Table 15.

### Assessment of VEGFA protein levels

Mouse bone marrow macrophages were cultured for 24 h in the presence or absence of a neutralizing anti-ITGA5 antibody (10 µg/ml, Biolegend, 103910), or isotype-matched IgG control (10 µg/ml, Biolegend, 400902). After 24 h of stimulation, the cell supernatants were collected, and VEGFA levels were quantitatively assessed using an ELISA kit (R&D, catalog #: MMV00), according to the manufacturer’s instructions.

### Statistical analysis

For comparisons of two groups unpaired two-tailed Student’s t-test was used. For comparisons of multiple groups, one-way ANOVA was performed followed by the Sidak or Bonferroni multiple comparison tests. The Kruskal-Wallis test, followed by Dunn’s multiple comparison posttest was used for non-Gaussian distributions. The Shapiro-Wilk or the Kolmogorov-Smirnov test was used to test normality. Survival analysis was performed using the Kaplan–Meier method. Mortality was compared using the log-rank test. Data are expressed as means ± SEM. Statistical significance was set at *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

All RNA-seq processed data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO SuperSeries accession number GSE190837 (GSE190835 in vitro study and GSE190836 in vivo study). Single cell RNA-seq data are available in the NCBI’s Gene Expression Omnibus under accession number GSE227251. All other data needed to reproduce the results presented here are contained within the manuscript, figures and supplementary information. Source data are provided with the paper. Source data are provided with this paper.

# Supplementary material for: Protective effects of macrophage-specific integrin α5 in myocardial infarction are associated with accentuated angiogenesis
**Source:** Nat Commun. 2023 Nov 20;14:7555. doi: 10.1038/s41467-023-43369-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Zen v2.6 Pro software (Carl Zeiss Microscopy) was used for obtaining light and fluorescence microscopy images. Vevo LAB v5.6.1 (VisualSonics) was used to obtain echocardiographic data.

Data analysis

Zen 2.6 Pro software (Carl Zeiss Microscopy) was used for histologic analysis, and for machine learning based quantifications of immunostaining. TopHat2 algorithm alignment program v.2.0.9 (Computational Biology Dept. at Johns Hopkins Uni.) for mapping of RNAseq reads. Scripture (beta2) and Cufflinks v.2.1.1 algorithm (Center for Bioinformatics and Computational Biology at the University of Maryland, College Park) for assembly of RNAseq mapped reads. HTSeq software v.0.6.1 (the European Molecular Biology Laboratory) was used to count the number of reads mapped to each gene. DESeq2 R software package v.1.10.1 (the European Molecular Biology Laboratory) was used for gene differential expression analysis. RStudio software (v.1.4.1717) was used for data visualization. Ingenuity pathway analysis (Qiagen) was used for RNAseq enrichment analysis and identification of upstream regulators. Image Lab v.3.0 software (Bio-Rad Laboratories) was used for western blot band densitometry analysis. GraphPad Prism v.8 (GraphPad Software, Inc.) was used for statistical analysis and data visualization. FlowJo software (BD Biosciences) was used for FACS analysis.

For scRNA-seq:

Cell Ranger v3.1.0, from 10x Genomics, was used to align scRNA-seq reads to the mouse reference genome (assembly and annotation, mm10-3.0.0).

RISC v1.0 was used for scRNA-seq data integration (Liu et al., PMID: 33767393).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All RNA-seq processed data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO SuperSeries accession number GSE190837 (GSE190835 in vitro study and GSE190836 in vivo study). Single cell RNA-seq data are available in the NCBI's Gene Expression Omnibus under accession number GSE227251, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227251>. The datasets used and analyzed during the study are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Due to the novelty of the hypothesis, power analysis is based on speculation and on preliminary data, pertinent to specific endpoints. For our in vivo studies, 10-15 animals for each timepoint are needed to detect a 20-30% effects of the interventions on functional or histological endpoints (power 0.90; alpha=0.05) |
| Data exclusions | No data were excluded from the analysis                                                                                                                                                                                                                                                                                      |
| Replication     | Findings were replicated multiple times, as indicated by the sample size numbers, reflecting independent experiments.                                                                                                                                                                                                        |
| Randomization   | Allocation to experimental groups was random                                                                                                                                                                                                                                                                                 |
| Blinding        | Investigators performing functional, histological or molecular analysis were blinded to the experimental conditions and to the genotype of the mice.                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

1. Anti- $\alpha$ -SMA antibody (Company: Sigma, Catalog Number: F3777, Clone: 1A4, Dilution: 1:150)
2. Anti-CD31 antibody (Company: Cell Signaling Technology, Catalog Number: 77699, Clone: D8V9E, Dilution: 1:100)
3. Anti-ITGA5 antibody (Company: Abcam, Catalog Number: ab150361, Clone: EPR7854, Dilution: 1:100 in immunofluorescence and 1:1000 in western blotting)
4. FITC Anti-GFP antibody (Company: Abcam, Catalog Number: ab6662, Clone: N/A, Dilution: 1:100)
5. Anti- Mac-2 antibody (Company: Cedarlane, Catalog Number: CL8942AP, Clone: M3/38, Dilution: 1:200)
6. Alexa Fluor 488 donkey anti-rabbit IgG (H+L) antibody (Company: Thermofisher, Catalog Number: A21206, Clone: N/A, Dilution: 1:1000)

- 1:500)
- 7.Alexa Fluor 594 donkey anti-rabbit IgG (H+L) antibody (Company: Thermofisher, Catalog Number: A21207, Clone: N/A, Dilution: 1:500)
- 8.Alexa Fluor 594 donkey anti-rat IgG (H+L) antibody (Company: Thermofisher, Catalog Number: A21209, Clone: N/A, Dilution: 1:500)
- 9.Anti- CD45-PE-Cy5 antibody (Company: BD Pharmingen, Catalog Number: 553082, Clone: 30-F11, Dilution: 1:1000)
- 10.Anti- CD11b-APC/Cyanine7 antibody (Company: Biolegend, Catalog Number: 101226, Clone: M1/70, Dilution: 1:1000)
- 11.Anti- Ly6G-PerCP/Cyanine5.5 antibody (Company: Biolegend, Catalog Number: 127616, Clone: 1A8, Dilution: 1:1000)
- 12.Anti- MerTK-PE antibody (Company: Biolegend, Catalog Number: 151506, Clone: 2B10C42, Dilution: 1:100)
- 13.Anti- CD64-FITC antibody (Company: Biolegend, Catalog Number: 139316, Clone: X54-5/7.1, Dilution: 1:100)
- 14.Anti- CD49e-APC antibody (Company: Biolegend, Catalog Number: 103814, Clone: 5H10-27, Dilution: 1:100)
- 15.Anti-Rat IgG2a, k Isotype Control-APC antibody (Company: Biolegend, Catalog Number: 400512, Clone: RTK2758, Dilution: 1:100)
- 16.Anti- CD16/32 antibody (Company: BD Pharmingen, Catalog Number: 553142, Clone: 2.4G2, Dilution: 1:100)
- 17.Anti- CD3e-APC antibody (Company: Biolegend, Catalog Number: 100311, Clone: 145-2C11, Dilution: 1:100)
- 18.Anti- p-AKT antibody (Company: Cell Signaling Technology, Catalog Number: 4060, Clone: D9E, Dilution: 1:1000)
- 19.Anti- AKT antibody (Company: Cell Signaling Technology, Catalog Number: 9272, Clone: N/A, Dilution: 1:1000)
- 20.Anti- p-P38 antibody (Company: Cell Signaling Technology, Catalog Number: 4511, Clone: D3F9, Dilution: 1:1000)
- 21.Anti- P38 antibody (Company: Cell Signaling Technology, Catalog Number: 8690, Clone: D13E1, Dilution: 1:1000)
- 22.Anti- p-ERK1/2 antibody (Company: Cell Signaling Technology, Catalog Number: 4370, Clone: D13.14.4E, Dilution: 1:1000)
- 23.Anti- ERK1/2 antibody (Company: Cell Signaling Technology, Catalog Number: 4695, Clone: 137F5, Dilution: 1:1000)
- 24.Anti- p-FAK antibody (Company: Cell Signaling Technology, Catalog Number: 3283, Clone: N/A, Dilution: 1:1000)
- 25.Anti- FAK antibody (Company: Cell Signaling Technology, Catalog Number: 3285, Clone: N/A, Dilution: 1:1000)
- 26.Anti- beta Actin antibody (Company: Cell Signaling Technology, Catalog Number: 4970, Clone: 13E5, Dilution: 1:1000)
- 27.Anti-rabbit IgG, HRP-linked antibody (Company: Cell Signaling Technology, Catalog Number: 7074, Clone: N/A, Dilution:1:2000)
28. Anti-ITGA5 antibody (Company: Biolegend, Catalog Number: 103910, Clone: HMA5-1, Dilution:1:100)
29. Anti-Armenian Hamster IgG Isotype Ctrl Antibody (Company: Biolegend, Catalog Number: 400902, Clone: HTK888, Dilution:1:50)

## Validation

1. anti- $\alpha$ -SMA antibody(Sigma, F3777), we have extensively validated this antibody using paaraffin-embedded formalin-fixed mouse sections. Appropriate positive and negative controls were used (Shinde et al BBA Mol Bas Dis 2016). Additional validation provided in the manufacturer's website(<https://www.sigmaaldrich.cn/CN/zh/product/sigma/f3777>).
2. anti-CD31 antibody(Cell Signaling Technology, #77699), the IHC stains of mouse small intestine, kidney, liver and A2058 xenograft using CD31 Rabbit mAb(Cell Signaling Technology, #77699) have been reported on the manufacturer website(<https://www.cellsignal.com/products/primary-antibodies/cd31-pecam-1-d8v9e-xp-rabbit-mab/77699>).
3. anti-ITGA5 antibody(Abcam, ab150361), 1).Immunofluorescence analysis of U937 (Human histiocytic lymphoma monocyte) cells using anti-ITGA5 antibody(Abcam, ab150361) has been reported on the manufacturer website; 2)WB analysis of mouse fibroblasts using anti-ITGA5 antibody(Abcam, ab150361) has been reported on the manufacturer website(<https://www.abcam.cn/products/primary-antibodies/integrin-alpha-5-antibody-epr7854-ab150361.html>).
4. anti-GFP antibody(Abcam, ab6662), immunofluorescence analysis of mouse brain tissue using anti-GFP antibody(Abcam, ab6662) has been reported on the manufacturer website(<https://www.abcam.cn/products/primary-antibodies/fitc-gfp-antibody-ab6662.html>).
5. anti-Mac-2 antibody(Cedarlane, CL8942AP), Thioglycolate-elicited C57BL/6 mouse peritoneal macrophages were stained with anti-Galectin-3, and 85.8 percentage of cells were stained positive above control IgG antibody(<https://www.cedarlanelabs.com/products/detail/cl8942ap>). We have validated the specificity of thus antibody using material from galectin-3 KO mice (Frunza et al Am J Pathol 2016).
6. Alexa Fluor 488 donkey anti-rabbit IgG (H+L) antibody(Thermofisher, A21206), immunofluorescence analysis of many tissues using this antibody has been reported on the manufacturer website(<https://www.thermofisher.cn/cn/zh/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21206>).
7. Alexa Fluor 594 donkey anti-rabbit IgG (H+L) antibody(Thermofisher, A21207), immunofluorescence analysis of many tissues using this antibody has been reported on the manufacturer website(<https://www.thermofisher.cn/cn/zh/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21207>).
8. Alexa Fluor 594 donkey anti-rat IgG (H+L) antibody(Thermofisher, A21209), immunofluorescence analysis of many tissues using this antibody has been reported on the manufacturer website(<https://www.thermofisher.cn/cn/zh/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21209>).
9. Anti- CD45-PE-Cy5 antibody(BD Pharmingen, 553082), mouse splenic leucocytes were stained with anti- CD45-PE-Cy5 antibody(BD Pharmingen, 553082), <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-cd45.553081>.
10. Anti- CD11b-APC/Cyanine7 antibody(Biolegend, 101226), c57BL/6 mouse bone marrow stained with anti- CD11b-APC/Cyanine7 antibody(Biolegend, 101226), <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-human-cd11b-antibody-3930?GroupID=BLG10616>.
11. Anti-Ly6G- PerCP/Cyanine5.5 antibody(BioLegend, 126715), c57BL/6 mouse bone marrow stained with anti-Ly6G- PerCP/Cyanine5.5 (BioLegend, 126715), <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-ly-6g-antibody-6116?GroupID=BLG7234>.
12. Anti- MerTK-PE antibody(Biolegend, 151506), c57BL/6 mouse splenocytes were stained with anti-MERTK- PE antibody(Biolegend, 151506), <https://www.biolegend.com/en-us/products/pe-anti-mouse-mertk-mer-antibody-13406?GroupID=BLG15085>.
13. Anti- CD64-FITC antibody(Biolegend, 139316), c57BL/6 mouse bone marrow cells were stained with anti-CD64-FITC antibody (Biolegend, 139316), <https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd64-fcgmari-antibody-12422?GroupID=BLG8805>.
14. Anti- CD49e-APC antibody(Biolegend, 103814), c57BL/6 mouse bone marrow cells were stained with anti-CD49e-APC antibody (Biolegend, 103814), <https://www.biolegend.com/nl-be/products/apc-anti-mouse-cd49e-antibody-16202?GroupID=BLG2427>.
15. Anti-Rat IgG2a, k Isotype Control-APC antibody(Biolegend, 400512), the validation information has been reported on the manufacturer website(<https://www.biolegend.com/en-us/products/apc-rat-igg2a-kappa-isotype-ctrl-1838>).
16. anti-CD16/32 antibody (BD Pharmingen, 553142), two color analysis of the expression of CD16/CD32 on mouse spleen cells and demonstration of FCyR-mediated non-specific staining by anti-CD16/32 antibody in flow(BD Pharmingen, 553142)(<https://>

[www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd16-cd32-mouse-bd-fc-block.553142](https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd16-cd32-mouse-bd-fc-block.553142).

17. Anti- CD3e-APC antibody(Biolegend, 100311), c57BL/6 mouse splenocytes were stained with Anti- CD3e-APC antibody(Biolegend, 100311), <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd3epsilon-antibody-21>.

18. anti-p-AKT antibody(Cell Signaling Technology, 4060), WB analysis of different cell types using anti-p-AKT antibody(Cell Signaling Technology, 4060) has been reported on the manufacturer website (<https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060>).

19. anti-AKT antibody(Cell Signaling Technology, 9272), WB analysis of different cell types using anti-AKT antibody(Cell Signaling Technology, 9272)has been reported on the manufacturer website(<https://www.cellsignal.com/product/productDetail.jsp?productId=9272>).

20. anti-p-P38 antibody(Cell Signaling Technology, 4511), WB analysis of different cell types using anti-p-P38 antibody(Cell Signaling Technology, 4511) has been reported on the manufacturer website(<https://www.cellsignal.com/product/productDetail.jsp?productId=4511>).

21. anti-P38 antibody (Cell Signaling Technology, 8690), WB analysis of different cell types using anti-P38 antibody (Cell Signaling Technology, 8690) has been reported on the manufacturer website(<https://www.cellsignal.com/product/productDetail.jsp?productId=8690>).

22. anti-p-ERK1/2 antibody(Cell Signaling Technology, 4370), WB analysis of different cell types using anti-p-ERK1/2 antibody(Cell Signaling Technology, 4370) has been reported on the manufacturer website(<https://www.cellsignal.com/product/productDetail.jsp?productId=4370>).

23. anti-ERK1/2 antibody(Cell Signaling Technology, 4695), WB analysis of different cell types using anti-ERK1/2 antibody(Cell Signaling Technology, 4695) has been reported on the manufacturer website(<https://www.cellsignal.com/product/productDetail.jsp?productId=4695>).

24. anti-p-FAK antibody (Cell Signaling Technology, 3283), WB analysis of different cell types using anti-p-FAK antibody (Cell Signaling Technology, 3283) has been reported on the manufacturer website(<https://www.cellsignal.com/product/productDetail.jsp?productId=3283>).

25. anti-FAK antibody(Cell Signaling Technology, 3285), WB analysis of different cell types using anti-FAK antibody(Cell Signaling Technology, 3285) has been reported on the manufacturer website(<https://www.cellsignal.com/product/productDetail.jsp?productId=3285>).

26. anti-beta Actin antibody (Cell Signaling Technology, 4970), WB analysis of different cell types using anti-beta Actin antibody (Cell Signaling Technology, 4970) has been reported on the manufacturer website(<https://www.cellsignal.com/product/productDetail.jsp?productId=4970>).

27. nnti-rabbit IgG, HRP-linked antibody(Cell Signaling Technology, 7074), the validation information has been reported on the manufacturer website(<https://www.cellsignal.com/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074>).

28. anti-ITGA5 antibody (Biolegend, 103910), c57BL/6 mouse bone marrow cells stained with anti-ITGA5 antibody (Biolegend, 103910), followed by anti-Armenian hamster IgG FITC, <https://www.biolegend.com/en-us/products/ultra-leaf-purified-anti-mouserat-cd49e-antibody-19111>.

29. Anti-Armenian Hamster IgG Isotype Ctrl Antibody (Biolegend, 400902), IP analysis of Jurkat cells using Anti-Armenian Hamster IgG Isotype Ctrl Antibody (Biolegend, 400902) has been reported on the manufacturer website(<https://www.biolegend.com/en-us/products/purified-armenian-hamster-igg-isotype-ctrl-1780?GroupID=BLG2376>).

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                          |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice, C57Bl6J background, both male and female.<br>CX3CR1Cre-ER;ITGA5fl/fl vs CX3CR1-CreER vs ITGA5 fl/fl<br>LysMCre;ITGA5 fl/fl vs LysMCre vs ITGA5 fl/fl<br>CSF1R-EGFP |
| Wild animals            | The study did not involve wild animals                                                                                                                                   |
| Field-collected samples | The study did not involve field-collected samples                                                                                                                        |
| Ethics oversight        | All animal studies were approved by the Institutional Animal Care and Use Committee at Albert Einstein College of Medicine.                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Male and female WT C57Bl6/J mice underwent non-reperfusion infarction protocols (7 or 28 days of coronary occlusion). Sham controls underwent thoracotomy without coronary occlusion. Mice were sacrificed and intracardially perfused with 25 mL of ice-cold phosphate-buffered saline to remove blood cells. Whole hearts were quickly minced and digested by shaking the tissue fragments (15 min at 37°C water bath, repeated 3 times) in 3.0 mL of digestion buffer (RPMI 1640-medium (Sigma-Aldrich) containing 120 mg/mL of Liberase TH (Roche, 5401151001) and 70 mg/mL of DNase I (Roche, 10104159001). After digestion, single cell suspensions were harvested by passing through a 30-µm cell strainer and by washing with ice-cold phosphate-buffered saline.                       |
| Instrument                | Cytek AURORA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Software                  | SpectroFlo (Cytek Biosciences)<br>FlowJo_v10.8.0 (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Cell population abundance | After doublets were excluded by FSC-H vs. FSC-A, DAPI-negative live cells were identified. Live cells (DAPI- cells) accounted for 82.8-93.0% of the doublet-depleted population. Myeloid cells were identified as DAPI-/CD45+/CD11b+ cells. Myeloid cells accounted for 2-3.5% in Sham mice, 19.4-51.8% in MI day7 mice, and 2.3-7.9% in MI day28 mice of live cells (DAPI- cells). Macrophages were identified as DAPI-/CD45+/CD11b+/Ly6G-/CD64+/MerTK+ cells. Macrophages accounted for 0.5-1.2% in Sham mice, 6.9-23.4% in MI day7 mice, and 0.6-2.6% in MI day28 mice of live cells (DAPI- cells). T cells were identified as DAPI-/CD45+/CD11b-/CD3e+ cells. We only evaluated T cells at 7 days after MI, and T cells accounted for 0.3-1.3% in MI day7 mice of live cells (DAPI- cells). |
| Gating strategy           | After doublets were excluded by FSC-H vs. FSC-A, DAPI-negative live cells were identified. Myeloid cells were identified as DAPI- CD45+ CD11b+ cells. After exclusion of DAPI- CD45+ CD11b+ Ly6G+ cells (neutrophils), macrophages were identified as DAPI- CD45+ CD11b+ Ly6G- CD64+ MerTK+ cells. T cells were identified as DAPI-/CD45+/CD11b-/CD3e+ cells. Positive and negative cells could be clearly distinguished for DAPI, CD45, CD11b, and Ly6G,                                                                                                                                                                                                                                                                                                                                       |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

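RNA-seq was analysed in 12 libraries of mouse bone marrow macrophages, 3 each of IgG without fibronectin, anti-ITGA5 without fibronectin, IgG with fibronectin and anti-ITGA5 with fibronectin. The cells were exposed to 10 µg/ml of antibody for 24 h. The paper describes libraries made from oligo(dT)-enriched RNA, paired-end sequencing, alignment with TopHat2 to GRCm38 and counting on Ensembl genes with HTSeq. The authors deposited 1 table of counts per gene, without normalization, and 1 table of FPKM per gene, each with 1 column per library, and no column was left out. In the FPKM table the authors divided each count by the gene length that the tables give and by 1 total per library that is not the plain sum of its counts. The strand used in counting and the release of the Ensembl annotation are not named in the paper's text, and reads shared by overlapping genes may have been counted on either gene or on neither.

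Counts on genes per library ranged from 12954342 to 22075432, with a median of 18023464.5. The lowest and highest totals were 17365862 and 17635840 in IgG without fibronectin, 12954342 and 20269249 in anti-ITGA5 without fibronectin, 18843744 and 22075432 in IgG with fibronectin, and 16364962 and 19359505 in anti-ITGA5 with fibronectin. The 100 most abundant genes held 22.3% to 25.6% of the counts of a library. Pairs of replicates differed by a chi-square of 2.78 to 8.25 per gene in 3 of the groups and of 11.6 to 26.0 in anti-ITGA5 without fibronectin, where counting error alone gives about 1. Where a symbol stood for several gene IDs, the ID with the most counts was used, a choice made after the tables were seen.

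ITGA5 neutralization was compared with IgG without and with fibronectin, fibronectin was compared with no coating in IgG and in anti-ITGA5, and the interaction of antibody and coating was tested over all 12 libraries. Each of the other comparisons used its own 6 libraries. Differential expression was tested with edgeR 4.0.16 in R 4.3.3: genes were kept by filterByExpr (minimum count 10, minimum total count 15) and given no fold change otherwise, libraries were scaled by TMM, and the quasi-likelihood test was used with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p-value of 0.05 or less. The standard error of a log2 fold change was its size divided by the square root of the F statistic. FPKM were given as mean and SD and compared with 2-sided exact permutation tests. In simulated counts with the dispersion and depth of these libraries and 200 genes changed by 1 on the log2 scale, edgeR recovered 200 of 200 in each antibody comparison, with 12 and 6 unchanged genes called. DESeq2 recovered 191 and 196, and limma 183 and 190. The changed genes were drawn only from those above a minimum mean count, and every gene had the same dispersion. The simulated change of 1 exceeded the median size of the real calls, 0.362 without and 0.326 with fibronectin. Recovery of such smaller changes was not simulated.

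Of the gene lists, 13 were written before the data were examined, as were the comparisons, the rule for the genes named and most alternatives. They held the angiogenesis regulators and matrix genes of the in vitro experiment, the 12 genes named for infarct macrophages, integrins, pathway mediators, targets of HIF-1, targets of Nrf2, genes that respond to NF-kB or endotoxin, interferon response, proliferation, fibroblast markers, neutrophil markers and sex-linked genes. Lists of S phase, of G2 and M phase and of MHC class II genes were written afterwards. Lists with at least 5 tested genes were tested with camera of limma 3.58.1 on log2 CPM, with an inter-gene correlation of 0.01. The 17 set tests of the antibody comparisons were adjusted together. The genes named were those the paper names for the in vitro RNA-seq, Itga5, Itgb1 and the pathway mediators. They also included the 5 with the largest mean fall and the 5 with the largest mean rise over both antibody comparisons among genes called in both with the same sign, no overlap between IgG and anti-ITGA5 libraries and at least 10 counts in every library. The 3 genes with the smallest adjusted p-value of the interaction completed them, with the 3 largest rises and the 3 largest falls on fibronectin in IgG among called genes with at least 10 counts in every library compared. Other genes were named after their values were seen.

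The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors or total counts in place of TMM, every gene with at least 1 count or only genes with at least 10 counts in every library, all 12 libraries in one fit, the replicate number as a block, counts thinned to the smallest library, limma on log2(FPKM + 1) or log2(FPKM + 0.1) with a minimum of 0.5 FPKM, limma on log2(FPKM + 1) without a filter, a log2 fold change of at least 1, an adjusted p-value of at most 0.01, and each library left out in turn. Set tests of the antibody comparisons were repeated with fry, with an estimated inter-gene correlation and with the block. Added afterwards were DESeq2 with an unadjusted p-value, limma on log2 CPM before and after trends with GC content and gene length were removed (lowess span 0.3, GC content from GENCODE M21 transcripts on the same genome build), a correlation over every gene with a DESeq2 estimate, each library left out of the list tests for fibronectin, and fry, an estimated correlation and the block for the lists on fibronectin and for their interaction. Random draws used seed 1.

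The RNA-seq of infarct macrophages, the single-cell RNA-seq, the PCR array, the ELISA and the western blots were not analysed here, and the Ingenuity Pathway Analysis was not repeated. A test on marker genes, made for the comparison of fibronectin with no coating in IgG, is not reported here.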

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

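The tests below of other splits for the interaction, of its library size, of single libraries, of the cell cycle lists, of other set tests for the interaction, and of GC content and gene length were chosen after the results were seen.

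The antibody effect differed between coatings for 3 genes, by the interaction of antibody and coating over 13455 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 386 genes had an unadjusted p-value under 0.05. Lpl rose by 0.21 on the log2 scale upon ITGA5 neutralization without fibronectin and fell by 0.44 with fibronectin, an interaction of -0.65 (standard error 0.07, adjusted p = 0.00156). Mmp12, which overlaps Mmp1b, had an interaction of -0.65 (standard error 0.0836, adjusted p = 0.00764). Its adjusted p-value was 0.0628 without IgG without fibronectin replicate 1 and 0.0531 without IgG with fibronectin replicate 3, and lay between 0.0538 and 0.0753 with limma on FPKM in the 3 settings. Gm18194, a processed pseudogene that overlaps Zscan18 and Gm45315, had 3 to 324 counts and an interaction of -6.15 (standard error 0.87, adjusted p = 0.0156). Its call was lost with limma on FPKM (adjusted p-values from 0.262 to 0.511) and in 7 of the 12 fits that each left out 1 library, with adjusted p-values from 0.0633 to 0.136 in those fits. One gene was past the threshold without IgG without fibronectin replicate 1 or without IgG with fibronectin replicate 3 (1 in each fit), and 6 were past it without anti-ITGA5 without fibronectin replicate 3. Of the 200 distinct splits of the libraries by coating within each antibody, 100 were drawn, and 3 of the 100 gave at least 3 genes, the real split included, which argues against a grouping by accident, although 1 of the other splits gave 24. After all libraries were thinned to the smallest total, 3 of the 3 genes kept their call, which argues against library size. For Gm18194 reads shared with the overlapping genes were not tested. A different response to the antibody on fibronectin is a biological explanation that the design names and that stays open for Lpl and Mmp12.

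The interferon response list also differed between coatings, with a median interaction of 0.81 and an adjusted p-value of 0.00056 over 9 lists (camera). The call was kept with the replicate block (adjusted p = 5.8e-05) and lost under fry (adjusted p = 0.974) and with an estimated inter-gene correlation (adjusted p = 0.959). Without fibronectin its median log2 fold change upon ITGA5 neutralization was -1.09, with 16 of 20 genes lower and 0 higher (19 lower when adjusted over the list alone). The set test passed the threshold with camera (adjusted p = 5.1e-11) and fry (adjusted p = 0.00781). It did not pass with an estimated inter-gene correlation (adjusted p = 0.274). With fibronectin the median was -0.24, with 0 genes past the threshold in either direction and a camera adjusted p-value of 0.112. The mean log2 CPM of the list were 3.15, 2.87 and 4.79 in the 3 libraries of anti-ITGA5 with fibronectin. Without replicate 3 of that group the median with fibronectin was -1.22, with 19 of 20 genes lower (adjusted p = 1.7e-10, in a range up to 0.840 over the fits that each left out 1 library). Without that same library the interaction had a median of -0.040 and an adjusted p-value of 0.836, and without anti-ITGA5 without fibronectin replicate 1 the adjusted p-value was 0.0524. The candidate explanation that 1 library of the coated dishes carries the difference therefore has the values it needs. What raised the interferon genes in that library is not answered by these data, and no biological explanation of it was tested.

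The paper's text gives no comparison of fibronectin with no coating. In IgG, 58 genes were past the threshold, 16 lower and 42 higher of 12925 tested. The count was 9 without IgG without fibronectin replicate 1, 31 without IgG without fibronectin replicate 2, 13 without IgG with fibronectin replicate 1, 101 without IgG with fibronectin replicate 2 and 29 without IgG with fibronectin replicate 3. With the replicate number as a block the count was 416, and with all 12 libraries in one fit it was 11. Of the calls, 79.3% were kept after thinning to the smallest library, and 96% of those on other genes were kept without the 100 most abundant genes, which argues against library size and against a few genes taking most of the counts. Counts on the Y-linked genes together did not exceed 1 in any of these 6 libraries, which argues against male donors in one group. The effect correlated with gene length (Spearman's rho = -0.190 across genes) and with GC content (0.137). With limma on log2 CPM, 71.2% of 59 calls were kept after the trends with both were removed, so these trends were not the whole cause, although this share lay between the levels named for either outcome. The 17 genes that lost their call kept 80.4% of their median log2 fold change (0.204 before and 0.164 after, highest adjusted p = 0.118). They were picked for losing it, so for them a GC content or length trend and an effect of fibronectin cannot be told apart. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and another split gave 52. Because 10 splits allow no smaller share, a grouping by accident and an effect of the coating cannot be told apart from this count.

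The largest rises on fibronectin in IgG were those of H2-Aa (log2 fold change 1.58, adjusted p = 0.000357), H2-Eb1 (1.29, adjusted p = 0.00628) and Cd74 (1.16, adjusted p = 0.000336), which encode or accompany MHC class II. These 3 and Gm38120 (-1.89), which was named after its values were seen, were the 4 genes with a log2 fold change of at least 1 in size. H2-Eb1 lost its call without IgG without fibronectin replicate 1 (adjusted p = 0.0783) and without IgG with fibronectin replicate 1 (adjusted p = 0.0606). With limma on FPKM in the 3 settings, Cd74 (adjusted p-values from 0.0990 to 0.166) and H2-Eb1 (from 0.113 to 0.239) lost their call. Of a list of MHC class II genes, 4 of 7 tested genes were higher in IgG, with a median of 0.86. In anti-ITGA5 the median was 0.66, with 0 of 8 past the threshold, and no gene at all passed it in that comparison, where 461 genes had an unadjusted p-value under 0.05. The median antibody effect on the list was -0.06 without fibronectin, where 2 of 7 genes were past the threshold as lower and 0 as higher. With fibronectin it was -0.22, with 1 of 7 lower and 0 higher. Whether the macrophages or a small share of other cells account for the rise stays open.

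The paper's text names no proliferation genes for the in vitro RNA-seq, while its supplementary pathway results were not analysed here. The median log2 fold change of the proliferation list upon ITGA5 neutralization was 1.12 without fibronectin, with 17 of 24 genes higher and 1 lower, and 1.17 with fibronectin, with 17 higher and 0 lower. Adjusted over the list alone, 18 were higher and 1 lower without fibronectin, and 17 higher with fibronectin. The camera adjusted p-values were 7.6e-11 and 2.6e-09, those of fry 0.00435 and 0.0106, and with an estimated correlation neither held (adjusted p = 0.274). Camera adjusted p-values stayed at or below 4.9e-09 and 2.0e-08 in the fits that each left out 1 library. Genes of S phase rose by a median of 0.20 and 0.15, with 19 and 16 of 42 past the threshold. Genes of G2 and M phase, some of which the proliferation list also holds, rose by 1.25 and 1.30, with 49 of 50 past the threshold on each coating. The ratio of the S phase to the G2 and M phase median was 0.159 without fibronectin and 0.115 with fibronectin. More cells in every part of the cell cycle would also raise S phase genes, and 0 of these were past the threshold as lower. The ratio to be expected in that case was not worked out, so this explanation stays open. Thinning to the smallest library kept at least 99.1% of the median of the proliferation list, which argues against library size. That neutralization may hold more macrophages in G2 or M phase is a hypothesis, found on the same libraries and not set apart by the ratio above. Cell numbers and density at harvest are not known, and a difference between antibody preparations stays open.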

How the results depend on the processing

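In all, 134 results were recomputed, which gave 1929 values under the alternatives, and 1651 of these kept their direction and their side of the threshold, or stayed within 1.5 times a count or within the spread of a value. Vegfa kept its direction and an adjusted p-value under the threshold on both coatings in each alternative run for single genes and without each library. Its log2 fold changes of -0.57 and -0.65 do not reach the size of 1 that one alternative for the counts asks for. The alternatives with GC content and gene length, with an unadjusted p-value, with every DESeq2 estimate and those for the lists on fibronectin and for their interaction were chosen after the data were seen.

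For the antibody comparisons, limma on log2(FPKM + 1) without a filter gave 536 lower and 684 higher genes without fibronectin and 846 and 1025 with fibronectin, where more genes share the adjustment. The stricter thresholds lowered the counts by construction, to 76 and 171 without fibronectin and 138 and 186 with fibronectin at a log2 fold change of at least 1, and to 561, 786, 928 and 1118 at an adjusted p-value of at most 0.01. Each library left out in turn gave 627 to 1842 lower and 846 to 1992 higher genes without fibronectin and 1113 to 1907 lower and 1323 to 2065 higher genes with fibronectin. The lowest counts without fibronectin came without IgG replicate 1, and 54.4% to 97.2% of its calls were kept in these fits. DESeq2 kept 76.7% of the calls without fibronectin, 79.8% of those with fibronectin and 65.5% of those for fibronectin in IgG. The deviations of libraries with the same replicate number from their group means correlated by 0.0051 to 0.243 across genes, all above 0, and whether these libraries shared a culture stays open. With the number as a block the counts were 1421 and 1547 without fibronectin and 2217 and 2321 with fibronectin. With total counts in place of TMM, the share of lower genes among the calls fell from 47.1% to 33.8% without fibronectin and from 47.7% to 34.4% with fibronectin, while the median of all genes moved to 0.049 and 0.037.

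For fibronectin in IgG, the 58 genes became 141 with DESeq2, 241 with every gene with at least 1 count, 11 with all 12 libraries in one fit, 416 with the replicate block, 7 and 5 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), 17 without a filter on FPKM, 4 at a log2 fold change of at least 1, 16 at an adjusted p-value of at most 0.01 and 812 with DESeq2 and an unadjusted p-value. Each library left out gave 9 (without IgG without fibronectin replicate 1) to 101 genes (without IgG with fibronectin replicate 2). For fibronectin in anti-ITGA5, the count of 0 became 5 with DESeq2, 327 with every gene with at least 1 count, 2 with all 12 libraries, 2 with the block and 510 with an unadjusted p-value in DESeq2, and 0 to 4 with a library left out, 4 without anti-ITGA5 without fibronectin replicate 1 or 3. At an unadjusted p-value under 0.05 edgeR gave 461 there. For the interaction, 3 genes became 65 with every gene with at least 1 count, 1 with limma on log2(FPKM + 1) and 1 on log2(FPKM + 0.1), 7 without a filter on FPKM, 1 at a log2 fold change of at least 1, 366 with an unadjusted p-value in DESeq2, and 1 to 6 with a library left out. Apart from the stricter thresholds, the cause of these changes was not tested.

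The correlation of the antibody effects between coatings was 0.813 over genes with at least 10 counts in every library and 0.781 with DESeq2 over genes with an adjusted p-value. Over every gene with a DESeq2 estimate it was 0.188, the value obtained first, and the genes compared were changed after it was seen. Leaving out libraries gave 0.627 to 0.733, with 1310 to 2548 genes past the threshold on both coatings in the same direction and 0 to 3 in opposite directions.

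Total counts in place of TMM reversed Igf1 (0.0314) and Itgb1 (0.0037) without fibronectin and Cxcl2 (0.0092) with fibronectin. Every gene with at least 1 count reversed Pik3cb without fibronectin (-0.0063). Ccl5 with fibronectin was reversed by the block (-0.067), by limma on log2(FPKM + 1) with a filter (-0.1163) and without one (-0.1163) and by limma on log2(FPKM + 0.1) (-0.5901). None of these values passed the threshold. The block turned the direction of the set test of the NF-kB and endotoxin list with fibronectin (adjusted p = 0.756). Without fibronectin, leaving out 1 library reversed Vegfb (range -0.145 to 0.0347), Igf1 (-0.0351 to 0.0207), Cxcl3 (-0.4998 to 0.0153), Tgm2 (-0.1303 to 0.0041), Pik3cb (-0.0219 to 0.0374), the NF-kB and endotoxin list (adjusted p = 0.548 to 0.861) and the list of infarct genes (adjusted p = 0.476 to 0.986). With fibronectin it reversed Cxcl2 (-0.1145 to 0.0374), Cxcl3 (-0.3849 to 0.0087), Lox (-0.0431 to 0.4866), Ccl5 (-1.9398 to 0.77), Saa3 (-1.0392 to 0.0164) and the NF-kB and endotoxin list (adjusted p = 0.6995 to 0.933). Of these, Ccl5 passed the threshold in the opposite direction, without anti-ITGA5 with fibronectin replicate 3. The cause was not tested.

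Emilin2 without fibronectin (-0.31) and Ecm1 without fibronectin (-0.44) and with fibronectin (-0.33) kept their direction and lost their call with limma on log2(FPKM + 1) without a filter, at adjusted p-values of 0.0716, 0.0927 and 0.0540. With an estimated inter-gene correlation the targets of HIF-1 and of Nrf2 lost their call on both coatings (adjusted p = 0.274), and the cause was not tested. Under the alternatives, 180 other values changed, 153 weaker, 19 stronger and 8 moved.

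The depth limits results for Csf3, Tgfb2, Cxcl1, Vegfd, Il6, Cxcl5, Il10, Nrg1 and Areg, which had too few counts to pass the filter in either antibody comparison, so edgeR gave no fold change for them.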

Differences from the paper's values

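For the counts of differentially expressed genes, each of the paper's values lies within 1.5 times the value here. The paper's 1736 lower and 1873 higher genes without fibronectin stand against 1265 and 1419, and the paper's 1993 lower and 2196 higher genes with fibronectin against 1699 and 1866. The paper's methods name DESeq2 with an adjusted p-value of at most 0.05. This setting, an alternative set before the data were examined, gave 1046 and 1091 without fibronectin and 1310 and 1564 with fibronectin. DESeq2 with an unadjusted p-value of at most 0.05, a setting chosen after seeing the values, gave 1736, 1873, 1993 and 2196, the paper's values. Among the alternatives set before the data were examined, DESeq2's size factors, the low and the high filters on counts, all 12 libraries in one fit, the replicate block and thinning kept all 4 counts within 1.5 times the paper's. DESeq2 with adjusted p-values, total counts, limma on FPKM, a log2 fold change of at least 1 and an adjusted p-value of at most 0.01 left at least 1 of the 4 outside that range.

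The means of Fig. 9I and Fig. 9K to Fig. 9Q do not differ from those of the libraries without fibronectin. Vegfa, for example, is at about 41 FPKM in IgG and about 27 FPKM upon ITGA5 neutralization in Fig. 9I, read by eye, against 41.1 and 27.6 FPKM. The libraries with fibronectin differ from the figure for 3 genes. Cxcl2 in IgG is at about 2.5 FPKM in Fig. 9L, read by eye, against 4.10 FPKM with fibronectin. Csf3 in IgG is at about 0.013 FPKM in Fig. 9M, read by eye, and is listed at 0 with fibronectin. Tgfb2 is at about 0.02 FPKM in IgG and about 0.025 FPKM upon ITGA5 neutralization in Fig. 9N, read by eye, against 0.0319 and 0.00645 FPKM with fibronectin, values that rest on at most 5 counts per library.

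The paper states that Igf1 expression was comparable with and without ITGA5 signaling. Without fibronectin, where the means of Fig. 9Q do not differ, Igf1 had a log2 fold change of -0.0098 (adjusted p = 0.922, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With fibronectin, Igf1 was lower upon ITGA5 neutralization (log2 fold change -0.18, adjusted p = 0.00636), and its adjusted p-value was 0.0535 with limma on log2(FPKM + 1) without a filter. The paper states that the genes lower in ITGA5 KO infarct macrophages, Tgm2 among them, showed no consistent change in vitro. With fibronectin, Tgm2 was lower (log2 fold change -0.16, adjusted p = 0.0272), with adjusted p-values up to 0.1395 over the alternatives. Without fibronectin Tgm2 was not past the threshold. A call on a single coating does not conflict with the paper's statement. The paper states that ITGA5 inhibition left the inflammatory profile of cultured macrophages as it was on both coatings, and refers to Supplementary Table 10. The genes of that table were not analysed here, so it is not known whether they include those that follow. The chemokines Ccl2, Ccl3, Ccl4 and Ccl7 were higher on both coatings, with log2 fold changes from 0.43 to 0.61 without fibronectin and from 0.54 to 0.75 with fibronectin, while the list of genes that respond to NF-kB or endotoxin had medians of 0.05 and -0.03.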

Other observations

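The tests below of GC content and gene length, of anti-ITGA5 without fibronectin replicate 2, of ribosomal RNA, of other splits in anti-ITGA5 and of left-out libraries and other set tests for the lists on fibronectin were chosen after the results were seen, and the measures for replicate 2 and the way they were read were revised once after a first result was seen.

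Several technical explanations were weighed for the many genes past the threshold upon ITGA5 neutralization. Thinning to the smallest library kept 89.2% of the calls without fibronectin and 84.7% of those with fibronectin, against a difference in library size. Without the 100 most abundant genes, 98.3% and 98.5% of the calls on other genes were kept, against a few genes taking most of the counts. The Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty together had at most 1 count in a library without fibronectin and at most 2 with fibronectin, while Xist was at 1750 to 2285 CPM, against a difference in the sex of the donors. Col1a1, Col1a2, Col3a1, Dcn, Lum and Postn did not exceed 1.34 CPM on either coating, against fibroblasts in the cultures. S100a8, S100a9, Retnlg, Ngp, Camp, Ltf and Lcn2 did not exceed 2.24 CPM without fibronectin and 2.38 with fibronectin, against a share of neutrophils. Removing the trends with GC content and gene length kept 97.7% and 95.0% of the calls. The list of genes that respond to NF-kB or endotoxin had medians of 0.0517 and -0.0300, with members in both directions, and there was no group without antibody. Endotoxin in one antibody preparation and an effect of neutralization on these genes cannot be told apart for that reason. Only the real split, 1 of the 10 splits of the 6 libraries, gave as many genes without fibronectin, and likewise 1 of the 10 with fibronectin, while each other split gave 0 on either coating. The 10 splits allow no smaller share, so a grouping by accident and the antibody cannot be told apart by this count alone. The antibody comparisons on the 2 coatings share no library, and of the genes past the threshold on both, 2076 changed in the same direction and 1 in opposite directions. The labels give no batch. The paper's reporting summary links the anti-ITGA5 antibody to a product named Ultra-LEAF purified and the IgG to one named purified. Other differences between the antibody preparations were not tested, so their effect and that of neutralization cannot be told apart.

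Itga5 had a log2 fold change of 0.15 upon ITGA5 neutralization without fibronectin (standard error 0.0569, adjusted p = 0.0906, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 0.075 with fibronectin (adjusted p = 0.273). Its adjusted p-value without fibronectin was 0.0344 with total counts in place of TMM and 0.0338 without anti-ITGA5 without fibronectin replicate 2 (range 0.0338 to 0.314 over the alternatives). Itgb1 had log2 fold changes of -0.037 (adjusted p = 0.661) and -0.079 (adjusted p = 0.138), the first with a positive sign under total counts (0.0037). Of the integrins, 4 of 19 tested genes were lower and 2 higher without fibronectin, and 3 of 18 lower and 2 higher with fibronectin. Adjusted over the list alone the numbers were 7 and 3, and 3 and 2. The camera adjusted p-values were 0.0988 and 0.0848, and those of fry were 0.00435 on both coatings. Fry asks whether the genes of a list change, and camera whether they change more than other genes. The 12 genes named for infarct macrophages had camera adjusted p-values of 0.787 and 0.746. Of the fibroblast markers, 2 of 10 were tested and 0 passed the threshold, and no set test was made. Of the neutrophil markers, 3 of 14 were tested without fibronectin, of which Mmp8 and Csf3r were lower, and 5 with fibronectin, of which these 2 and Mpo were lower (camera adjusted p = 0.0159, fry adjusted p = 0.0232, estimated correlation adjusted p = 0.274). These genes were named after their values were seen. The pathway mediators had fry adjusted p-values of 0.00435 and 0.0306. With an estimated inter-gene correlation their adjusted p-values were 0.274 and 0.438.

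On fibronectin the targets of Nrf2 were higher by a median of 0.11 in IgG (camera adjusted p = 6.0e-07) and 0.061 in anti-ITGA5 (adjusted p = 0.00173). The NF-kB and endotoxin list was higher by 0.12 (adjusted p = 0.00798) and 0.083 (adjusted p = 0.000214), and the interferon response list by 0.16 (adjusted p = 0.00173) and 0.94 (adjusted p = 2.1e-06). The targets of HIF-1 were higher by 0.054 in IgG (adjusted p = 0.101) and 0.068 in anti-ITGA5 (adjusted p = 0.0169). Under fry none of these lists passed the threshold (lowest adjusted p = 0.362), nor with an estimated inter-gene correlation (lowest adjusted p = 0.483). With the replicate number as a block, each of these lists passed it in IgG and in anti-ITGA5. This included the targets of HIF-1 in IgG (adjusted p = 0.0387). Most of these results also depended on single libraries. Without anti-ITGA5 with fibronectin replicate 3, the interferon response list in anti-ITGA5 had a median of 0.10 (adjusted p = 0.113). In IgG it had an adjusted p-value of 0.121 without IgG without fibronectin replicate 1 and of 0.150 without IgG with fibronectin replicate 3. The targets of Nrf2 in anti-ITGA5 had adjusted p-values of 0.119 without anti-ITGA5 without fibronectin replicate 2 and 0.0940 without anti-ITGA5 with fibronectin replicate 3. The NF-kB and endotoxin list in IgG had 0.121 without IgG without fibronectin replicate 1. The targets of HIF-1 in anti-ITGA5 reached 0.889, with the set test in the opposite direction, without anti-ITGA5 without fibronectin replicate 2. In IgG they lay between 0.00153 and 0.758. The targets of Nrf2 in IgG stayed at or below 0.000497 and the NF-kB and endotoxin list in anti-ITGA5 at or below 0.00760 without any 1 library. Of the interactions of 9 lists, the interferon response was the only one past the threshold, and the next adjusted p-value was 0.214. In anti-ITGA5 no single gene passed the threshold on fibronectin, with 461 at an unadjusted p-value under 0.05, and 10 of the 10 splits of those 6 libraries gave as many genes as the real one. With a count of 0 that share is fixed, so a grouping by accident and a missing effect cannot be told apart.

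Among called genes with at least 10 counts in each library compared, the largest falls on fibronectin in IgG were those of CT010467.1 (log2 fold change -0.83, adjusted p = 0.000733), Lars2 (-0.78, adjusted p = 0.000963) and Gm23935 (-0.78, adjusted p = 0.00344). CT010467.1 is annotated as ribosomal RNA and overlaps Gm42418 and AY036118, and Gm23935 overlaps Zc3h7a. In the fit over all 12 libraries none of the 3 passed the threshold, nor with limma on FPKM (lowest adjusted p = 0.166). In anti-ITGA5 without fibronectin replicate 3, CT010467.1 had 88738 counts, Lars2 38043 and Gm23935 67462, against at most 11937, 8306 and 13154 in the other libraries. A different carryover of ribosomal RNA is a possible explanation of the fall in IgG. The other tested genes annotated as ribosomal RNA, mt-Rnr1, mt-Rnr2 and Gm26280, had a median log2 fold change of 0.0315. Of these, 2 are mitochondrial and 1 has at most 33 counts in the IgG libraries, so ribosomal RNA in the libraries and an effect of fibronectin cannot be told apart for the 3 genes.

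Anti-ITGA5 without fibronectin replicate 2 stood apart from the other libraries. At one common total, 21123 genes had a count in it, against 18721 to 19467 in the other libraries, which argues against a lower library size as the reason. Genes with at most 2 counts in the other libraries together were compared by their place in the genome. Those that overlap an expressed gene had 662 counts per 1000 genes, against 51.2 to 81.4 in the other libraries, and those that overlap none had 42.0, against 18.1 to 26.0. Receptor genes that macrophages do not use had 9.41 counts per 1000 genes against 3.14 to 8.89. Genomic DNA in the library predicts a rise of the receptor genes like that of the overlapping genes, and their excess over the median of the other libraries was 4.18, against 600 on the overlapping genes and 20.7 on those that overlap none. Since 9.41 lies slightly above the other libraries, a small share of genomic DNA stays open. The excess on overlapping genes was 29.0 times that on genes that overlap none, which is consistent with unspliced RNA of expressed genes in this library. Without this library, 97.2% of the calls of ITGA5 neutralization without fibronectin were kept. No biological explanation was tested.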
